# Targeted protein degradation reveals BET bromodomains as the cellular target of Hedgehog pathway inhibitor-1

**DOI:** 10.1038/s41467-023-39657-1

**Published:** 2023-07-01

**Authors:** Meropi Bagka, Hyeonyi Choi, Margaux Héritier, Hanna Schwaemmle, Quentin T. L. Pasquer, Simon M. G. Braun, Leonardo Scapozza, Yibo Wu, Sascha Hoogendoorn

**Keywords:** Target identification, Morphogen signalling, Proteolysis, Proteomics

## Abstract

Target deconvolution of small molecule hits from phenotypic screens presents a major challenge. Many screens have been conducted to find inhibitors for the Hedgehog signaling pathway – a developmental pathway with many implications in health and disease – yielding many hits but only few identified cellular targets. We here present a strategy for target identification based on Proteolysis-Targeting Chimeras (PROTACs), combined with label-free quantitative proteomics. We develop a PROTAC based on Hedgehog Pathway Inhibitor-1 (HPI-1), a phenotypic screen hit with unknown cellular target. Using this Hedgehog Pathway PROTAC (HPP) we identify and validate BET bromodomains as the cellular targets of HPI-1. Furthermore, we find that HPP-9 is a long-acting Hedgehog pathway inhibitor through prolonged BET bromodomain degradation. Collectively, we provide a powerful PROTAC-based approach for target deconvolution, that answers the longstanding question of the cellular target of HPI-1 and yields a PROTAC that acts on the Hedgehog pathway.

## Abstract (web summary)

Understanding the cellular target of hit compounds from phenotypic screens presents a major challenge yet is essential in the development of chemical probes. Here, the authors reveal the target of Hedgehog Pathway Inhibitor-1, by converting it to a bifunctional degrader, to be BET bromodomains.

## Introduction

The Hedgehog (Hh) pathway is a complex cellular signaling cascade that regulates embryonic developmental processes, such as patterning, as well as stem cell maintenance and tissue homeostasis^1^. Dysregulation of physiological levels of Hedgehog signal transduction results in developmental disorders and the onset and progression of various cancers, most notably basal cell carcinoma and medulloblastoma^2,3^. Pathway activation under normal conditions is initiated by the binding of one of the Hedgehog proteins (IHH, DHH, and SHH) to the receptor patched (PTCH1)^4,5^. The binding of HH to PTCH1 releases the latter’s inhibitory effect on smoothened (SMO)^6^. Further activation steps include the trafficking of GLI2/3 transcription factors bound to suppressor of fused (SUFU) through, and accumulation at the tip of, the primary cilium^7–9^. Processing of the GLI transcription factors into their transcriptionally active form then results in the transcription of Hedgehog target genes, amongst which the positive regulator *Gli1* and, in a negative feedback loop, *Ptch1*^10,11^. At present, the only clinically approved drugs to combat Hh pathway-driven cancers are those directed at SMO (vismodegib, sonidegib). Cancers driven by downstream pathway activation are inherently insensitive to those drugs and acquired resistance of initially responsive tumors is common^12–14^. Strategies to inhibit the Hedgehog pathway beyond smoothened are scarce, with only a handful of reported molecules with well-defined cellular targets and mechanism-of-action, including the ciliobrevins^15^, arsenic trioxide^16^, physalin H^17^, and Glabrescione B^18^. The majority of reported molecules have been identified through phenotypic screens for the Hedgehog pathway, and it has proven highly challenging to unravel the cellular target and molecular mechanisms of these hit compounds, severely limiting their use as chemical probes or therapeutic leads^19–25^.

Exemplary of this is Hedgehog Pathway Inhibitor (HPI-1), a dihydropyridine molecule discovered by Hyman et al. as a robust downstream Hh signaling inhibitor with anti-cancer properties^20,26,27^. Often referred to as a GLI inhibitor^28,29^, its cellular target has remained elusive for many years. Here, we present a target-identification methodology based on targeted protein degradation coupled with label-free quantitative proteomics. Using a Hedgehog Pathway Proteolysis-Targeting Chimera (PROTAC) (HPP), a bifunctional molecule consisting of HPI-1 coupled to a cereblon (CRBN) ligand, we elucidate BET bromodomains as the cellular targets of HPI-1. Moreover, we show that degradation of BET bromodomains through HPP-9 results in extended modulation of the Hedgehog pathway, suggesting alternative pharmacological strategies for this important developmental pathway.

## Results

### Design and synthesis of Hedgehog Pathway PROTACS

Proteolysis-targeting chimeras (PROTACs) are bifunctional molecules that induce proteasome-mediated degradation of a protein of interest (POI) through the formation of a ternary complex between the POI and an E3 ligase^30,31^. PROTACs have found widespread use as target validation tools, and as promising therapeutic leads because of their unique mechanism of action.

We hypothesized that we could extend the use of PROTACs as a target deconvolution method for hits from phenotypic screens through quantitative comparative proteomics. For this, we synthesized a small library of PROTACs, based on Hedgehog Pathway Inhibitor-1 (HPI-1, Fig. 1a, b). Building on and expanding existing structure-activity relationship (SAR) studies^32^, we found the phenolic hydroxyl to be the optimal position to introduce functionality, as its modification did not change the overall inhibitory potency of the molecule and it can be modified using late-stage functionalization (Supplementary Fig. 1). To convert HPI-1 into a bifunctional degrader molecule, we explored various linkers (polyethylene glycol of different length, simple aliphatic chains), attachment chemistries (triazole, ether, amide), and E3 ligase targeting ligands (VHL peptide ligand^33^, pomalidomide^34^, and hydroxythalidomide^35^) and assessed the inhibitory potencies of the resulting Hedgehog Pathway PROTACs (HPP-1 to HPP-11) in a variety of Hedgehog pathway activity assays (Fig. 1). SHH-LIGHT2 cells (NIH-3T3 cells stably expressing a GLI-driven luciferase reporter^36^) were stimulated with either Sonic Hedgehog-containing medium (ShhN) or the small molecule Smoothened agonist (SAG)^37^ in the presence of 10 μM of HPP (Fig. 1c). We found that HPPs incorporating a CRBN ligand were more potent than the VHL peptide analogs in inhibiting pathway activation. Furthermore, HPPs with short aliphatic linkers performed better than those with PEG linkers.

**Fig. 1:**
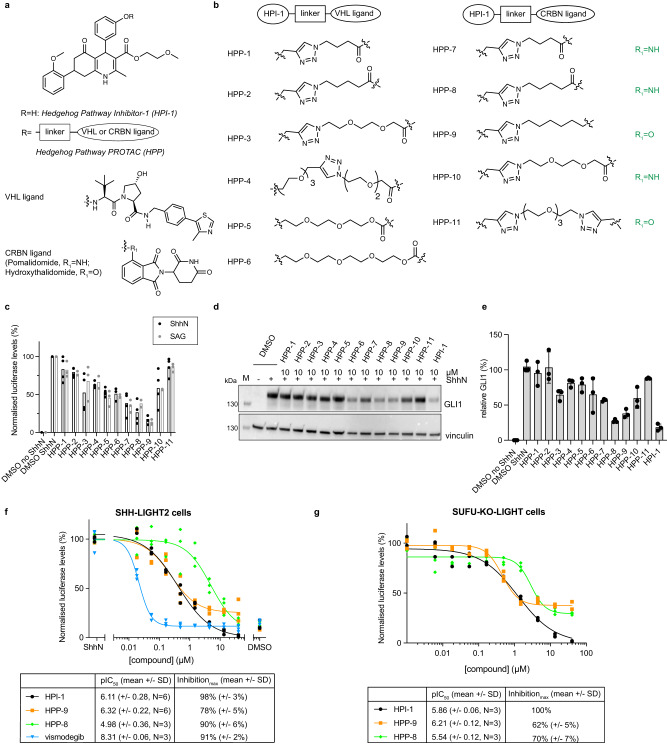
Design, synthesis, and biological evaluation of Hedgehog pathway PROTACs. **a** Structure of HPI-1, VHL ligand, and CRBN ligand and schematic design of the PROTACs. **b** HPP-1 to HPP-11 varied in the linker used to connect the E3 ligase ligand (VHL or CRBN ligand) to HPI-1. **c**–**e** The HPPs were evaluated in a luciferase assay in SHH-LIGHT2 cells stimulated with ShhN or SAG (**c**, mean  of *N* = 2 (+SAG for HPP-4, −6, −8), *N* = 3 (+SAG, +ShhN for HPP-4, −6), *N* = 4 (+ShhN) independent experiments) and by western blot for GLI1 levels for their inhibitory potential at 10 μM (**d**, **e**). Representative immunoblot (**d**) and quantification of band intensity (**e**, mean ± SD) of three independent experiments. **f**, **g** Full dose-response curves for most potent analogs HPP-8 and HPP-9 in SHH-LIGHT2 cells stimulated with ShhN (**f**) or constitutively active SUFU-KO-LIGHT cells (**g**). Representative curves (three technical replicates) of *N* = 3 or 6 independent experiments (as indicated in the table under the graph) are shown. Source data are provided as a Source Data file.

To exclude direct interference of the compounds with the luciferase enzymatic activity, the results were confirmed by western blot analysis for GLI1 protein expression (Fig. 1d, e). There was a good correlation between both readouts (Supplementary Fig. 2), and subsequently, full dose-response curves were generated for the HPPs that showed the lowest residual activity at 10 μM (HPP-8 and HPP-9). In contrast to the full Hh pathway inhibition that was obtained for the parent molecule HPI-1, inhibition by the PROTACs plateaued at 10–20% in SHH-LIGHT2 cells (Fig. 1f) and at 30–40% in constitutively activated SUFU-KO-LIGHT cells^28^ (Fig. 1g), which could point to a differential mode of action of the HPPs compared to the parent molecule. HPP-9 showed comparable potency to HPI-1 in both cell lines and was selected as the most suitable candidate for further studies.

### Methylation of thalidomide blocks HPP-9 activity

As the target of HPI-1 is unknown, the mode of action of HPP-9 as a PROTAC could not be directly proven, and its inhibitory effect on the Hedgehog pathway could be the result of direct inhibition and/or degradation of the HPI-1 target. We sought to differentiate between these options by implementing a small structural change to the thalidomide core (methylation) such that the molecule could no longer bind to CRBN (Fig. 2a)^38^. We developed a high throughput microscopy assay using NIH-3T3 cells containing an Hh pathway-driven GFP reporter (SHH-GFP cells)^39^, to assess the inhibitory potency of this degradation-deficient HPP-9 analog (inact-HPP-9) (Fig. 2b, c). We found that inact-HPP-9 was indeed a very poor inhibitor compared to HPI-1 or HPP-9. Furthermore, in this assay, we observed a bell-shaped curve for HPP-9, which could be indicative of the presence of a Hook effect for this compound. When cells were incubated with various concentrations of HPP-9 or HPI-1 and analyzed by western blot for GLI protein expression or processing (Fig. 2d, e), we observed a similar trend. As previously reported for HPI-1^20^, no effect on GLI3 processing was found for either compound, indicating that these compounds act downstream of GLI3 activation at the level of the primary cilium. Whereas HPI-1 inhibited ShhN-induced GLI1 expression and reduced the GLI2 full-length/activator levels in a dose-dependent fashion (Fig. 2d, e), the effect of HPP-9 showed again an inverse correlation where 10 μM of the compound was less efficient than 0.5 or 2 μM. We then assessed the induction of Hh pathway target genes (*Gli1*, *Ptch1*) by qPCR (Fig. 2f, g), and in agreement with what was found on the protein level by western blot, we found a significant reduction in transcript levels^11^. As GLI2 protein levels were reduced below the basal level for HPP-9 and the highest concentration of HPI-1, we performed a qPCR for *Gli2* (Fig. 2h) and found levels to be much lower in both the minus and plus ShhN conditions^11^. Interestingly, the fold-induction upon the addition of ShhN remained constant at slightly over twofold under all conditions. Taken together, these results strongly suggested that HPP-9 acts as a PROTAC and is thus a promising lead for our proteomic target-identification studies.

**Fig. 2:**
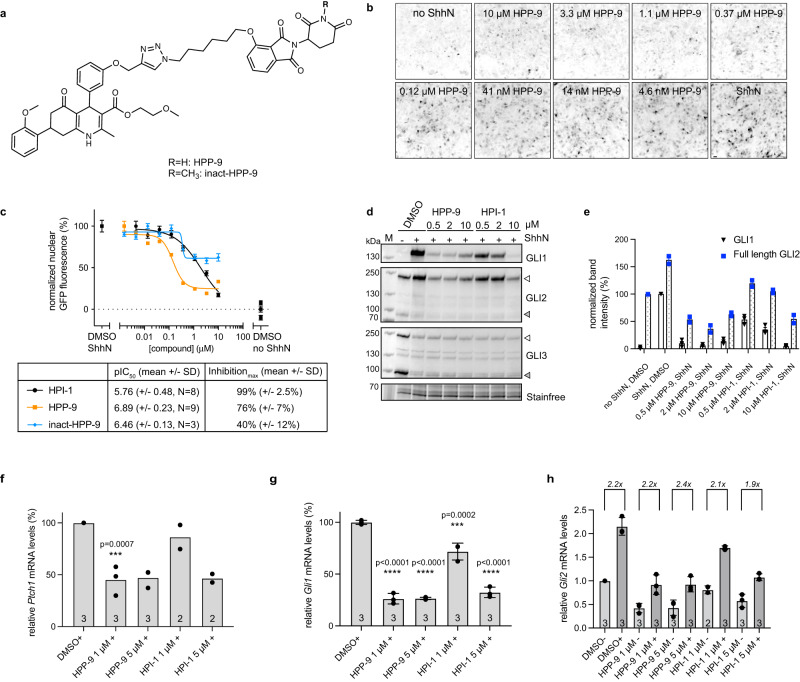
Biological evaluation of HPP-9 and its inactive analog. **a** Chemical structures of HPP-9 and the methylated analog inact-HPP-9. **b** Representative micrographs showing the dose-dependent inhibition of an Shh-driven GFP reporter by HPP-9, resulting in the dose-response curves shown in (**c**). Scalebar 30 μm. **b**, **c** Curves and images are representative of *N* independent experiments (as indicated in the table below the graph), with *n* = 9 or 18 images analyzed per experiment. **d**, **e** NIH-3T3 cells were incubated with increasing concentrations of HPP-9 or HPI-1 in the presence of ShhN and lysates were probed for GLI1, GLI2, and GLI3. **d** shows a representative immunoblot illustrating that both compounds inhibit GLI1 and GLI2 but have no effect on GLI3 processing. **e** Quantification (mean ± SEM) of GLI1 (*N* = 3) and GLI2 full-length levels (*N* = 2) of *N* independent experiments. **f**–**h** qPCR for *Ptch1* (***f***), *Gli1* (***g***), and *Gli2* (***h***) shows that HPP-9 reduces the expression of Hh pathway target genes, while also decreasing basal *Gli2* transcript levels without affecting the fold-induction upon pathway stimulation (−: no ShhN, +: with ShhN). Data shown is the mean (**f**) or mean ± SD (**g**, **h**) for *N* independent experiments as indicated in the bar. **f**, **g** One-way ANOVA with Dunnett’s test, *p* as indicated in the graph, compared to DMSO + ShhN. Source data are provided as a Source Data file.

### Proteomics reveals BET Bromodomains as putative HPP-9 targets

We hypothesized that we could identify the target of HPI-1 through targeted protein degradation using HPP-9. For this, we applied label-free quantitative proteomics on cells treated with DMSO, 1 μM HPI-1, or 1 μM HPP-9 for 27 h. We applied data-independent acquisition mass spectrometry (DIA-MS) and quantified 5343 proteins across 12 samples. Expression of the 5343 proteins clearly separated the three sample groups under unsupervised clustering, with the HPI-1 group being intermediate between the DMSO and the HPP-9 group, suggesting distinguishable proteome changes in response to different treatments (Fig. 3a and Supplementary Data 1). In a second replicate of the experiment, we included 1 μM hydroxythalidomide as a control, to further refine our data. Between the two replicate experiments, we identified 3876 proteins that were detected in both datasets (Supplementary Data 1), and for our further analysis, we focused on those.

**Fig. 3:**
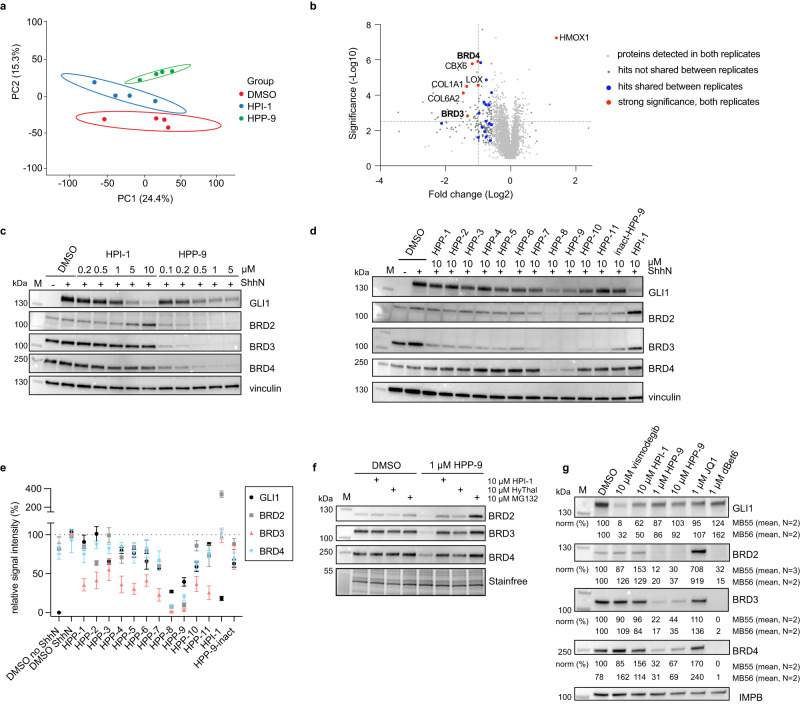
HPP-9 acts as a PROTAC for BET bromodomains. **a** Principal component analysis of 5343 quantified proteins clearly separates all sample groups. **b** Volcano plot of log2(fold change) to significance shows the potential direct targets of HPP-9. Blue circles represent all hits overlapping between replicates and red circles with text labels are the most significant hits. **c** HPP-9 dose-dependently degrades the BET bromodomain proteins, as shown by western blot analysis. Representative blot of three independent experiments. **d**, **e** All HPPs were profiled for their ability to degrade BRD2/3/4 by western blot, which revealed (**e**) a good correlation between Hedgehog pathway inhibition (Fig. 1e, replotted for clarity) and BET bromodomain degradation. Mean ± SEM of three independent experiments is plotted. **f** Representative immunoblot of a competition experiment between HPP-9 and HPI-1, hydroxythalidomide, and MG-132. Three independent experiments. **g** HPP-9 is able to degrade BET proteins in medulloblastoma cells MB55 and MB56. Representative immunoblot (MB56) of *N* = 2 independent experiments for each cell line. Normalized band signal intensities are shown underneath the blots. Source data are provided as a Source Data file.

We analyzed our data for proteins that were significantly (fold change >1.5, *Q* value <0.05) changed in our HPP-9 samples, but not in any of the control samples (Fig. 3b and Supplementary Data 2). We expected that HPI-1 or hydroxythalidomide treatment results in changes in the proteome that would be mirrored by HPP-9, as they have shared biological activity. As HPP-9 is designed to act as a PROTAC, it should lead to the degradation of its protein target(s), whereas it is not expected that HPI-1 or hydroxythalidomide alone would do the same. We found 23 proteins to be shared hits between the two HPP-9 replicates, with only HMOX6 being upregulated (Fig. 3b, blue and red dots). Using more stringent significance criteria on the downregulated proteins (log2(fold change) <−1, −log 10 (*Q* value) >2.5), we arrived at six unique HPP-9 hits (Fig. 3b, red dots, labeled).

The significant depletion of two members of the bromodomain and extra-terminal domain (BET) protein family (BRD3 and BRD4) exclusively in the HPP-9 treated samples caught our attention. The role of the BET bromodomains (BRD2/3/4 and testis-specific BRDT) and well-known inhibitors thereof (JQ1^40^, iBET-151^41^) in epigenetic modulation of the Hh pathway is well-established. It has been shown that the genetic knockdown of BRD2/3/4 results in diminished pathway activation. Furthermore, BRD4 has been found to bind the *Gli1* and *Gli2* promotor regions and BET bromodomain inhibitors such as JQ1 have been shown to block BRD4 recruitment to these loci, thereby inhibiting Hh signaling^40,41^. All available data on HPI-1 as a downstream inhibitor point towards it regulating GLI transcriptional activity, making BET bromodomains likely relevant targets. A major advantage of our approach is that we could directly test this hypothesis by using our PROTAC HPP-9 and evaluating BRD protein degradation.

### HPP-9 is a potent BET bromodomain degrader

To assess the capability of HPP-9 to degrade BET bromodomains, NIH-3T3 cells were incubated with increasing concentrations of HPP-9 for 27 h in the presence of ShhN and probed for GLI1 (as a Hedgehog pathway readout), BRD2, BRD3, and BRD4. As shown in Fig. 3c, all three BRDs were almost completely degraded by our PROTAC at concentrations between 0.5 and 5 μM. In contrast, the probe was less effective at 10 μM, mirroring the Hook effect we observed before in our Hedgehog pathway assays (Fig. 2d and Supplementary Fig. 3). We then profiled our original library of HPPs for their ability to degrade BRD2/3/4 (Fig. 3d) and found a good correlation between the degradation efficiency and extend of Hedgehog pathway inhibition for all PROTACs (Figs. 1e, 3e). As expected, the inact-HPP-9 was completely incapable of degrading the BET bromodomains.

To prove that HPP-9 acts through a typical PROTAC mechanism, we performed competition assays with an excess of the proteasome inhibitor MG-132 (to prevent proteasomal degradation), the CRBN ligand hydroxythalidomide (to block all available CRBN E3 ligase), and the parent HPI-1 (to compete for binding of HPP-9 to BRDs) (Fig. 3f). In all cases, degradation was completely prevented, confirming that HPP-9 degrades BRDs through the formation of a ternary complex between BET bromodomains and CRBN, and subsequent proteasomal degradation.

We then assessed the specificity of HPP-9 and HPI-1 for Hedgehog pathway inhibition over a variety of other cellular signaling pathways. We included the smoothened inhibitor vismodegib as a control, as well as the BET inhibitor JQ1 and its PROTAC derivative dBet6^42^. None of these compounds inhibited platelet-derived growth factor-mediated phosphorylation of pERK1/2 or MAPK (Supplementary Fig. 4). No effect was found either when cells were stimulated with TNFα or Il1β to induce nuclear translocation of p65, as one of the upstream events in NF-κB signaling (Supplementary Fig. 5). We then turned to transcriptional luciferase reporter assays for Wnt signaling and TNFα-induced NF-κB signaling and found that, as reported before, HPI-1 does not inhibit Wnt signaling^20^. HPP-9 was found to have some inhibitory effect on Wnt signaling, but was an order of magnitude less potent than in Hedgehog signaling assays (Supplementary Fig. 6). Neither compound inhibited TNFα-induced NF-κB signaling (Supplementary Fig. 7).

Next, we investigated the ability of HPP-9 to degrade BET bromodomains in cancer cell lines, and its effect on GLI1 as a readout of Hedgehog pathway state. In line with what was found in fibroblast cells, HPP-9 only partially reduced GLI1 levels in A549 human lung adenocarcinoma cells, whereas HPI-1 and JQ1 were more effective^43^. A similar hook effect for HPP-9, as observed earlier (Supplementary Fig. 3), was detected for BET bromodomain degradation in these cells (Supplementary Fig. 8). Of note, treatment with 1 μM dBet6 caused significant cell death, and so this condition had to be excluded from the experiment. In mouse medulloblastoma spheroids (MB55 and MB56^44^), only vismodegib was found to significantly reduce GLI1 levels (Fig. 3g). Surprisingly, strong bromodomain degradation by dBet6 or HPP-9 was found to be ineffective in reducing GLI1 levels, and in contrast to findings in A549 or NIH-3T3 cells, BRD2 levels were increased by JQ1 and not HPI-1.

### HPI-1 is a high-affinity BET bromodomain binder

Through our competition assays (Fig. 3f), we found that HPI-1 can prevent HPP-9-induced BRD2/3/4 degradation, which strongly indicates that they are acting on the same targets. As shown in Fig. 3d–f, we observed a strong increase in BRD2 protein levels by western blot when we incubated NIH-3T3 cells with increasing concentrations of HPI-1 for 27 h. This was validated by dose-response fluorescence microscopy to be around twofold more nuclear BRD2 at 20 μM of HPI-1 (Fig. 4a, b). We then wanted to confirm if this increase in protein levels is a result of enhanced *Brd2* transcription as reported for JQ1^45^. Indeed, by qPCR, we found *Brd2* to be highly expressed when treating the cells with 1 μM JQ1, and a much smaller increase was found with 5 μM of HPI-1 (Fig. 4c). However, no change in BRD2 protein could be detected when cells were treated with 1 μM JQ1 (Supplementary Fig. 9). Of note, BRD2 levels were increased in medulloblastoma cell lines when treated with JQ1 (Fig. 3g).

**Fig. 4:**
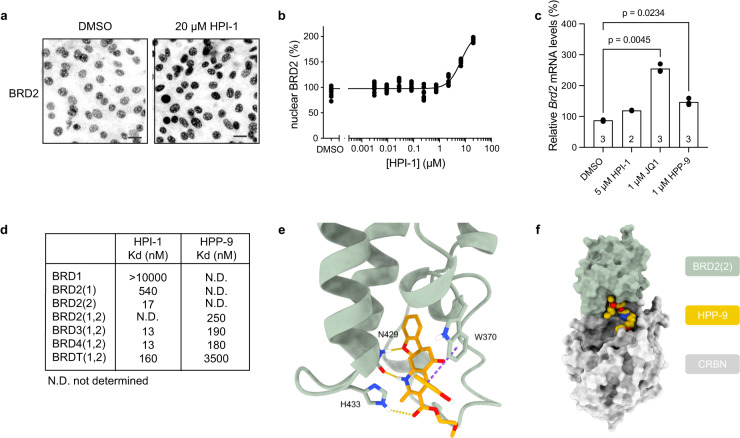
HPI-1 is a high-affinity BET bromodomain binder that increases cellular BRD2 levels. **a** Representative micrographs of SHH-GFP cells treated with DMSO or 20 μM of HPI-1 for 27 h. Scalebar 25 μm. **b** High-content microscopy dose-response curve for cells treated with increasing concentrations of HPI-1 and probed for nuclear BRD2. Representative curve from *N* = 3 independent experiments, with *n* = 9 images analyzed per condition. **c** qPCR analysis of *Brd2* mRNA levels from cells treated with 5 μM HPI-1, 1 μM HPP-9 or JQ1 for 27 h in the presence of ShhN. Data from *N* independent experiments, as indicated in the bars, performed in duplicate. One-way Brown–Forsythe and Welch ANOVA, Dunnett T3 test. **d** The affinity of HPI-1 and HPP-9 to the indicated bromodomains (BromoKd, Eurofins discovery). (1,2) indicates which of the two bromodomain subunits were included. **e** Proposed binding mode for HPI-1. The interacting residues and HPI-1 are modeled in stick, while BRD2(2) is shown in cartoon representation. The dashed yellow lines represent H-bonds while the π-π stacking is shown as a purple dashed line. **f** Possible physical model of the ternary complex. BRD2(2) (green) and CRBN (gray) are shown in a surface representation, while HPP-9 (orange) is shown as spheres. Source data are provided as a Source Data file.

To further prove the direct interaction between HPI-1/HPP-9 and BET bromodomain proteins, the compounds were sent for affinity measurements (BromoKd assay, Eurofins Discovery) against BRD2/3/4 and BRDT. For HPI-1, we included the non-BET bromodomain BRD1 as this protein was also found to be downregulated by HPI-1 in one of our proteomics datasets. Since the effect on BRD2 protein levels when treating NIH-3T3 cells with HPI-1 was so large, we determined the affinity for the two different bromodomains of BRD2, BD1, and BD2, separately. As shown in Fig. 4d, HPI-1 is a high-affinity bromodomain binder with low nM K_d_ for BRD2/3/4 and about tenfold lower affinity for BRDT. HPI-1 showed a much higher affinity to BD2 of BRD2 (17 nM), than to BD1 (540 nM), but otherwise, no apparent selectivity between BRD2/3/4. No binding for BRD1 could be detected, indicating that the reduction in protein levels found by proteomics likely arose from an indirect effect. The affinity of HPP-9 was an order of magnitude lower than that of HPI-1 (~200 nM versus ~15 nM), which agrees with the low inhibitory potency of inact-HPP-9 and confirms that HPP-9 inhibits mostly through degradation and not direct inhibition.

To get insights into a potential binding mode of HPI-1, we docked the compound in the bromodomain for which high affinity has been measured unequivocally, namely the second bromodomain of BRD2 (BRD2(2)) (Fig. 4d). We used different crystal structures in both apo and holo form to explore the variety of conformations of the binding site. All binding poses with a Glide gscore better than −6 kcal/mol have been selected and clustered. This first analysis reveals three plausible binding modes. To validate the models, we used the information from the ligand-based SAR of the HPI-1 derivatives of this paper (Supplementary Fig. 1) and the analogs synthesized in the context of the HPI-1 patent^32^. The result of this validation suggests that the model where HPI-1 forms strong interactions with the amino acids forming the binding site is the one providing a three-dimensional explanation of the ligand SAR (Fig. 4e). In particular, the conserved residue N429 forms the same network of H-bonds with HPI-1 as other inhibitors^46–48^. HPI-1 interacts via a T-shaped π-π stacking with tryptophan 370 (W370). The carbonyl of the ester group binds to histidine 433 (H433) being the H-bond donor. This last interaction might explain the difference in affinity between the second and the first bromodomain of BRD2, where histidine is replaced by an aspartate, abrogating this predicted H-bond.

The SAR study performed for the PROTAC design (Supplementary Fig. 1) concluded that the substitution of an alkyl to a propynyl group in position R1 and R2 is not tolerated. The R1 group corresponds to the methoxy group. In the docking pose, the methyl from the methoxy group of R1 interacts with hydrophobic residues forming a defined subpocket (Y428, L383, V376, and Y386) (Supplementary Fig. 10). The substitution of the methyl for the bulkier propynyl group abrogates activity because of the lack of space to accommodate it. The functionalization of the nitrogen atom of R2 also leads to a loss of activity, which is explained by the loss of an H-bond and the generation of a steric hindrance because of the reduced space in this part of the binding site cavity. The remaining positions, R3, R4, and R5 are all solvent-exposed hence their substitution does not hamper binding into the binding pocket, as reflected by the relatively unchanged pIC_50_.

The SAR resulting from the data of the HPI-1 patent provided additional material for the model validation and highlighted the most important interactions (Supplementary Fig. 11)^32^. The phenyl group carrying the methoxy group (R1) appears to anchor the ligand at the bottom of the pocket thanks to hydrophobic interactions and a potential π-π stacking with Y386 for the phenyl group, and an H-bond with N429 for the methoxy group. Both features lead to high activity, while their absence decreases dramatically the activity as seen in compounds **22,** **23,** **24**, and **25**. It is worth to note that the presence of the aromatic ring allows for sparing some activity for compound **21** that lacks only the methoxy group.

Our 3D model suggests that the hydroxyl group on the phenyl ring of position R5 is not forming strong interactions. Indeed, compound **29**, lacking this group, retains the same activity. The OH-group is well tolerated both in position meta and para, as seen by compound **31**. The increased activity when the hydroxyl is placed in ortho (compound **35**) could be due to intramolecular H-bond formation that locks HPI-1 into a favorable conformation reinforcing the T-shaped π-π stacking of the phenyl moiety with W370. The replacement of the hydroxyl with a pure hydrogen bonding acceptor group like a methoxy did not significantly affect the activity (compounds **32** and **34**) with the exception of compound **33**, that has a better activity that might come from the peculiarity of methoxy groups in meta-substitution that influence the π-cloud of the phenyl moiety favoring the π-π stacking with W370. The absence of this last interaction leads to a 1 log-fold decrease in activity (compound **30**). A non-aromatic ring also decreases the activity, possibly through the loss of the possibility of forming π-π stacking (compounds **36**, **42**, and **43**). We hypothesize that the loss of binding affinity in the case of HPP-9 compared to HPI-1 is not due to the loss of a strong interaction between the hydroxyl group and the protein, but rather to subtle rearrangements of the ligand inside the pocket due to the high dynamic nature of the linker, that could destabilize the interactions.

To conclude, the number and type of the interactions found within the obtained model (Fig. 4e and Supplementary Fig. 10) are consistent with the high affinity found experimentally and recapitulate the ligand-based SAR extending it to 3D.

We then ran three independent unbiased molecular dynamic simulations of HPI-1 in complex with BRD2(2) (Supplementary Fig. 12) to assess both ligand stability along a 1 µs trajectory and the described SAR (accumulated time of 3 µs). The interactions predicted by the docking pose are recapitulated and most of them are stable along the course of the simulation (mean RMSD of 1 Å for the ligand in all replicas, Supplementary Fig. 12), a behavior compatible with a high-affinity ligand as shown with the binding experiment (Fig. 4d). The π-π stacking with W370 is intermittent: W370 switches its position back and forth between the rotamer forming the π-π stacking and another dominant rotamer that does not allow this interaction. The two H-bonds with N429 are present along the course of the simulation. The one involving the amide nitrogen occurs more frequently than the one involving the carbonyl oxygen. The methoxy group tends to rotate in order to maximize hydrophobic interactions of the methyl at the bottom of the pocket formed by V376, L383, Y386, and Y428.

In addition to the interactions found by docking, the simulation allowed us to uncover further interactions with other residues lining up the pocket. These additional interactions complement the information delivered by the docking model allowing a better understanding of the SAR. Summarizing, the binding of HPI-1 and BRD2(2) is dominated by hydrophobic interactions, and the highly aromatic environment formed by W370, F372, Y386, Y428, and H433 allows consistent π-π stacking along the trajectory. In particular, H433 interacts in the docking model via an H-bond with the carbonyl from the ester, but the simulation shows a possibility of π-π stacking with the phenyl group R5.

Finally, we sought to assess in silico the possibility of forming a physical ternary complex between BRD2(2), HPP-9, and CRBN, starting with the proposed binding mode of HPI-1. We repurposed an existing protocol developed for evaluating different linkers in PROTAC design^49^ to generate physical models. The protocol consists of three steps: the generation of BRD2(2)-CRBN complexes by protein–protein docking, the overlap of HPP-9-linker conformers on the resulting complexes, and finally, a minimization of the ternary complex. The complex that displays the best interaction score (Fig. 4f) shows that the linker of HPP-9 is long enough to allow both moieties to bind their respective protein and form a low-energy structure.

Finally, HPI-1 has been deposited in the public repository of the NCI-60 as a putative SMO inhibitor. We employed the NIH COMPARE algorithm (https://nci60.cancer.gov/publiccompare/), to find compounds that share the highest overlap in cellular activity profiles. We found that HPI-1 overlapped most significantly (Pearson’s *t*-test) with other annotated BET bromodomain inhibitors, including INCB-057643 (*R*^2^ > 0.67), JQ1 (*R*^2^ > 0.64), and I-BET151 (*R*^2^ > 0.64), providing further evidence of a shared cellular target.

### HPP-9 and dBet6 have a differential mechanism of action

Various PROTACs targeting the BET bromodomains have been reported, including dBet6^42^ and MZ1^50^. Both dBet6 and MZ1 are JQ1-based PROTACs, but with different reported selectivity profiles. In Shh-LIGHT2 cells, we found MZ1 to be a Hh pathway inhibitor with a pIC_50_ of 6.8, but not a selective BRD4 degrader at relevant concentrations for inhibition (Supplementary Fig. 13). We profiled our HPP-9 against the pan-BET bromodomain degrader dBet6 and surprisingly, we found that these compounds behaved differently in both their ability to suppress Hh pathway activation and their degradation profiles (Fig. 5a–d). First, the partial inhibition of Hh signaling by HPP-9 was not found for dBet6, as it inhibited the Hh pathway slightly more potently (pIC_50_ 7.76 for dBet6 vs 6.71 for HPP-9) and fully. However, in contrast to previous reports^42,51^, no significant degradation of BRD2 was observed (Fig. 5b–d). Of note, these experiments were done under Hedgehog signaling conditions (1 μM of the compound in the presence of ShhN for 27 h), to simultaneously assess the ability of the compounds to suppress the Hh pathway-dependent GFP reporter (Fig. 5b–d) or endogenous GLI1 expression (Fig. 5a) as well as bromodomain degradation (Fig. 5a–d). Indeed, when we performed a time-course assay to assess how fast HPP-9 degrades the BRDs (Supplementary Fig. 14), we included dBet6 as a control and found that dBet6 is an effective pan-bromodomain degrader at shorter timepoints, with complete degradation as soon as 2.5 h after addition to the cells. HPP-9-mediated degradation of BRD2/3/4 reaches a plateau around 7 h, and in contrast to dBet6, remains so at longer timepoints. As JQ1-based BET bromodomain inhibitors typically reduce cell viability in a dose-dependent fashion, we treated a variety of mouse (NIH-3T3 and IMCD3) and human (HEK293 and HeLa) cell lines with increasing concentrations of HPP-9 or dBet6 for 48 h and we found HPP-9 to be much less toxic than dBet6 (Supplementary Fig. 15a, b). Similarly, we found medulloblastoma spheroid cell lines (MB55 and MB56^44^) to be highly sensitive to JQ1, dBet6, and vismodegib. HPI-1 also killed the cells, albeit with lower potency (Supplementary Fig. 15c). HPP-9 was ineffective, but was found to precipitate from the culture medium, explaining the lack of effect in this assay (Supplementary Fig. 15). In combination with the western blot results (Fig. 3g), it appears that the cellular toxicity of JQ1 and dBet6 is not correlated to the SHH-dependency of these cells, but rather a result of modulation of other BET-driven transcriptional events.

**Fig. 5:**
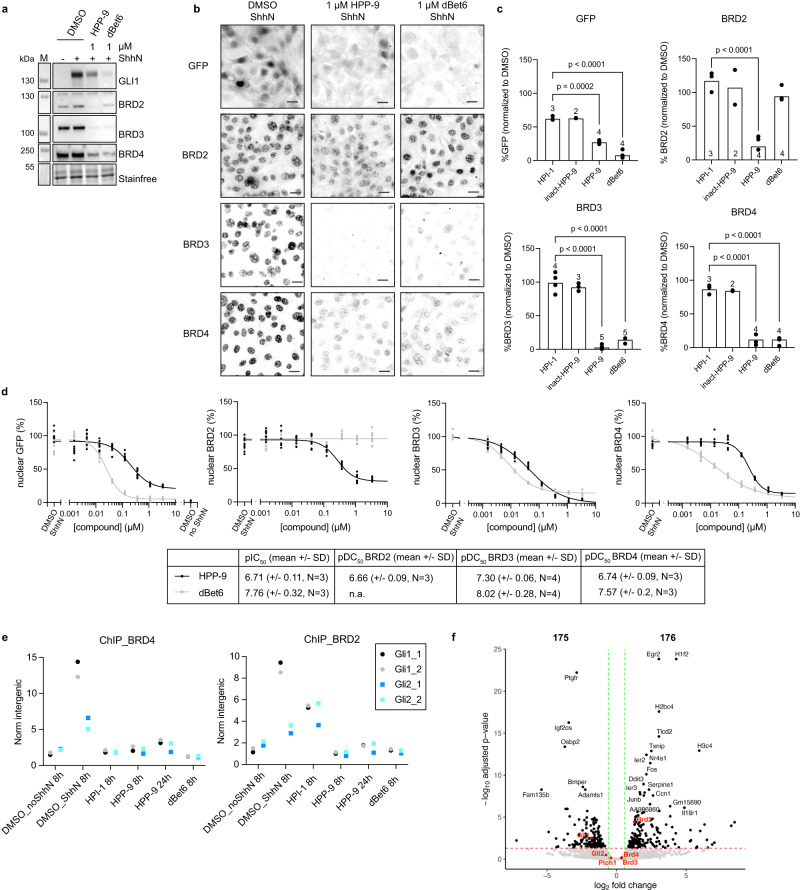
HPP-9 and dBet6 have a different mode of action. SHH-GFP cells were treated with 1 μM of HPP-9 or dBet6 for 27 h and probed for GLI1, BRD2, BRD3, and BRD4 by western blot (**a**) and analyzed by fluorescence microscopy (**b**, **c**). Representative micrographs showing the nuclear localization of GFP, BRD2, BRD3, and BRD4 are shown in (**b**), and the signal is quantified in (**c**). Scalebar 25 μm. Data shown is the mean from *N* independent experiments as indicated in or above the bars. At least seven images were analyzed per condition in each experiment. All compounds were used at 1 μM. Two-way ANOVA. **d** Full dose-response curves were measured by high-content microscopy to determine the pDC_50_ values for HPP-9 and dBet6. Each dot is an individual image (*n* is at least 7 images/experiment, *N* = 3, 4 independent experiments as indicated in the table under the graphs, n.a. not active). **e** BRD2 and BRD4 binding to *Gli1* and *Gli2* loci was measured by ChIP-qPCR using two primer pairs per locus. Representative data of two independent experiments. **f** Volcano plot showing differentially expressed genes in SHH-GFP cells upon 8 h of HPP-9 treatment (+ShhN) compared to DMSO + ShhN. Two independent experiments, *p*_adj_ < 0.05 and 1.5x fold change. Exact *p* values can be found in Supplementary Data 3 and were determined using the Wald test. The adjusted *p* values were corrected for multiple testing, using the Benjamin–Hochberg correction. Source data are provided as a Source Data file.

To gain more mechanistic insights into the observed differences between compounds, we performed ChIP-qPCR experiments in NIH-3T3 cells to assess BRD2/4 engagement on the *Gli1* and *Gli2* loci (Fig. 5e). As expected, we found that both HPP-9 and dBet6 strongly reduced the ShhN-induced recruitment of these proteins. HPI-1 was able to completely block BRD4 from both *Gli1* and *Gli2* loci, similar to what has been reported for JQ1^40^. However, it only partially reduced BRD2 on the *Gli1* locus, and did not change BRD2 occupancy on the *Gli2* locus. This can possibly be explained by the induced *Brd2* mRNA/BRD2 protein levels upon HPI-1 treatment (Fig. 4b, c). Next, we assessed global transcriptional changes when treating cells with DMSO, HPP-9, HPI-1, or dBet6, in the presence of ShhN (Supplementary Data 3). 

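The RNA came from SHH-GFP cells, NIH-3T3 mouse fibroblasts with a Hedgehog-driven GFP reporter, that were grown to confluence and starved of serum overnight. They received DMSO, 10 µM HPI-1, 1 µM HPP-9 or 1 µM dBet6 for 8 h, all with ShhN, the amino-terminal signaling domain of Sonic Hedgehog. HPP-9 was also given for 24 h with ShhN, and DMSO for 8 h without it. HPP-9 is the PROTAC that the study built from HPI-1, whereas dBet6 is a BET degrader built on JQ1. Each of the 6 conditions had 2 libraries, which the paper describes as independent experiments. Libraries were made from 1 µg of RNA with a 3′ mRNA kit, which reads mainly the ends of polyadenylated transcripts, and were sequenced as paired reads of 100 bp. The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR and counted them per gene with featureCounts; the paper's text gives no versions, annotation release or strand setting. In replicates 1 and 2, the total counts were 13379182 and 13155115 with DMSO, 20076038 and 11506367 with DMSO + ShhN, 3583923 and 15859041 with HPI-1, 17277923 and 14563791 with HPP-9 for 8 h, 18667207 and 14149473 with HPP-9 for 24 h, and 11797464 and 11680990 with dBet6.
The deposited counts were normalized by TMM and tested with edgeR's quasi-likelihood test in 1 fit of all 12 libraries. Of 55487 genes listed, 14039 had enough counts to be tested, among them 11796 protein-coding genes. A gene was called changed at the paper's thresholds, a fold change >1.5 in either direction and an adjusted p below 0.05. All standard errors rest on 2 cultures per condition and on a spread that the fit estimated from all conditions together. Genes were grouped into 31 lists fixed before the data were examined.
Libraries with the same replicate number deviated from the mean of their condition in similar genes. Ribosomal RNA took between 6.45% and 11.7% of the counts in the libraries of replicate 1 and between 1.41% and 2.83% in those of replicate 2, and its mean was highest with dBet6 (7.24%) and lowest with DMSO + ShhN (3.93%). Values from a fit with the replicate number as a block are given where they change a call. The median log2 fold change of all tested genes with dBet6 was −0.15 after TMM and −1.50 when counts were scaled by library size alone. It was −0.20 with HPP-9 for 8 h and −0.12 for 24 h with library size alone. That scaling gave cpm of Brd2, Brd3 and Brd4 with dBet6 and DMSO + ShhN close to those read by eye from Supplementary Fig. 18. The paper does not state how its cpm were scaled. No added reference RNA is described, so each change is relative to the other transcripts in the cells. Some named genes overlap a gene on the other strand, among them Gli1 (with Arhgap9), Brd2 (H2-DMa), Nelfa (Nsd2), Ccnd1, Lox, Ogn and Ptgfr, and their counts depend on the unstated strand setting.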

Here, we found striking differences between compounds (Supplementary Fig. 16), where dBet6 treatment led to massive down- or upregulation of 5482 genes^52^, including downregulation of *Gli1*, *Brd3*, and an increase of *Brd2* (Supplementary Fig. 17*)*. 

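Cells given dBet6 nearly lost the transcript of Gli1, the transcription factor that Hedgehog signaling both activates and induces. Transcripts of Gli2, the related activator, and of the BET gene Brd3 fell too, whereas those of Brd2, its paralog, rose. Gli1 (ENSMUSG00000025407, mm10 chromosome 10, 127329882 to 127341974, minus strand) had 438 and 371 counts in the libraries with DMSO + ShhN and 0 and 4 with dBet6. This was a log2 fold change of −5.9 (standard error 0.71, n = 2 against 2, adjusted p = 0.000111 from edgeR's quasi-likelihood test). It was −7.23 with library size alone and −4.93 without dBet6 replicate 1, and has no lower limit without replicate 2, which left dBet6 with no count of Gli1 (fitted at −11.41). Gli2 had a log2 fold change of −2.22 (standard error 0.35, adjusted p = 0.00051 from edgeR) and −3.58 with library size alone. Ptch1, the Hedgehog receptor and a target of the pathway, had one of −0.70 and did not pass the test (standard error 0.32, adjusted p = 0.0885 from edgeR, 0.0226 with the replicate block, and a log2 fold change of −2.06 with library size alone).
Brd3 (ENSMUSG00000026918, chromosome 2, 27445579 to 27507662) encodes a BET protein that binds acetylated histones, and its transcript had a log2 fold change of −1.36 (standard error 0.25, adjusted p = 0.00118 from edgeR). Brd2 (ENSMUSG00000024335, chromosome 17, 34112023 to 34122634) had a log2 fold change of 1.46 (standard error 0.21, adjusted p = 0.000262 from edgeR). With library size alone, the rise of Brd2 no longer passed the test (log2 fold change 0.11, adjusted p = 0.711 from edgeR). Txnip, which encodes an inhibitor of thioredoxin, had a log2 fold change of 6.14 (standard error 0.31), and Hexim1, an inhibitor of the elongation kinase P-TEFb, one of −2.88 (standard error 0.24).
The genes with the largest changes included Spatc1l, at least 1008-fold higher with dBet6 after TMM and 398-fold with library size alone, and Efna2, which encodes an ephrin, at least 461-fold and 182-fold higher. Slc40a1, the iron exporter ferroportin, was at least 48.9-fold lower after TMM and 124-fold with library size alone. These bounds set the group without counts at 3 counts over its 2 libraries. Across all genes tested, 3944 fell and 3020 rose. By DESeq2, 3504 fell and 3780 rose, and with library size alone, 8353 fell and 591 rose, so that the direction of many genes is relative to the scaling.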

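In the gene lists, transcripts of ribosomal proteins, mitochondrially encoded genes and histones mostly rose with dBet6, those of nuclear oxidative phosphorylation and matrix mostly rose after TMM but not with library size alone, and those of zinc finger proteins mostly fell. Of 83 ribosomal protein genes, 81 rose and 1 fell (the same counts when adjusted over the list alone), as for Rps2 of the small subunit (log2 fold change 2.67, standard error 0.20). Ribosomal proteins took a mean of 22.7% of the counts with dBet6 and 12.3% with DMSO + ShhN. Of 9 mitochondrially encoded genes 7 rose (9 when adjusted over the list alone), among them mt-Co1, a subunit of cytochrome oxidase (log2 fold change 2.65, standard error 0.23). Of 78 nuclear genes of oxidative phosphorylation, 59 rose and none fell (60 and 1 when adjusted over the list alone), but with library size alone 6 rose and 16 fell.
Of 25 replication-dependent histone genes, 21 rose and none fell (22 and 0 when adjusted over the list alone). H3c4, a histone H3 gene, had a log2 fold change of 9.57 (standard error 0.35) and H1f2, a linker histone gene, one of 6.11 (standard error 0.43). Of 36 genes of collagens and matrix, 24 rose and 1 fell (the same when adjusted over the list alone), whereas with library size alone 3 rose and 7 fell. The gene that fell was Col1a1, a chain of type I collagen (log2 fold change −2.02, standard error 0.22). Of 31 immediate early genes, which respond within minutes to growth factors and stress, 21 rose and 2 fell (the same when adjusted over the list alone), against 12 and 6 with library size alone. Among them were Nr4a1, an orphan nuclear receptor (log2 fold change 4.42, standard error 0.42), and Junb, a subunit of AP-1 (4.19, standard error 0.34). Serpine1, an inhibitor of plasminogen activation on the list of TGF-β and YAP responsive genes, had a log2 fold change of 5.41 (standard error 0.42). On that list of 18 genes, 8 rose and 3 fell (the same when adjusted over the list alone), against 2 and 5 with library size alone. Of 19 targets of NRF2, the regulator of the oxidative stress response, 10 rose and 1 fell (the same when adjusted over the list alone), and with library size alone 2 rose and 8 fell.
Of 303 genes of C2H2 zinc finger proteins, 181 fell and 12 rose (189 and 12 when adjusted over the list alone). Of 27 genes of the transcription elongation machinery, 13 fell and 4 rose (the same when adjusted over the list alone). Nelfa, a subunit of the pausing factor NELF, had a log2 fold change of −5.65 (standard error 0.29). For Ell2 of the super elongation complex it was −3.99 (standard error 0.40), and for Leo1 of the PAF complex −2.37 (standard error 0.65). Of 31 interferon-stimulated genes, 10 fell and 3 rose (the same when adjusted over the list alone), with a log2 fold change of −3.11 (standard error 0.28) for the ubiquitin ligase Trim25. Of 11 Hedgehog target genes, 4 fell and 2 rose (the same when adjusted over the list alone), and with library size alone 8 fell and 0 rose.
Some markers of other cell types were also called with dBet6, as were 6964 of all 14039 genes tested. Each of these lists held 10 markers, and only those counted here had enough counts to be tested. A marker could pass this filter through its counts with dBet6 alone, and would then tend to count as a rise. Of the 5 macrophage markers tested, 2 rose and 1 fell, with a log2 fold change of 3.52 (standard error 0.35) for Cd68, a lysosomal protein. Pecam1, the 1 endothelial marker tested, rose from 3 and 1 counts to 216 and 383. Over both libraries, Pecam1 had 2 counts with HPI-1, 12 with HPP-9 for 8 h and 3 for 24 h. Of 3 muscle markers 2 rose, among them Tnnt2, cardiac troponin T (log2 fold change 5.06, standard error 1.00). Over both libraries, Tnnt2 had 13 counts with DMSO + ShhN and 122 with dBet6. Of 3 adipocyte markers 2 rose, of 3 osteochondral markers 1 rose, and the 1 epithelial marker tested did not pass the test. Counts per list were from edgeR's quasi-likelihood test. In limma's camera test of each list against all other genes, the rise of histones and of matrix genes and the fall of zinc finger genes each had adjusted p = 0.00592 with an estimated correlation. The other lists that passed with a preset correlation did not pass so: ribosomal proteins had adjusted p = 0.0807 with an estimated correlation, mitochondrially encoded genes 0.0986, immediate early genes 0.154, nuclear oxidative phosphorylation 0.252, NRF2 targets 0.289, and pro-apoptotic genes and TGF-β and YAP responsive genes 0.327 each.

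**Figure D1:**
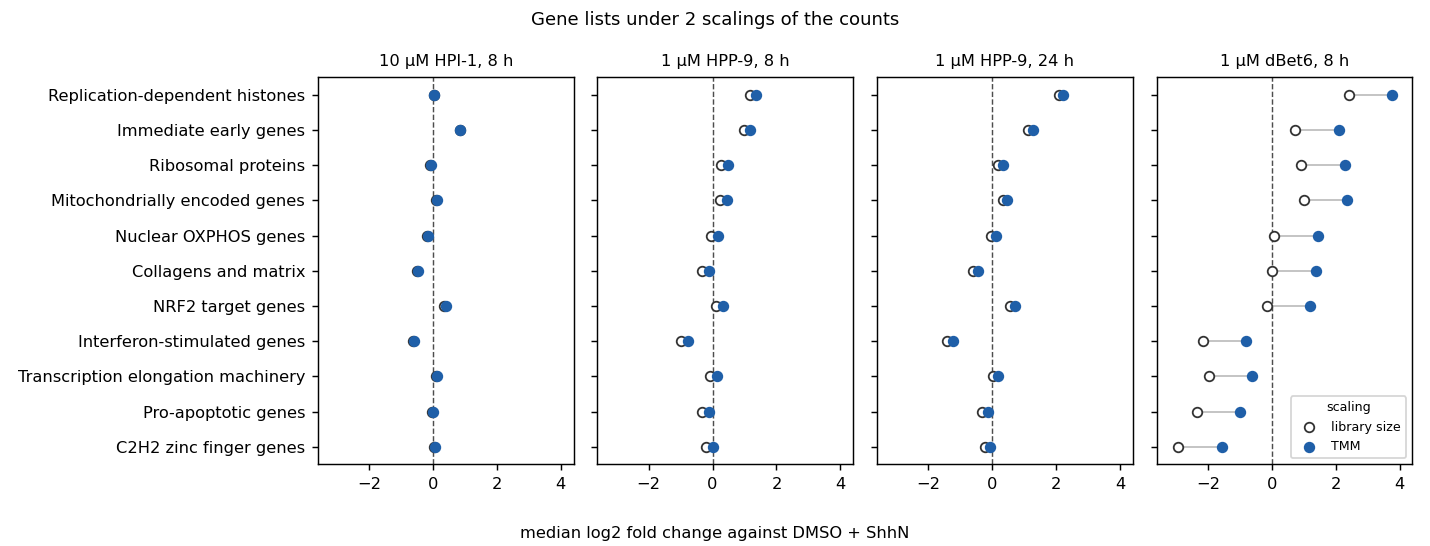
Median log2 fold change against DMSO + ShhN (x axis) of 11 gene lists (y axis) with HPI-1, HPP-9 for 8 h, HPP-9 for 24 h and dBet6, with 2 libraries per condition. Filled points use TMM and open points library size alone. With dBet6 the histone median was 3.77 with TMM and 2.42 with library size, while the NRF2 median turned from 1.20 to −0.13. Medians near 0 also turned with HPP-9, at 8 h for oxidative phosphorylation (0.16 to −0.06), elongation machinery (0.15 to −0.08) and zinc finger genes (0.03 to −0.19), and at 24 h for oxidative phosphorylation (0.12 to −0.04).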

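Brd4 (ENSMUSG00000024002, chromosome 17, 32196274 to 32284722, minus strand) encodes the BET protein that brings the elongation kinase P-TEFb to acetylated chromatin. Its transcript was 56.8 ± 9.19 cpm (SD, n = 2) with dBet6 and 151 ± 25.7 cpm (SD, n = 2) with DMSO + ShhN when counts were scaled by library size alone. Normalized by TMM, the same counts gave 118 ± 20.6 cpm for Brd4 with dBet6 and 123 ± 28.7 cpm with DMSO + ShhN (SD, n = 2 each). The log2 fold change of Brd4 was −0.06 after TMM (95% interval −0.68 to 0.55, adjusted p = 0.866 from edgeR's quasi-likelihood test) and 0.11 with DESeq2's size factors (adjusted p = 0.783 from DESeq2). With library size alone it was −1.41 (adjusted p = 0.000412 from edgeR), close to the median of all tested genes with that scaling. On the same library-size scale, Brd3 had 23.0 ± 1.85 cpm with dBet6 and 151 ± 16.2 cpm with DMSO + ShhN (SD, n = 2 each). Brd2 had 455 ± 105 cpm with dBet6 and 423 ± 3.92 cpm with DMSO + ShhN (SD, n = 2 each).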

Whereas *Brd4* was not significantly altered based on two replicate experiments, it also showed a downward trend (Supplementary Fig. 18). HPI-1 and HPP-9 showed much more subtle changes, with 99 and 351 significantly changed genes after 8 h of treatment, and 554 after 24 h of HPP-9 treatment (Supplementary Data 3). 

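HPI-1 lowered a small set of transcripts, among them those of Osbp2, Mylk, Cemip and Rcan2. Osbp2, which encodes an oxysterol-binding protein, had a log2 fold change of −3.69 against DMSO + ShhN (standard error 0.54, n = 2 against 2, adjusted p = 0.0329 from edgeR's quasi-likelihood test). For Mylk, the myosin light chain kinase, it was −3.49 (standard error 0.45), for Cemip, which takes part in hyaluronan breakdown, −2.51 (standard error 0.41), and for Rcan2, a regulator of calcineurin, −2.01 (standard error 0.30). Trrap, a scaffold of histone acetyltransferase complexes, rose with a log2 fold change of 1.14 (standard error 0.18, adjusted p = 0.0413 from edgeR; 0.0681 with library size alone). H3c4 rose as well, by 2.62 on the log2 scale (standard error 0.41), and was named for HPI-1 only after its value was seen. Of all genes tested, 25 fell and 4 rose.
Gli1 had a log2 fold change of −2.64 with HPI-1 (standard error 0.52), with adjusted p = 0.0804 from edgeR and 0.000521 with the replicate block. Gli2 had one of −0.86 (standard error 0.32, adjusted p = 0.508 from edgeR). Ccnd1, which encodes cyclin D1 and is on the Hedgehog and Wnt target lists, had a log2 fold change of −1.57 (standard error 0.29, adjusted p = 0.0738 from edgeR, 7.03e-05 with the block and 0.0461 with library size alone). Of the 31 immediate early genes none passed edgeR's test over all genes; 10 rose when adjusted over the list alone, 15 rose with the replicate block, 15 had an unadjusted p under 0.05 and 4 rose by DESeq2. Of the 36 genes of collagens and matrix none passed over all genes, 4 fell when adjusted over the list alone and by DESeq2, 6 fell and 1 rose with the block, and 12 had an unadjusted p under 0.05. Their median log2 fold change was −0.46 (camera adjusted p = 0.0095 with an estimated correlation, and 0.0628 with the replicate block). Of 5 macrophage markers none passed over all genes, 2 fell when adjusted over the list alone and 1 with the block, with a median log2 fold change of −0.92 (camera adjusted p = 0.0113 at the preset correlation and 0.104 with an estimated one). Of 3 adipocyte markers none passed over all genes, 2 fell when adjusted over the list alone and 1 with the block.
With the replicate block, edgeR called 377 genes lower and 189 higher with HPI-1, and DESeq2 without it called 140 lower and 42 higher. The calls by edgeR without the block were lost without any 1 of the 4 libraries compared. They were also lost without 1 library of DMSO or of HPP-9 for 24 h, which were not compared. Each such fit also reran the filter on low counts and estimated the spread anew. The loss therefore does not show that the calls rest on the compared libraries.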

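With HPP-9 for 8 h, 4 of 25 replication-dependent histone genes and 6 of 31 immediate early genes rose, and Osbp2, Nexn, Ptgfr, Bmper and Mylk were among the 32 genes that fell. H3c4 (ENSMUSG00000099583, chromosome 13, 23575763 to 23577011) went from 5 and 2 counts with DMSO + ShhN to 181 and 187 with HPP-9, a log2 fold change of 5.86 (standard error 0.33, n = 2 against 2, adjusted p = 5.42e-05 from edgeR's quasi-likelihood test). For H1f2 it was 4.27 (standard error 0.39) and for the histone H2B gene H2bc4 3.03 (standard error 0.30). Of 25 histone genes, 4 rose and none fell (7 and 0 when adjusted over the list alone), and 9 rose with the replicate block.
Of 31 immediate early genes, 6 rose and none fell (23 and 0 when adjusted over the list alone), and 22 rose with the block. Egr2, a zinc finger transcription factor, had a log2 fold change of 3.02 (standard error 0.44, adjusted p = 0.0229 from edgeR). For Ccn1, a matrix protein induced by YAP, it was 2.60 (standard error 0.43), for Nr4a1 2.41 (standard error 0.38) and for Ier2 2.13 (standard error 0.30). Outside this list, Txnip had a log2 fold change of 2.49 (standard error 0.27, adjusted p = 0.00454 from edgeR). For Serpine1 it was 2.31 (standard error 0.37), and for Ptgs2, the inducible cyclooxygenase, 1.95 (standard error 0.31). Ribosomal protein genes had a median log2 fold change of 0.49 (0.27 with library size alone), positive in 82 of 83 genes. None passed edgeR's test, 28 had an unadjusted p under 0.05, 10 rose by DESeq2 and 17 with the block. In the camera test, histones had adjusted p = 0.02 with an estimated correlation (0.105 with the block), immediate early genes 0.0501 and ribosomal proteins 0.15.
Osbp2 had a log2 fold change of −3.72 (standard error 0.52, adjusted p = 0.021 from edgeR). For Nexn, the actin-binding protein nexilin, it was −3.67 (standard error 0.65), for Ptgfr, the prostaglandin F receptor, −2.88 (standard error 0.26), for Bmper, which binds BMPs, −2.43 (standard error 0.29), and for Mylk −2.24 (standard error 0.39). Gli1 had a log2 fold change of −1.81 (standard error 0.48, adjusted p = 0.121 from edgeR, 0.00221 with the block) and Gli2 one of −0.78 (standard error 0.31, adjusted p = 0.31 from edgeR, 0.0465 with the block). Of 11 Hedgehog target genes none passed edgeR's test over all genes; 1 fell when adjusted over the list alone and by DESeq2, 3 fell with the block, and 3 had an unadjusted p under 0.05.
Of all genes tested, 50 rose and 32 fell. Which direction held more genes depended on the fit, with 877 lower and 587 higher with the block, 262 lower and 233 higher by DESeq2, and 80 lower and 29 higher with library size alone. Without 1 of the 4 libraries compared, between 6 and 10 genes were called.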

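With HPP-9 for 24 h, transcripts of 8 matrix genes and 4 interferon-stimulated genes fell, and those of 7 histone genes, 9 immediate early genes and the ferritin gene Ftl1 rose. Ogn, a small matrix proteoglycan, had a log2 fold change of −4.37 (standard error 0.48, n = 2 against 2, adjusted p = 0.0026 from edgeR's quasi-likelihood test). For Mfap5, a protein of elastic microfibrils, it was −2.2 (standard error 0.31), and for Lum, the collagen-binding lumican, −2.16 (standard error 0.27). Of 36 genes of collagens and matrix, 8 fell and 1 rose (10 and 2 when adjusted over the list alone, 12 and 4 with the replicate block). Tgfbi, a matrix protein induced by TGF-β, had a log2 fold change of −2.2 (standard error 0.25). Of 31 interferon-stimulated genes, 4 fell and none rose (12 and 0 when adjusted over the list alone), and 15 fell with the replicate block. Ifi44 had a log2 fold change of −4.25 (standard error 0.75, adjusted p = 0.0175 from edgeR) and the guanylate-binding protein gene Gbp7 one of −2.34 (standard error 0.48).
Of 25 histone genes, 7 rose and none fell (11 and 0 when adjusted over the list alone, 12 and 0 with the block), among them H3c4 (log2 fold change 5.20, standard error 0.34) and H4c9 (4.22, standard error 0.55). Of 31 immediate early genes, 9 rose and none fell (19 and 0 when adjusted over the list alone, 23 and 0 with the block). Ftl1, the ferritin light chain, rose by 2.44 on the log2 scale (standard error 0.24). It is one of 19 NRF2 targets, of which 3 rose and 1 fell (9 and 1 when adjusted over the list alone, 10 and 2 with the block). Saa3, an acute phase protein, rose by 3.53 (standard error 0.47). It is one of 21 NF-κB targets, of which 4 rose and none fell (5 and 2 when adjusted over the list alone and with the block). Serpine1 and Osbp2 had log2 fold changes of 2.29 (standard error 0.37) and −4.05 (standard error 0.53). In the camera test, histones had adjusted p = 0.00432 with an estimated correlation, interferon-stimulated genes 0.0166, collagens and matrix 0.0178, immediate early genes 0.0277 and NRF2 targets 0.0916.
Gli1 had a log2 fold change of −0.68 (standard error 0.46, adjusted p = 0.611 from edgeR), and Ptch1 one of 1.08 (standard error 0.31, adjusted p = 0.115 from edgeR, 0.0041 with the block and 0.0439 by DESeq2). Ccnd1 fell by 1.28 on the log2 scale (standard error 0.28). Of all genes tested, 229 fell and 67 rose, against 1030 and 535 with the block and 502 and 189 by DESeq2. The control libraries were collected at 8 h, and without 1 of the 4 libraries compared between 39 and 100 genes were called.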

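The genes called with each compound overlapped. Of the 82 genes called with HPP-9 for 8 h, 48 were also higher with dBet6 and 11 also lower, while 3 went in opposite directions. Independent lists of these sizes would share 10.8 higher and 8.99 lower genes on average. Of the 29 genes called with HPI-1, 8 were also lower with HPP-9 for 8 h and 1 also higher, against 0.0570 and 0.0142 for independent lists. With the replicate block, HPP-9 and dBet6 shared 396 higher and 488 lower genes, against 158 and 295 for independent lists, and 137 went in opposite directions. HPI-1 and HPP-9 then shared 82 higher and 221 lower genes, against 7.90 and 23.6, and 2 went in opposite directions. Without 1 of the libraries of DMSO + ShhN or HPP-9 for 8 h, HPP-9 and dBet6 shared between 5 and 10 genes, and 301 by DESeq2. HPI-1 and HPP-9 shared 0 without any 1 library outside dBet6, and 93 by DESeq2. Each pair was measured against the same 2 control libraries, which alone makes its fold changes correlate. In 20 simulated draws of unchanged groups against the same controls, fold changes were correlated across genes, which are not independent replicates. The correlation was 0.405 for HPP-9 and dBet6 against 0.409 observed. The same sign was held by 65.2% of genes against 61.2% observed. For HPI-1 and HPP-9 the simulated correlation was 0.439 against 0.515 observed, and the same sign was held by 65.6% against 67.1%. The simulated groups held no changes from a compound, so their fold changes spread less, and a like correlation does not mean a like cause. The covariance, which grows with the size of the changes, was 0.778 for HPP-9 and dBet6 (0.0727 simulated). It was 0.347 for HPI-1 and HPP-9 (0.0720 simulated). Each compound was also set against a different control library, 1 from replicate 1 and the other from replicate 2. The correlation of the log2 fold changes of 14039 genes was then 0.349 and 0.271 in the 2 arrangements for HPP-9 and dBet6. It was 0.295 and 0.377 for HPI-1 and HPP-9. With no control library shared, these values argue against the shared controls as the whole source of the correlation.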

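Brd2 transcripts were higher with both HPP-9 and HPI-1 than with DMSO + ShhN, at 423 ± 3.92 cpm with DMSO + ShhN, 751 ± 81.7 cpm with HPI-1, 868 ± 6.57 cpm with HPP-9 for 8 h and 943 ± 120 cpm for 24 h (SD, n = 2 each, scaled by library size). The log2 fold change of Brd2 was 1.26 with HPP-9 for 8 h (95% interval 0.80 to 1.71, adjusted p = 0.03 from edgeR's quasi-likelihood test) and 1.31 for 24 h (95% interval 0.86 to 1.76, adjusted p = 0.0107 from edgeR). With library size alone the value at 8 h was 1.04 and did not pass (adjusted p = 0.0649 from edgeR). With HPI-1 it was 0.86 (95% interval 0.41 to 1.31), with adjusted p = 0.157 from edgeR, 0.00239 with the replicate block and 0.00676 from DESeq2.
For Brd3 and Brd4 no change passed the test with either compound, and the intervals bound how large one could be. Brd3 had a log2 fold change of 0.07 with HPI-1 (95% interval −0.47 to 0.60), 0.36 with HPP-9 for 8 h (−0.17 to 0.89) and 0.08 for 24 h (−0.45 to 0.61). Brd4 had 0.29 with HPI-1 (95% interval −0.32 to 0.90), 0.32 with HPP-9 for 8 h (−0.29 to 0.93) and 0.14 for 24 h (−0.47 to 0.75). The smallest adjusted p among these 6 values was 0.587 from edgeR, for Brd3 with HPP-9 for 8 h.

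**Figure D2:**
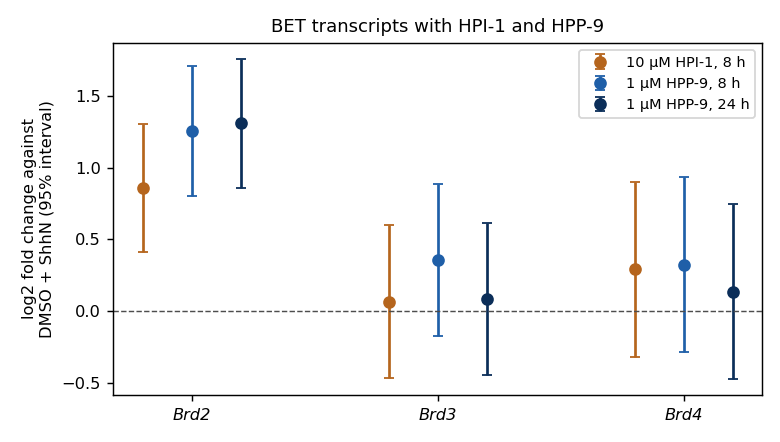
Log2 fold change against DMSO + ShhN (y axis) of Brd2, Brd3 and Brd4 with HPI-1, HPP-9 for 8 h and HPP-9 for 24 h, with 95% intervals from edgeR and 2 libraries per condition. The intervals of Brd2 lie above 0 and those of Brd3 and Brd4 include it.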

For both HPI-1 and HPP-9, we find *Brd2* to be upregulated, but no significant changes in *Brd3/Brd4* (Fig. 5f and Supplementary Figs. 17, 18). This further strengthens previous results showing that BET bromodomains are degraded by HPP-9, and that the decrease found by proteomics is not due to cellular adaptation. Of note, the other hits found in the proteomics experiment (Fig.3b, red dots), all trend in the same direction on the gene expression level, and, therefore, likely indicate indirect effects (Supplementary Fig. 19).

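The paper's statement covers the hits with the strongest fall in protein, which besides BRD3 and BRD4 were LOX, COL6A2, COL1A1 and CBX6. HMOX1 is added here as the only shared hit that rose, which the paper's text writes as HMOX6. Among the transcripts of all these, those of Lox and Col6a2 passed the test with HPP-9 for 24 h, and none did at 8 h. Both times were compared with DMSO + ShhN taken at 8 h, so compound and time cannot be told apart at 24 h. The proteins were measured after a longer treatment than the RNA and with a lower dose of HPI-1. The methods for the proteins name no ShhN, so transcript and protein are set side by side under unlike conditions. Lox, which encodes the collagen cross-linking enzyme lysyl oxidase, went from 2324 ± 209.6 cpm with DMSO + ShhN to 1266.5 ± 119 cpm with HPP-9 for 8 h and 860.2 ± 250.0 cpm for 24 h (SD, n = 2 each, scaled by library size). Its log2 fold change was −0.65 at 8 h (standard error 0.23, adjusted p = 0.245 from edgeR's quasi-likelihood test, 0.014 with the replicate block) and −1.28 at 24 h (standard error 0.23, adjusted p = 0.018 from edgeR). Col6a2, a chain of type VI collagen, had log2 fold changes of −0.19 (standard error 0.23) and −1.18 (standard error 0.24, adjusted p = 0.0308 from edgeR). Of the wider set of shared hits, Aqp1, a water channel (log2 fold change −1.81, standard error 0.34), Gas7, an actin regulator (−1.25, standard error 0.27), and Psmb10, an immunoproteasome subunit (−1.24, standard error 0.27), were also lower at 24 h.
Col1a1 had log2 fold changes of −0.51 at 8 h (standard error 0.21) and −0.82 at 24 h (standard error 0.21, adjusted p = 0.0814 from edgeR, 0.00111 with the block). Cbx6, a Polycomb protein, had −0.45 (standard error 0.30) and −0.64 (standard error 0.30, adjusted p = 0.395 from edgeR, 0.00514 with the block). Hmox1, which encodes heme oxygenase, went from 46.5 ± 11.8 cpm to 62.3 ± 18.7 cpm at 8 h and 97.1 ± 7.52 cpm at 24 h (SD, n = 2 each). Its log2 fold change was 0.64 (standard error 0.43) and then 1.23 (standard error 0.43, adjusted p = 0.207 from edgeR, 0.0132 with the block).
Of all 21 shared hits other than BRD3 and BRD4, 20 had enough counts to be tested. The study chose them on protein data after HPP-9, so the list is not independent evidence of a direction. At 8 h none passed edgeR's test over all genes, 7 had an unadjusted p under 0.05, 6 fell with the block, and 2 fell when adjusted over the list alone and by DESeq2. At 24 h, 5 fell and none rose (9 and 1 when adjusted over the list alone, 10 and 1 with the block). The fold change was above 0 for 2 of the 20 genes at each time, and the median log2 fold change was −0.48 at 8 h and −0.73 at 24 h. In the camera test, the list had adjusted p = 0.15 with an estimated correlation at 8 h and 0.0292 at 24 h. The direction was not particular to HPP-9. With 10 µM HPI-1 for 8 h, against the same control libraries, the list had a median log2 fold change of −0.50, above 0 for 3 of 20 genes. None passed edgeR's test over all genes with HPI-1, and 3 fell and 1 rose with the block. The camera adjusted p with HPI-1 was 0.000477 at the preset correlation and 0.104 with an estimated one. The paper takes the rise of Brd2 and the absence of a significant change in Brd3 and Brd4 transcripts as adding to its earlier results on the degradation of BET proteins by HPP-9, and reasons that their decrease is not a cellular adaptation. From the shared direction of transcript and protein, it proposes that the other strong hits are indirect effects.

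**Figure D3:**
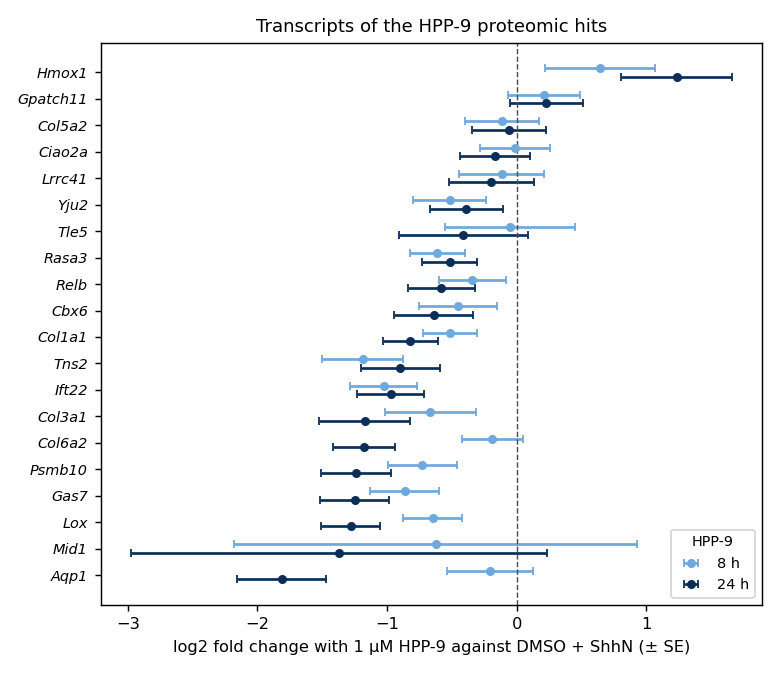
Log2 fold change of transcripts against DMSO + ShhN at 8 h (x axis) for the 20 tested genes of the proteomic hits other than BRD3 and BRD4 (y axis) with HPP-9 for 8 h and 24 h. Points are values from 2 libraries per condition and bars are standard errors. Hmox1 lies at 0.64 and 1.23, and 18 of the 20 genes lie below 0 at each time.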

### HPP-9 is a long-acting Hedgehog pathway inhibitor

Intrigued by the differential degradation efficiency found between dBet6 and HPP-9 at later timepoints, we wondered if, rather than just a target-identification tool, HPP-9 could be an interesting Hedgehog pathway inhibitor in its own right. Clearly, HPP-9 is a partial inhibitor with suboptimal physicochemical properties for therapeutic use, but since its action is through degradation rather than inhibition, we hypothesized that it could act longer than the parent compound HPI-1. To test this hypothesis, we incubated SHH-GFP cells for 25 h with 1 μM of HPP-9 or HPI-1 and subsequently removed the compounds and induced the Hedgehog signaling pathway for 27 h (Fig. 6a, b). Strikingly, we found that the cells that were treated with HPP-9 had strongly reduced signaling output, both at the level of a GFP reporter (Fig. 6a), as well as endogenous GLI1/GLI2 levels (Fig. 6b), whereas cells pretreated with HPI-1 responded normally. One of the upstream activation events of the Hh pathway is the accumulation of GLI2 and GLI3 at the tip of the primary cilium, which is necessary for their subsequent activation into transcriptional activators^7^. As HPP-9-treated cells showed strongly reduced *Gli2* transcript levels in the absence of ShhN, as well as GLI2 full-length levels below untreated cells (Fig. 2e, h), we assessed the ability of cells to accumulate GLI proteins at the ciliary tip when (pretreated) with HPP-9 (Fig. 6c, d). For this, NIH-3T3 cells were pre-incubated for 24 h with 1 μM of HPP-9, HPI-1, or DMSO, and subsequently treated with ShhN for 6 h in the presence or absence of 1 μM HPP-9 or HPI-1. As shown in Fig. 6c, d, we found that the globally reduced GLI2 levels translate to those found at the ciliary tip when pre-incubating cells with 1 μM HPP-9. After pretreatment, cells could still accumulate GLI2/3 at the tip (1.5–2-fold), but overall levels were reduced by a factor 2 (GLI2) or 1.3 (GLI3). No differences were found at the 6 h timepoint, indicating that this is not an acute effect on ciliary trafficking but rather a consequence of transcriptional regulation of global GLI protein levels. (Pre)-incubation with 1 μM of HPI-1 did not show this effect (Fig. 6d), in line with the lack of change in *Gli2* transcript and GLI2 protein levels observed at this concentration (Fig. 2e, h).

**Fig. 6:**
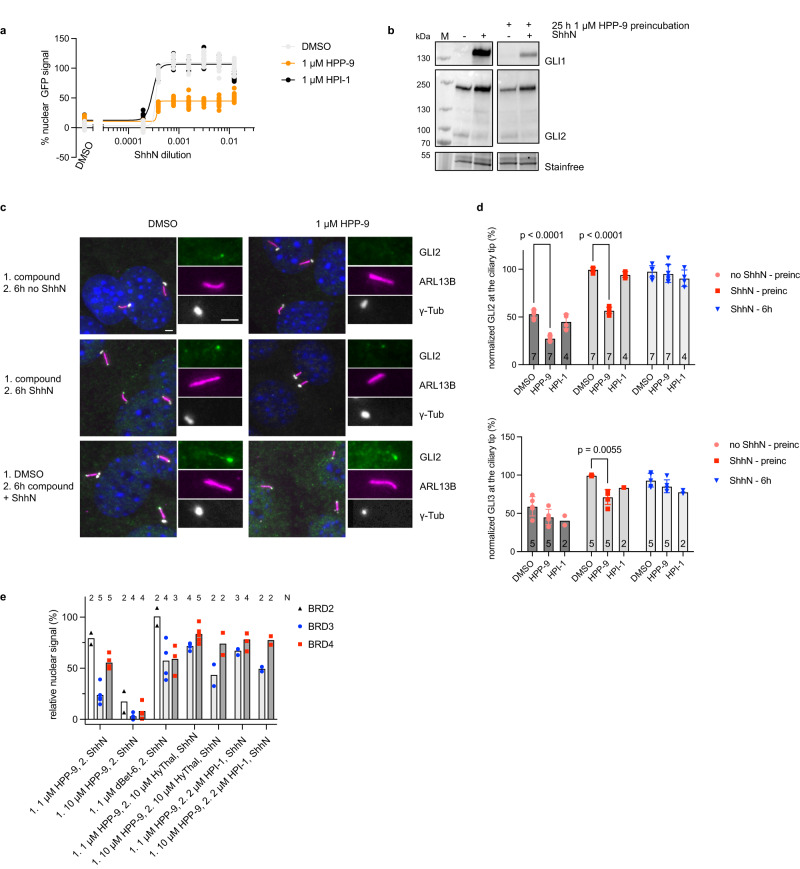
HPP-9 is a long-acting Hedgehog pathway inhibitor. **a** SHH-GFP cells were treated for 25 h with DMSO, 1 μM HPI-1, or 1 μM HPP-9, before the medium was changed to various dilutions of ShhN-conditioned medium for 27 h. Nuclear GFP levels were quantified using fluorescence microscopy. Representative curves of three independent experiments are shown, with 9–16 images analyzed per condition. **b** GLI1 and GLI2 levels of cells pre-incubated with DMSO or 1 μM HPP-9 were determined. Representative blots of three independent experiments are shown. **c**, **d** The effect of 1 μM HPP-9 or HPI-1 (pre-)incubation on GLI2 ciliary trafficking was assessed through fluorescence microscopy. Representative images for GLI2 trafficking are shown in (**c**), and all data is quantified in (**d**). *N* independent experiments as indicated in the bars, *n* = 300–500 cilia analyzed per condition. Mean ± SD is plotted, two-way ANOVA, *p* as indicated. Scalebar 2 μm. **e** SHH-GFP cells were incubated with the indicated compounds for 25 h, before the medium was changed to ShhN-conditioned medium with or without competitors for 27 h. Nuclear BRD protein levels were determined using high-content fluorescence microscopy. Data shown is from *N* independent experiments as indicated, with *n* = 9–16 images analyzed per condition in each experiment. Source data are provided as a Source Data file.

We then determined levels of BET bromodomain proteins 27 h after the removal of HPP-9 (1 or 10 μM) or dBet6 (1 μM). As shown in Fig. 6e, pre-incubation with 10 μM HPP-9 resulted in almost complete and a much higher level of degradation compared to 1 μM HPP-9, whereas HPP-9 globally showed more degradation at this late timepoint than dBet6. As we observed such a strong Hook effect for HPP-9 compared to dBet6, we wondered if this compound could potentially be very difficult to wash out. In such a scenario, removal of the compound from the cell culture medium reduces the effective concentration to where the Hook effect is no longer in effect, rather than removing the compound altogether. We tested this by addition of either hydroxythalidomide (10 μM) or HPI-1 (2 μM) to the ShhN-containing medium after the pre-incubation with HPP-9 to compete with the formation of a ternary complex by HPP-9. Indeed, both compounds were able to partially restore the BET bromodomains suggesting that HPP-9 remains physically present in the cells after changing the medium, which results in its prolonged action.

## Discussion

Target deconvolution of small molecule hits from phenotypic screening campaigns remains a major challenge, and there is, unfortunately, no one-size fits all approach^19^. Here, we report a PROTAC-based strategy for target identification which we applied to discover the cellular targets of Hedgehog pathway inhibitor HPI-1. Since their discovery, PROTACs have found widespread use due to their unique mechanism of action, as probes for target validation and off-target discovery, and as drugs^30,31^. Recent studies furthermore describe the use of a PROTAC to discover alternative targets of a small molecule or to identify the target of a natural product^53,54^. To convert a hit into a PROTAC, it is necessary to first determine the structure-activity relationship for the parent molecule, which is often in itself part of a medicinal chemistry campaign and also a required step in the development of, for example, photo-affinity probes. Through our SAR analysis, we arrived at HPP-9, a PROTAC version of HPI-1 with similar Hedgehog pathway inhibitory activity, yet a partial rather than a full inhibitor. Using a quantitative label-free proteomics strategy, we were able to identify the BET bromodomains as potential target candidates. A major advantage of our approach is that we could directly verify the cellular target engagement using HPP-9. Indeed, HPP-9 is a potent BRD2/3/4 degrader, whose action can be competed with HPI-1, indicating that it robustly reports on the target of the parent molecule.

BET bromodomains are epigenetic modulators involved in a plethora of cellular processes^55,56^. Their involvement in the Hedgehog pathway has been partially deciphered through the use of the small molecule pan-BET bromodomain inhibitor JQ1, which decreases the binding of BRD4 to the *Gli1* and *Gli2* promoters, thereby regulating GLI activity^40^. In a genome-wide CRISPR knockout screen for modulators of ciliary Hedgehog signaling *Brd2* was found as a strong hit, whereas knockout of *Brd4* resulted in a growth phenotype^57^. Our attempts at generating individual *Brd2* and *Brd4* knockout NIH-3T3 cells were unsuccessful, but we could confirm the SHH-induced binding of BRD4 and BRD2 to the *Gli1* and *Gli2* loci by ChIP-qPCR, further validating their role in regulating GLI signal transduction.

When comparing HPP-9 to the widely used JQ1-based PROTAC dBet6, we observed many differences, even though both compounds degrade BET bromodomains. First, HPP-9 is much less cytotoxic, second, Hh pathway inhibition is partial while full for dBet6, and third, the timing and duration of degradation is very different. This raises the question if there is a specific timepoint after pathway induction where the BET bromodomains are most critical and that HPP-9 action is simply too late to effect full inhibition of Hedgehog signaling. 

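Compared with each other at 8 h by edgeR without the replicate block, 1 µM HPP-9 and 10 µM HPI-1 differed in 2 genes. These were H3c4 and Txnip, both higher with HPP-9. Many more were called with the block and by DESeq2, as given below. The doses differ, so a difference can come from the dose as well as from the compound. H3c4 had a log2 fold change of 3.24 for HPP-9 against HPI-1 (standard error 0.29, adjusted p = 0.0051 from edgeR's quasi-likelihood test) and Txnip one of 2.44 (standard error 0.27, adjusted p = 0.0164 from edgeR, 0.062 with library size alone). Hexim1 lay at −1.66 (standard error 0.22, adjusted p = 0.0507 from edgeR, 3.07e-05 with the replicate block and 7.42e-10 from DESeq2). The difference in Gli1 was 0.83 (95% interval −0.29 to 1.96) and that in Brd2 0.40 (−0.05 to 0.84). In Brd3 it was 0.29 (−0.24 to 0.82) and in Brd4 0.03 (−0.58 to 0.65). Of 25 histone genes 1 was higher with HPP-9 (7 when adjusted over the list alone), and the list had adjusted p = 0.0249 with an estimated correlation in the camera test (0.0946 with the replicate block). Of 83 ribosomal protein genes none passed edgeR's test over all genes, although 21 were higher when adjusted over the list alone, 36 were higher with the block, 34 had an unadjusted p under 0.05 and 10 were higher by DESeq2 (adjusted p = 0.125 with an estimated correlation). With the replicate block, 358 genes were higher and 334 lower with HPP-9, and by DESeq2 82 were higher and 44 lower. Without 1 HPI-1 library (replicate 2), edgeR called 0 genes, and its unadjusted p was under 0.05 for 1248 genes with all libraries.
With dBet6 for 8 h, most of the pro-apoptotic genes that passed the test were lower than with DMSO + ShhN. Of 35 pro-apoptotic genes, 21 fell, 2 rose and 12 did not pass edgeR's test (21 and 2 when adjusted over the list alone), and with library size alone 32 fell and 0 rose. Without dBet6 replicate 1, 12 fell and 2 rose. Among those that fell were Bak1, which permeabilizes the mitochondrial outer membrane (log2 fold change −3.61, standard error 0.52), and the caspase genes Casp2 (−3.31, standard error 0.74) and Casp6 (−2.43, standard error 0.36). Those that rose, named after their values were seen, were Siva1, which encodes an adaptor of death receptors (log2 fold change 1.32, standard error 0.23; −0.04 with library size alone), and Bnip3l, a mitophagy receptor (1.14, standard error 0.21; −0.23 with library size alone). In the camera test the list was lower, with adjusted p = 0.00281 at the preset correlation and adjusted p = 0.327 with an estimated correlation. Of 13 anti-apoptotic genes, 4 fell and 2 rose (the same when adjusted over the list alone), and with library size alone 11 fell and 0 rose. Of 26 targets of p53, 9 fell and 7 rose (the same when adjusted over the list alone), against 18 and 0 with library size alone. Mdm2, the ubiquitin ligase of p53, was among those that rose (log2 fold change 1.89, standard error 0.22; 0.54 with library size alone, under the fold threshold).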

Our RNA-seq data suggests that bromodomain degradation results in much more pronounced gene expression changes than only inhibition, as shown in the comparison between HPP-9 and HPI-1, in agreement with previous reports for JQ1 versus dBet6^42^. dBet6 treatment, however, results in the most dramatic changes, amongst which the induction of apoptotic pathway genes. It is, therefore, likely that this is the direct underlying cause of the observed cytotoxicity of dBet6. Indeed, it has been shown that BET degradation through dBet6 results in the global collapse of transcription elongation^42^. 

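Tested directly at the same dose of 1 µM and the same time of 8 h, dBet6 left less Brd3 transcript than HPP-9, with a log2 difference of −1.72 (95% interval −2.27 to −1.16, n = 2 against 2, adjusted p = 0.000384 from edgeR's quasi-likelihood test). The difference in Brd4 was −0.39 (95% interval −1.0 to 0.23, adjusted p = 0.272 from edgeR). With library size alone it was −1.52 (adjusted p = 0.00031 from edgeR), on a scale where the median of all tested genes was −1.24. That in Brd2 was 0.20 (95% interval −0.24 to 0.65, adjusted p = 0.426 from edgeR) and turned to −0.93 with library size alone (adjusted p = 0.00601 from edgeR). Gli1 was lower with dBet6 than with HPP-9 (log2 difference −4.09, standard error 0.73, adjusted p = 0.00118 from edgeR), as was Gli2 (−1.45, standard error 0.35, adjusted p = 0.0065 from edgeR). Txnip was higher with dBet6 (log2 difference 3.65, standard error 0.28). Between the 2 degraders, 3720 genes were lower and 2910 higher with dBet6, against 3305 and 3548 by DESeq2 and 7407 and 576 with library size alone.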

We find that dBet6 also downregulates *Brd3* and *Brd4* transcript levels, while increasing *Brd2*. 

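Between 8 h and 24 h of HPP-9, no change passed the test for the transcripts of Brd2, Brd3 and Brd4, and those of the matrix proteins Tgfbi and Ogn fell. At 24 h against 8 h, the log2 difference was 0.05 for Brd2 (95% interval −0.39 to 0.50), −0.27 for Brd3 (−0.81 to 0.26) and −0.19 for Brd4 (−0.80 to 0.42), all with an adjusted p of 1 from edgeR's quasi-likelihood test. On the library-size scale, Brd3 was 166 cpm at 8 h and 143 cpm at 24 h, and Brd4 163 ± 22.1 cpm and 149 ± 16.7 cpm (SD, n = 2 each). Tgfbi was lower at 24 h (log2 difference −2.39, standard error 0.25, adjusted p = 0.0114 from edgeR), as was Ogn (−3.74, standard error 0.48, adjusted p = 0.0218 from edgeR). Txnip had a log2 difference of −1.51 (standard error 0.26, adjusted p = 0.0808 from edgeR, 1.5e-05 with the replicate block). Ptch1 had one of 1.50 (standard error 0.31, adjusted p = 0.173 from edgeR, 0.00173 with the block). In all, 10 genes were lower and 2 higher at 24 h, against 173 and 106 with the block. Leaving out 1 library of HPP-9 left between 0 and 2 genes.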

HPP-9 on the other hand, exclusively decreases BRD2/3/4 at the protein level.

While the in vitro binding affinity of HPP-9 and HPI-1 for BRD2, 3, and 4 is similar, it does appear that HPP-9 (and HPI-1) have a particular effect on cellular BRD2, which is cell line dependent and differs from JQ1-based probes. Notably, HPP-9 differs completely from dBet6 in its degradation capacity at longer timepoints, illustrating how molecules that act on the same target can still have a different mechanism of action. We have no definitive proof at this point, but the most likely explanation for this is that HPP-9 remains stably inside the cells and is inefficiently washed out. We speculate that dBet6 is much less stable, leading to the reappearance of BRD2, while the decrease in mRNA for *Brd3* and *Brd4* may lead to a slower return of BRD3/4. While we found that in NIH-3T3 cells JQ1 increased *Brd2* transcript levels much more than HPI-1, the latter did increase BRD2 protein, whereas JQ1 did not. In medulloblastoma spheroid cells, however, we did find a profound JQ1-induced increase of BRD2 protein. The mechanism and the functional consequences of this are currently unknown. The data provided by our study clearly point towards mechanistic differences between HPP-9/HPI-1 and dBet6/JQ1, but the underlying reasons for the observed differences remain elusive. Possibly, differences in potency, BET bromodomain selectivity, compound stability in the medium and inside the cell, as well as the onset of inhibition/degradation, contribute to the observed differences. Alternative targets or off-targets for these compounds cannot be fully excluded at this point, especially in different cell types or cellular contexts. Further research efforts will be necessary to decipher the mechanism of action in more detail and to fully understand the contributions of the various BET bromodomains on Hh signal transduction, cell viability, and the effect of compounds on these.

No PROTACs have been reported to date that act on the Hh pathway, most likely because most molecules target the transmembrane protein smoothened. We demonstrated that BET bromodomain degradation through HPP-9 results in prolonged Hh pathway inhibition, in line with what has been shown for some other PROTACs^58^, but with less cytotoxicity and Hh pathway-independent off-targets as dBet6. This suggests that HPPs could form the basis for alternative therapeutic modalities targeting Hedgehog pathway-driven cancers. This would, however, require significant optimization of the physicochemical properties of the here reported molecules, as we found HPP-9 to be precipitating from spheroid medium and sensitive to serum concentration. Therefore, HPP-9 in its current form is limited in its use as a research tool for in-cell experiments, which prevented us from assessing if this therapeutic potential would hold true in an in vivo setting. Since the targets of HPI-1 and HPP-9 are downstream of SMO, it would be especially interesting to evaluate their potency in overcoming resistance observed for SMO inhibitors. Potentially, polymeric nanoparticle encapsulation of HPP-9 could be pursued, as previously reported for HPI-1^27^. While we were focused on the effect of HPP-9 on Hedgehog signal transduction, there may be other interesting applications of this molecule (and the parent HPI-1), especially when targeting BRD2. For example, a recent report has shown that inhibition of BRD2 can block SARS-CoV-2 infection^59^.

In summary, we here show that PROTACs provide a valid methodology for the target deconvolution of small molecules and are a useful addition to the chemical biology toolbox to decipher the target(s) of phenotypic hits. We conclude that HPI-1 inhibits the Hh pathway through the displacement of the BET bromodomains from DNA, opening biological applications for this molecule beyond Hh pathway inhibition. Finally, targeted degradation of BET bromodomain proteins by HPP-9 is long-lasting, providing the unique opportunity of prolonged Hh pathway inhibition. We anticipate that this strategy is widely applicable, with the strong advantage that once the PROTAC is synthesized, it functions directly as a target validation tool, and could provide a promising pharmacological entity in itself.

## Methods

### Chemical synthesis

Synthetic routes and structural characterization data for HPI-1 analogs and HPPs are described in the Supplementary Methods.

### Cell lines

SHH-LIGHT2^36^, SHH-GFP^39^, HEK239T-EcR-ShhN cells, A549, Wnt-LIGHT^20^, and SUFU-KO-LIGHT^28^ cells were provided by James Chen (Stanford University). SHH-LIGHT2 cells were maintained in DMEM (high glucose, Glutamax) containing 10% calf serum (CS), 1% sodium pyruvate, 100 U/mL penicillin, 100 μg/mL streptomycin, 150 μg/mL zeocin, and 400 μg/mL G418. SHH-GFP cells were maintained in DMEM containing 10% CS, 1% sodium pyruvate, 100 U/mL penicillin, 100 μg/mL streptomycin, and 150 μg/mL zeocin. SUFU-KO-LIGHT and Wnt-LIGHT were maintained in DMEM containing 10% fetal bovine serum (FBS), 1% sodium pyruvate, 100 U/mL penicillin, 100 μg/mL streptomycin, and 150 μg/mL zeocin. NIH-3T3 cells were purchased from ATCC (CRL-1658) and maintained in DMEM containing 10% CS, 1% sodium pyruvate, 100 U/mL penicillin, and 100 μg/mL streptomycin. HEK293T cells (ATCC, CRL-3216), A549, Wnt3a-producing L cells (ATCC, CRL-2647), and HEK239T-EcR-ShhN cells were maintained in DMEM containing 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin. IMCD3-FlpIn cells were a gift from David Mick (University of Saarland) and were maintained in DMEM/F12, 10% FBS, 1% glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin. HeLa cells were a gift from Aurelien Roux (University of Geneva) and maintained in DMEM containing 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin. MB55 and MB56^44^ were a gift from Rosalind Segal, Harvard Medical School, and were cultured as spheroids in 1:1 DMEM:F12, B27 supplement (Gibco), 100 U/mL penicillin, and 100 μg/mL streptomycin. All cells were cultured at 37 °C with 5% CO_2_ and regularly checked for the absence of mycoplasma.

#### Generation of NF-κB-LIGHT cells

An NIH-3T3 NF-κB-luciferase reporter (NF-κB-LIGHT) cell line was generated by stable integration of pGL4.32 plasmid (Promega) after transient transfection using FuGENE® 4 K Transfection Reagent (Promega). NIH-3T3 cells were seeded in a six-well plate to reach 50% confluency by the next day. Cells were transfected with a master mix diluted in OptiMEM (Gibo) composed of 2.5 µg of pGL4.32 plasmid and 7.5 µl of FuGENE® 4 K Transfection Reagent, according to the manufacturer’s protocol. Hygromycin B (Invitrogen) selection (135 µg/mL) was started 48 h after transfection for 14 days. Afterward, the cells were maintained in DMEM containing 10% fetal bovine serum, 60 µg/mL Hygromycin B, 1% sodium pyruvate, 100 U/mL penicillin, and 100 μg/mL streptomycin.

### ShhN and Wnt production and tittering

To produce ShhN, HEK239T-EcR-ShhN cells were grown to 80% confluence, after which the medium was changed to 2% FBS DMEM. To produce Wnt, Wnt3a expressing L cells were grown to 70% confluence, after which the medium was changed to 10% FBS DMEM. The conditioned medium was collected after 48 h and filtered through a 0.22 µm filter device (Corning). The titer of ShhN and Wnt was determined using SHH-LIGHT2 and Wnt-LIGHT luciferase reporter cells, respectively (see Luciferase reporter assays), and a concentration approximately twofold over the minimum dilution needed for full luciferase induction was used for further experiments.

#### Luciferase reporter assays

SUFU-KO-LIGHT cells were seeded in a 96-well plate (30,000 cells/well). The next day, the medium was removed and starvation medium (DMEM w/o phenol red, 0.5% FBS) with probes in different concentrations or an equivalent amount of DMSO vehicle was added and the cells incubated for 16–18 h. SHH-LIGHT2 cells were seeded in a 96-well plate (35,000 cells/well). The next day, the medium was removed and ShhN-containing starvation medium (DMEM w/o phenol red, 0.5% CS) with compounds in the indicated concentrations or an equivalent amount of DMSO vehicle was added and the cells incubated for 28 h. Wnt-LIGHT cells were seeded in a 96-well plate (10,000 cells/well). The next day at 40% confluency, the medium was removed and Wnt-containing starvation medium (DMEM w/o phenol red, 0.5% FBS) with compounds in the indicated concentrations or an equivalent amount of DMSO vehicle was added and the cells incubated for 28 h. NF-κB-LIGHT cells were seeded in a 96-well plate (20,000 cells/well). The next day at 80% confluency, the medium was removed and TNFα-containing starvation medium (DMEM w/o phenol red, 0.5% FBS, 20 ng/mL TNFα) with compounds in the indicated concentrations or an equivalent amount of DMSO vehicle was added and the cells incubated for 20–24 h. After compound incubation for the indicated times, the medium was removed and the cells were lysed for 30 min at rt (12.2 mM Tris pH 7.4, 4% glycerol, 0.5% Triton X-100, 0.5 mg/mL bovine serum albumin (BSA), 1 mM EGTA, 1 mM DTT), and the luminescence was quantified using homemade firefly luciferase reagent (0.025 M di-glycine, 0.015 M K_x_PO_4_ pH = 8, 4 mM EGTA pH = 8, 0.5 mM DTT, 0.015 M MgSO_4_, 2 mM ATP, 25 mM Coenzyme A, and 0.9 μΜ luciferin) on a multi-mode microplate reader GloMax (Promega). Data were normalized to the DMSO with or without stimulation controls and curves were fitted and analyzed to determine the IC_50_ using Prism 9, GraphPad Software, La Jolla, CA.

### Cell viability assays

NIH-3T3, HEK293T, HeLa, and IMCD3 cells were seeded in a 96-well plate (3000 cells/well). After 5 h, the cells were treated with the indicated compound concentrations or DMSO vehicle and incubated for 48 h. MB55 and MB56 cells were seeded in a low-adherent 96-well plate (10,000 cells/well). After 24 h, the cells were treated with the indicated compound concentrations or DMSO vehicle and incubated for 168 h. Cell viability was determined using Celltiter-Blue (Promega) and fluorescence was measured using multi-mode microplate reader GloMax (Promega) using excitation and emission wavelengths of 570 and 600 nm, respectively, or using Celltiter-Glo 3D (Promega) and measuring luminescence (for spheroids). The results were analyzed using nonlinear regression (Prism 9, GraphPad Software, La Jolla, CA).

#### Sample preparation for proteomic analysis

SHH-GFP cells were seeded in 3.5 cm dishes (500,000 cells/dish) and grown to confluency. The next day cells were treated with HPI-1, HPP-9, or hydroxythalidomide (1 μM final) or an equivalent amount of DMSO vehicle (0.1%) in serum starvation medium (DMEM w/o phenol red, 0.5% CS) for 27 h (5 dishes/group). Cells were washed with PBS, trypsinized, and collected by centrifugation (500 × *g*, 7 min). After centrifugation, the cell pellets were washed with PBS (1x), centrifuged (500 × *g*, 7 min), flash frozen with liquid nitrogen, and stored at −80 °C until further processing. Samples were prepared for liquid chromatography/mass spectrometry (LC/MS) using the phase-transfer surfactant method, with minor modifications. First, proteins were extracted from islets and solubilized using a buffer containing 12 mM sodium deoxycholate, 12 mM sodium *N*-dodecanoylsarcosinate, and 100 mM Tris pH 9.0, with EDTA-free Protease Inhibitor Cocktail (Roche, Switzerland). Samples were sonicated for 4 min using a Bandelin Sonorex ultrasonic bath (FAUST) with 20-s on/20-s off cycles. Cell debris was removed after centrifugation at 18,000 × *g* for 20 min at 4 °C. Protein concentrations were adjusted to a uniform concentration for a set of samples (0.5–1.0 μg/μL), and between 5 and 20 μg protein was used for digestion. Cysteine–cysteine disulfide bonds were reduced with 5 mM TCEP at 37 °C for 30 min. Free thiol groups were alkylated with 20 mM iodoacetamide in the dark at room temperature for 30 min. Alkylation reactions were quenched with 75 mM cysteine at room temperature for 10 min. Samples were diluted with 3.1 volumes of 50 mM ammonium bicarbonate. Lysyl endopeptidase (Wako, Japan) and trypsin (Promega, USA) were added at a 100:1 ratio of sample protein:enzyme (w/w) and samples were digested for 16 h at 37 °C. Afterward, 1.77 volumes of ethyl acetate were added, and samples were acidified with trifluoroacetic acid (TFA), which was added to 0.46% (v/v). Following centrifugation at 12,000 × *g* for 5 min at room temperature, samples were separated into two phases. The upper organic phase containing sodium deoxycholate was removed, and the lower aqueous phase containing digested tryptic peptides was dried using a centrifugal vacuum concentrator. Digested peptides were dissolved in 300 μL of 0.1% (v/v) TFA in 3% acetonitrile (v/v). Samples were sonicated for 1 min, centrifuged at 15,000 × *g* for 15 min, and desalted using MonoSpin C18 columns (GL Sciences Inc., Japan). Peptides were eluted from C18 columns using 0.1% TFA in 50% acetonitrile and dried in a vacuum concentrator. Tryptic peptides were dissolved in 0.1% (v/v) formic acid in 2% (v/v) acetonitrile for MS analysis.

#### MS measurements

Samples were measured using an Easy Nano LC - Orbitrap Fusion System (Thermo Fisher Scientific, USA), equipped with a PST The Nimbus ion source (Phoenix s&t). The same amount of peptide was injected for each sample, typically 300–600 ng in a volume of 2 to 5 μL. Peptides were separated on a 3-μm particle, 75-μm inner diameter, 12-cm filling length homemade C18 column. A flow rate of 300 nL/min was used with a 2-h gradient (2–25% solvent B in 122 min, 25–45% solvent B in 4 min, and 45–75% solvent B in 4 min. The gradient was followed with two rounds of washing steps, in each step, the gradient switched to 98% solvent B and kept there for another 5 min, and switched to 2% solvent B in 1 min, and kept there for another 2 min. In the second round of washing, an extra 12 min of 2% solvent B was kept for system equilibration. Solvent A was 0.1% (v/v) formic acid in LC/MS grade water and solvent B was 0.1% (v/v) formic acid in 100% (v/v) acetonitrile. The ion source settings from Tune were used for the mass spectrometer ion source properties.

For data-dependent acquisition (DDA), full MS spectra were acquired from 375 to 1500 m/z at a resolution of 120,000. MS2 spectra were acquired in the ion trap with a rapid scan rate. The default charge state for the MS2 was set to 2. The charge states 2–7 were included for MS2. HCD fragmentation was set to a fixed collision energy of 35%, and dynamic exclusion was set to 30 s. For both full MS and MS2, the AGC target was set to standard with a maximum injection time (IT) set to auto.

For data-independent acquisition (DIA), data were acquired with 1 full MS and 38 overlapping isolation windows constructed covering the precursor mass range of 350–1200 m/z. For full MS, Orbitrap resolution was set to 120,000. The AGC target was set to custom and maximum IT was set to 60 ms. DIA segments were acquired at 30,000 resolution with an AGC target custom and a dynamic maximum IT. HCD fragmentation was set to a normalized collision energy of 27%.

#### Protein identification and quantification

Raw files from DDA measurements were searched against the Uniprot mouse database (20220223_133530_uniprot_Mus + musculus_[10090]_reviewed.bgsfasta) using SpectroMine software (SpectroMine 3, Biognosys, Switzerland) with default settings (minimum peptide length: seven amino acids). Ideal mass tolerances are calculated by SpectroMine to generate the library, so there is no fixed value. Digestion enzyme specificity was set to Trypsin/P. The modification included carbamidomethylation of cysteine as a fixed modification, and oxidation of methionine and acetyl (protein N-terminus) as variable modifications. Up to two missed cleavages were allowed. A decoy database was included to calculate the FDR. Search results were filtered with FDR 0.01 at both peptide and protein levels. Filtered output was used to generate a sample-specific spectral library using Spectronaut software (Spectronaut 15, Biognosys, Switzerland). Raw files from DIA measurements were used for quantitative data extraction with the generated spectral library or using the directDIA workflow. FDR was estimated with the mProphet approach and set to 0.01 at both peptide precursor level and protein level. For two-group comparison, differential abundance testing was performed with an unpaired *t*-test. *Q*-values were the multiple testing corrected *p* values.

#### Docking of HPI-1

The crystal structure of the second bromodomain of BRD2 was downloaded from the Protein Data Bank (PDB code 7OE8^47^). The protein was then prepared with Maestro release 2021-1 (Schrödinger, LLC, New York, NY, 2021). Briefly, hydrogens were added, the H-bond assignment was optimized at pH 7.0 with PROPKA^60^ and a final minimization with the OPLS4^61^ force field was realized. Finally, all water molecules were discarded, and a grid was generated with the Grid Generation utility, centered on the co-crystallized ligand.

The ligand HPI-1 was parameterized with the LigPrep utility with the OPLS4 force field and docked with Glide within Maestro using default settings, that is, standard precision and flexible ligand sampling. The two-dimension interaction diagram was generated by Maestro, and all pictures were rendered with ChimeraX^62^. The docking solution structure has been deposited in the dedicated Zenodo repository with the identifier 10.5281/zenodo.7041023.

#### Generation of ternary complexes

The protocol was adapted from ref. ^49^. Briefly, 5000 binary complexes of the second bromodomain of BRD2 (PDB 7OE8^47^) and cereblon E3 ligase (PDB 5FQD^63^ where thalidomide from PDB 4CI12^64^ replaced lenalidomide) were generated with the Rosetta software package^65^ using a local docking protocol. In both proteins, the ligands (HPI-1 for BRD2 and thalidomide for cereblon) were kept and considered rigidly as part of their respective protein. The first 500 binary complexes that displayed the highest interface score provided by Rosetta were kept for the next step. The linker of the PROTAC and a few atoms from the ligands (stubs) were extracted from HPP-9 and OMEGA 4.1.0.0 (OpenEye Scientific Software, Santa Fe, NM, USA) was used to generate low-energy conformers. We randomly picked 1000 conformers for the next step. Finally, all the linker conformers were overlapped on the binary complexes and ternary complexes were formed when the RMSD between the ligands and the stubs of the linker was less than 0.4 Å. All complexes underwent a minimization and the lowest-energy ternary complex was taken as a physical example of a BRD2-CRBN-PROTAC ternary complex. The picture was rendered with ChimeraX^62^.

#### Unbiased molecular dynamic simulation

The docking solution of HPI-1 in BRD2 was used as the starting structure for the simulation. The ligand HPI-1 was parameterized with the “PARAMETERIZE” module from PlayMolecule^66^, with the ANI-2x mode of calculation. The protein was protonated at pH 7.0 with PROPKA^60^ and parameterized with the DES-amber force field^67^. This force field was published in 2020 and is an improvement of the Amber protein force field, achieving high accuracy in single-chain protein and protein–protein complexes. A total of 8196 TIP4P-D^68^ water solvated a dodecahedral box with a minimum of 10 Å between the protein and the border of the box. Two sodium ions were added to neutralize the system. The resulting system contains 34681 atoms. All subsequent steps were performed with GROMACS 2021.2^69^. A first minimization was performed with the steepest descent minimization until the maximum force reached <500 kJ/mol/nm. We then carried out three independent replicas starting from the same minimized structure. The equilibration consisted of a 2 ns simulation at constant volume (NVT) followed by 4 ns at constant pressure (NPT). The final, unbiased simulation was done for 1 µs in the NPT ensemble using the V-rescale^70^ thermostat and the C-rescale barostat^71^ (accumulated simulation time: 3 µs). We chose not to use any enhanced sampling method because ligand stability is accessible at the microsecond timescale as we do not expect major conformational change when the ligand is already docked. The simulations were visualized with PyMOL^72^ and ChimeraX^62^, the interactions were quantified with the ProLIF 1.1.0 library^73^ and the RMSD was generated with the “rms” module of GROMACS on the whole production run. The production run from each replica started from a different equilibrated structure, but they all show the same ligand–protein interactions pattern and a stable RMSD over time. For a matter of simplicity, we show only the ligand interactions and the RMSD over time for the first replica (replica 0). The parameters of the ligand, the protein, as well as the starting structures, output structures, settings, and trajectories can be found in the dedicated Zenodo repository with the identifier 10.5281/zenodo.7041023.

#### Fluorescence microscopy—Hh pathway-driven GFP reporter

Cells were seeded in 96-well microscopy plates (Ibidi). For dose-response curves, 35,000 cells/well were seeded, to reach confluency the next day. Then, the cells were treated with the indicated compound concentrations (final concentration of DMSO 0.1%) in serum starvation medium (DMEM w/o phenol red, 0.5% CS) containing an appropriate dilution of ShhN-conditioned medium to give full pathway activation. Control wells contained medium with or without ShhN-containing medium plus the same amount of DMSO vehicle. After 24–30 h of stimulation, the medium was removed, and cells were fixed according to the protocol below. For pre-incubation experiments, cells were seeded at 20,000 cells/well, and treated with the indicated compound concentrations (final concentration of DMSO 0.1%) in serum starvation medium (phenol red-free DMEM with 0.5% CS) for 25 h. The compound was removed, and the cells were stimulated with varying dilutions of ShhN-conditioned medium for 27 h, before removing the medium and fixing the cells. Fixation was done with 4% PFA for 7 min at room temperature, followed by PBS washes (3x) and staining with Hoechst (Life Technologies, 1 h, 1:10,000 in PBS). Cells were imaged using a 20x water immersion objective on a high-content confocal microscope (Molecular Devices™ ImageXpress Micro XL).

#### Immunofluorescence imaging

For BRD2/3/4 immunostaining, fixed cells from the fluorescence microscopy experiment were permeabilized with 0.5% Triton X-100 for 5 min at room temperature, washed with 0.1% Triton X-100 in PBS (PBS-T, 3x), and blocked using 1% BSA in PBS-T (blocking solution) for 1 h at room temperature. Cells were incubated with the primary antibody in blocking solution (1:500 rabbit anti-BRD2 (Bethyl Laboratories, A302-583A, lot 6), 1:500 mouse anti-BRD3 (Santa Cruz Biotechnology Inc., 2088C3a, lot H2521) 1:1000 rabbit anti-BRD4 (Bethyl Laboratories, A301-985A, lot 8) overnight at 4 °C, washed 5 × 5 min with PBS-T, and incubated with appropriate secondary antibodies in blocking solution (1:500 Jackson ImmunoResearch) for 1 h at room temperature. Cells were washed 5 × 5 min with PBS-T and once with PBS before being imaged using a 20x water immersion objective on a high-content confocal microscope (Molecular Devices™ ImageXpress Micro XL). For GLI2/GLI3 trafficking studies, cells were grown to confluency, serum-starved for 20 h in the presence of 1 μM compound or DMSO vehicle, followed by 6 h incubation in the presence or absence of the appropriate amount of ShhN-conditioned medium and 1 μM compound or DMSO as indicated. Cells were sequentially fixed with 4% PFA for 10 min at room temperature and ice-cold (−20 °C) methanol for 5 min, before being washed with PBS (3x), and blocked in blocking solution for 1 h at room temperature. Cells were incubated with primary antibody in blocking solution (1:500 mouse anti-gamma tubulin (Sigma Aldrich, GTU-88, T6557), 1:3000 mouse anti-ARL13B (Biolegend, clone N295B/66, lot B323369), 1:500 goat anti-mouse GLI2 (R&D systems, AF3635, lot XUA0320091), 1:500 goat anti-mouse GLI3 (R&D systems, AF3690)) overnight at 4 °C, washed 5 × 5 min with PBS-T, and incubated with appropriate secondary antibodies in blocking solution (1:500 Jackson ImmunoResearch) for 1 h at room temperature. Cells were washed 5 × 5 min with PBS-T and once with PBS before being imaged using a 60x water immersion objective on a high-content confocal microscope (Molecular Devices™ ImageXpress Micro XL). For p65 translocation studies, NIH-3T3 cells were grown to confluency and treated for 30 min with the indicated compounds or DMSO vehicle in the presence of 2.5 ng/mL Il1β or 10 ng/mL TNFα. Cells were fixed with 4% PFA for 12 min, permeabilized with 0.5% Triton X-100 for 5 min at room temperature, washed with 0.1% Triton X-100 in PBS (PBS-T, 3x), and blocked using 1% BSA in PBS-T (blocking solution) for 1 h at room temperature. Cells were incubated with the primary antibody in blocking solution (1:1000 mouse anti-p65, clone L8F6, Cell Signaling Technologies, #6956, lot 9) overnight at 4 °C, washed 5 × 5 min with PBS-T, and incubated with appropriate secondary antibody in blocking solution (1:500 Jackson ImmunoResearch) for 1 h at room temperature. Cells were washed 5 × 5 min with PBS-T and once with PBS before being imaged using a 20x water immersion objective on a high-content confocal microscope (Molecular Devices™ ImageXpress Micro XL).

#### Quantification of fluorescence microscopy images

Image analysis was performed using MetaXpress software (version 6.5.3.247, Molecular Devices, LLC), and a custom Matlab (R2020b, Mathworks) script. Local background subtraction was performed on all images before analysis. For the nuclear signal, the Hoechst stain was used to mask the nuclei, and the signal intensity within the mask was determined for the other channels. Data were plotted and curves fitted using GraphPad Prism 9. Data were normalized to DMSO controls (with and without ShhN). To determine GLI levels at the tip of the primary cilium, the ARL13B channel was used to create a ciliary mask. The ciliary mask was then used to identify and measure the ciliary signals in the other channels. The γ-tubulin signal (as a centriole marker) was used to orient all cilia from base to tip. Each cilium was divided into 10 bins, and the tip fluorescence for GLI2 and GLI3 was defined as the summed fluorescence in the final five bins of each cilium, regardless of length.

#### Western blotting

For signaling assays, SHH-GFP cells were seeded in a 24-well plate and grown until confluency. The growth medium was then replaced with serum starvation medium with or without ShhN-conditioned medium and compounds at the appropriate dilution. After 28 h, cells were lysed in SDS sample buffer (50 mM Tris HCl pH 6.8, 8% v/v glycerol, 2% w/v SDS, 100 mM DTT, and 0.1 mg/mL bromophenol blue), boiled, and sonicated.

For competition assays, SHH-GFP cells were seeded in a 24-well plate and grown until confluency. The growth medium was then replaced with a serum starvation medium containing DMSO or 1 μM HPP-9 plus the indicated concentrations of competitors for 7 h. Cells were washed with PBS, lysed in SDS sample buffer, boiled, and sonicated.

For time-course assays, all wells were changed to serum starvation at the time compound treatment was started for the longest timepoint, and the medium was changed to compound-containing medium at the indicated times, before lysing all wells at the same time. For GLI1/BRD2/3/4 assessment, A549 cells were seeded at 130,000 cells/well in a 24-well plate. MB55 and MB56 cells were seeded in low attachment 24-well plates (200,000 cells/well). The next day, cells were treated with the indicated compounds in serum starvation medium (A549) or growth medium (MB55/MB56) for 30 h. A549 were washed with PBS and lysed in SDS sample buffer, whereas medulloblastoma spheroids were collected, centrifuged (5 min, 700 × *g*), washed with PBS, centrifuged (5 min, 700 × *g*), and lysed in SDS sample buffer.

For phosphorylation studies, SHH-GFP cells were seeded in 24-well plates (130,000 cells/well). The next day, the cells were serum-starved overnight. Then, cells were treated with the indicated compounds for 2.5 h, before being subjected to PDGF (10 ng/mL) or medium control. To assess MZ1 selectivity, SHH-GFP cells were grown to confluency, serum-starved overnight, and treated with different concentrations of MZ1 for 3.5 h.

Samples were loaded onto a 4–15% Criterion TGX Stainfree gel (Bio-Rad), and run for 45 min, 200 V in Tris/Glycine/SDS buffer (Bio-Rad). Gels were irradiated (1 min), and the stain-free imaged before being transferred onto a PVDF membrane using a Transblot Turbo system (Bio-Rad). Membranes were blocked in 5% milk in 0.1% Tween-20 in Tris-buffered saline (TBST) or 1:1 Seablock:PBS (phospho-antibodies) for 1 h at room temperature, and subsequently incubated with the indicated primary antibody in blocking buffer for 16 h at 4 °C. Primary antibodies used: Goat anti-mouse Gli3 (R&D systems, AF3690), 1:200; Mouse anti-Gli1 (Cell signaling, 2643 S, lot 12), 1:1000; Goat anti-mouse Gli2 (R&D systems, AF3635, lot XUA0320091), 1:1000; Mouse anti-vinculin (Proteintech, 66305-1, clone 2B5A7, lot 10016677), 1:5000; Mouse anti-BRD3 (Santa Cruz, sc-81202, lot H2521), 1:200; Rabbit anti-BRD4 (Bethyl laboratories, A301-985A-M, lot 8), 1:1000; Rabbit anti-BRD2 (Bethyl laboratories, A302-583A-T, lot 6), 1:1000; Phospho-ERK1/2 (Proteintech, 28733-1-AP), 1:1000; AKT-phospho-S473 (Proteintech, 66444-1-IG, clone 1C10B8), 1:1000; Karyopherin-beta HRP conjugated (Importin beta (IMPB), Santa Cruz, sc-137016, H7-HRP lot E1519), 1:1000. Membranes were washed (3 × 10 min TBST), incubated with HRP-conjugated secondary antibody, washed again, developed using Supersignal West Atto Maximum Sensitivity Substrate (Thermo Fisher), and imaged on a Fusion FX geldoc (Vilber). Membranes were stripped using Restore Western Blot stripping buffer (Thermo Fisher) and re-probed as described above. Band intensities were determined using Fiji Image J2 (National Institute of Health) on background subtracted images and normalized to total protein loaded using an appropriate housekeeping protein or stain-free total protein.

#### Real-time quantitative PCR

SHH-GFP cells were seeded in a 12-well plate and grown until confluency. The growth medium was then replaced with serum starvation medium with or without ShhN-conditioned medium and compounds or DMSO vehicle at the appropriate dilution. After 24 h, cells were washed with ice-cold PBS and RNA was extracted using the Reliaprep RNA Cell miniprep system (Promega). The obtained RNA was reverse transcribed using the First strand DNA synthesis kit, random primers (Promega). The cDNA was diluted and used with TaqMan Fast Advanced Master Mix (Applied Biosciences) and the appropriate Taqman primers (Life Technologies) in a CFX qPCR thermocycler (Bio-Rad). Cycle numbers were normalized to the housekeeping gene B2m or Gapdh. Taqman primers used: Mm00494654_m1 mGli1; Mm01293117_m1 mGli2; Mm00436026_m1 mPtch1; Mm00437762_m1 mB2m; Mm99999915_g1 Gapdh; Mm01271171_g1 mBrd2

#### RNA-seq and data analysis

SHH-GFP cells were grown to confluency, serum-starved overnight, and then treated with DMSO alone or DMSO, 10 μM HPI-1, 1 μM HPP-9, or 1 μM dBet6 for 8 h (and 24 h exclusively for the HPP-9 sample) in the presence of ShhN in starvation medium (*N* = 2). Cells were washed in PBS and dissociated with trypsin. RNA was isolated from cell pellets using purification columns (RNeasy mini kit, Qiagen). The sequencing libraries were made from 1 μg of RNA using the Collibri 3′ mRNA kit for Illumina sequencing (Invitrogen) and sequenced on an Illumina NovaSeq at 100 bp PE reads. RNA-seq reads were processed using the following script: https://github.com/NLykoskoufis/BraunLabPipeline. In brief, reads were trimmed (cutadapt) and aligned to the mouse genome (mm10) using STAR. Gene count matrixes were obtained from the aligned 3′ reads using featureCounts. Differential gene expression analysis between conditions was made using DESeq2^74^, with significance cut-offs set at fold changes of >1.5 in either direction and adj_*p*val <0.05.

#### Chromatin Immunoprecipitation

SHH-GFP cells were grown to confluency, serum-starved overnight, and then treated with DMSO alone or DMSO, 10 μM HPI-1, 1 μM HPP-9, or 1 μM dBet6 for 8 h (and 24 h exclusively for the HPP-9 sample) in the presence of ShhN in starvation medium (*N* = 2). ChIP experiments were performed as previously described in ref. ^75^. In brief, 30 million SHH-GFP cells were trypsinized for 5 min, washed with PBS, and fixed for 12 min by addition of formaldehyde to a final concentration of 1%. Crosslinking was then quenched with 0.125 M glycine and cells were incubated on ice for 5 min. Crosslinked cells were spun at 800×*g* for 5 min. Nuclei were prepared with 10 mL cell lysis buffer (50 mM HEPES pH 8.0; 140 mM NaCl; 1 mM EDTA; 10% glycerol; 0.5% NP40; 0.25% Triton X-100), then washed in 10 mL rinse buffer (10 mM Tris pH 8.0; 1 mM EDTA; 0.5 mM EGTA; 200 mM NaCl). The chromatin pellets were resuspended in shearing buffer (0.1% SDS, 1 mM EDTA pH 8.0, and 10 mM Tris pH 8.0) and sonicated for four cycles of 30 s using a Bioruptor Pico sonicator (Diagenode). Sonicated chromatin was spun at 10,000×*g* for 5 min, and the supernatant was collected. For ChIP inputs, 25 µL of sheared chromatin was stored at 4 °C. The IP reactions were set up as follows: the sonicated chromatin from 15 million cells was diluted with 0.25 volume of 5×IP buffer (250 mM HEPES, 1.5 M NaCl, 5 mM EDTA pH 8.0, 5% Triton X-100, 0.5% DOC, and 0.5% SDS) and incubated for 12–16 h at 4 °C with 25 μL protein G Dynabeads (Life Technologies) and 5 μg of antibody. The beads were then washed with 1 mL 1×IP buffer, with 1 mL DOC buffer (10 mM Tris pH 8; 0.25 M LiCl; 0.5% NP40; 0.5% DOC; 1 mM EDTA), then eluted in de-crosslinking buffer (0.5% SDS, Proteinase K, TE Buffer) and incubated 2 h at 55 °C then overnight at 65 °C. DNA was purified using MinElute clean-up columns (Qiagen) and resuspended in 25 μL EB solution. Antibodies: Brd2 (A302-583A, Bethyl, lot 6) and Brd4 (A301-985A, Bethyl, lot 8). For ChIP-qPCRs, 1 μL of ChIP DNA was used for each reaction prepared in PowerUp SYBR Green Master Mix (Thermo) with indicated primers and run on a QuantStudio1 thermocycler (Applied Biosystems). For data analysis, ChIP enrichments (bound/input) were normalized to intergenic control primers.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The raw experimental data that support the findings of this study—including the starting structures, output structures, settings, and trajectories of the MD simulations and the structural model resulting from in silico docking—are available in Zenodo with the identifier 10.5281/zenodo.7041023. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036539 and PXD040859. The sequencing data generated and analyzed in this study are available in the Gene Expression Omnibus repository with accession GSE228015. Details on chemical synthesis, analytical spectra, and uncropped western blots are available in the Supplementary Information. The crystal structure used for the docking study was obtained from the PDB with accession code 7OE8 (C-terminal bromodomain of human BRD2). Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom code for cilium analysis in MATLAB (R2020b, Mathworks) is provided in Zenodo with the identifier 10.5281/zenodo.7041023.

# Supplementary material for: Targeted protein degradation reveals BET bromodomains as the cellular target of Hedgehog pathway inhibitor-1
**Source:** Nat Commun. 2023 Jul 1;14:3893. doi: 10.1038/s41467-023-39657-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Targeted protein degradation reveals BET bromodomains as the cellular target of Hedgehog Pathway Inhibitor-1

Meropi Bagka¹, Hyeonyi Choi¹, Margaux Héritier^{2,3}, Hanna Schwaemmle⁴, Quentin T. L. Pasquer¹, Simon M. G. Braun⁴, Leonardo Scapozza^{2,3}, Yibo Wu⁵, Sascha Hoogendoorn^{1*}

Table of Contents

1. Supplementary Figures
2. Supplementary Methods
  - 2.1 General
  - 2.2 Abbreviations
  - 2.3 Synthesis
3. NMR spectra
4. LC-MS spectra
5. Uncropped western blot membranes
6. Supplementary References

1. Supplementary Figures

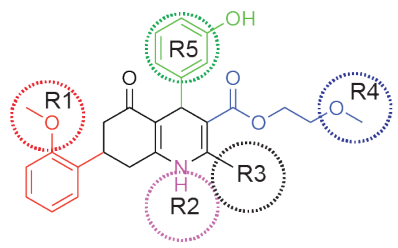

entry	R1	R2	R3	R4	R5	SUFU-KO-LIGHT<br>pIC ₅₀ (+/- SD)	SHH-LIGHT2<br>pIC ₅₀ (+/- SD)
HPI-1		H	CH ₃	OCH ₃		5.9 +/- 0.08 (N=4)	6.0 +/- 0.08 (N=2)
HPI-1-A		H	CH ₃	OCH ₃		N.A. (N=4)	4.9 +/- 0.24 (N=2)
HPI-1-B		H	CH ₃	OCH ₃		4.4 (N=1)	N.D.
HPI-1-C			CH ₃	OCH ₃		4.8 +/- 0.31 (N=3)	5.5 (N=1)
HPI-1-D		H		OCH ₃		6.0 +/- 0.42 (N=2)	6.2 +/- 0.15 (N=2)
HPI-1-E		H	CH ₃			5.8 +/- 0.15 (N=2)	5.6 +/- 0.16 (N=2)
HPI-1-F		H	CH ₃	OCH ₃		5.7 +/- 0.09 (N=2)	5.9 +/- 0.25 (N=2)

Supplementary Fig. 1. SAR analysis for HPI-1 analogs. N.D.: not determined, N.A. not active.

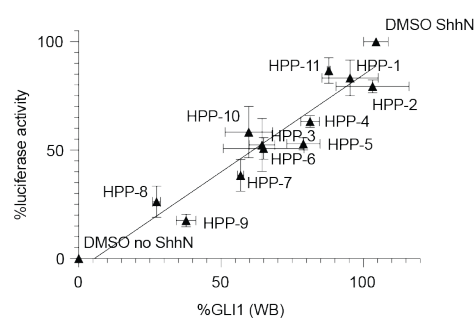

Supplementary Fig. 2. Comparison between reporter and endogenous readout. Readout by luciferase assay and GLI1 western blot for the HPP-9 show good correlation (related to data shown in Fig. 1c, d). Mean +/- SD of 4 independent experiments is shown.

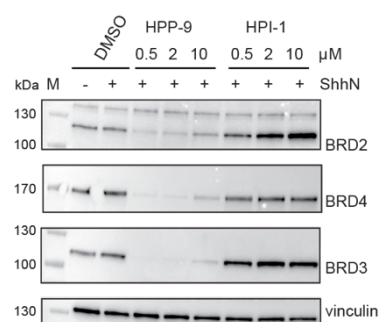

Supplementary Fig. 3. **HPP-9 shows a Hook effect for BET bromodomain degradation.** SHH-GFP cells were treated with various concentrations of HPP-9 or HPI-1 for 27 h and probed for BRD2, BRD3 and BRD4 by western blot. Representative immunoblot of two independent experiments. Related to Fig. 3c.

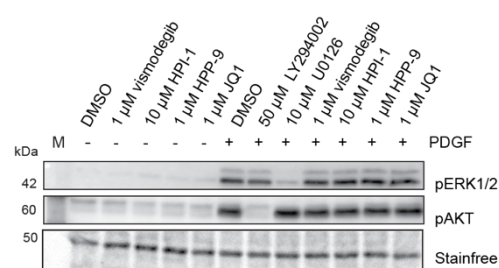

Supplementary Fig. 4. **HPP-9 and HPI-1 do not inhibit PDGF-mediated phosphorylation of pAKT or pERK1/2.** NIH-3T3 cells were treated with PDGF (10 ng/mL) and probed for pERK1/2 and pAKT. Representative immunoblot of two independent experiments.

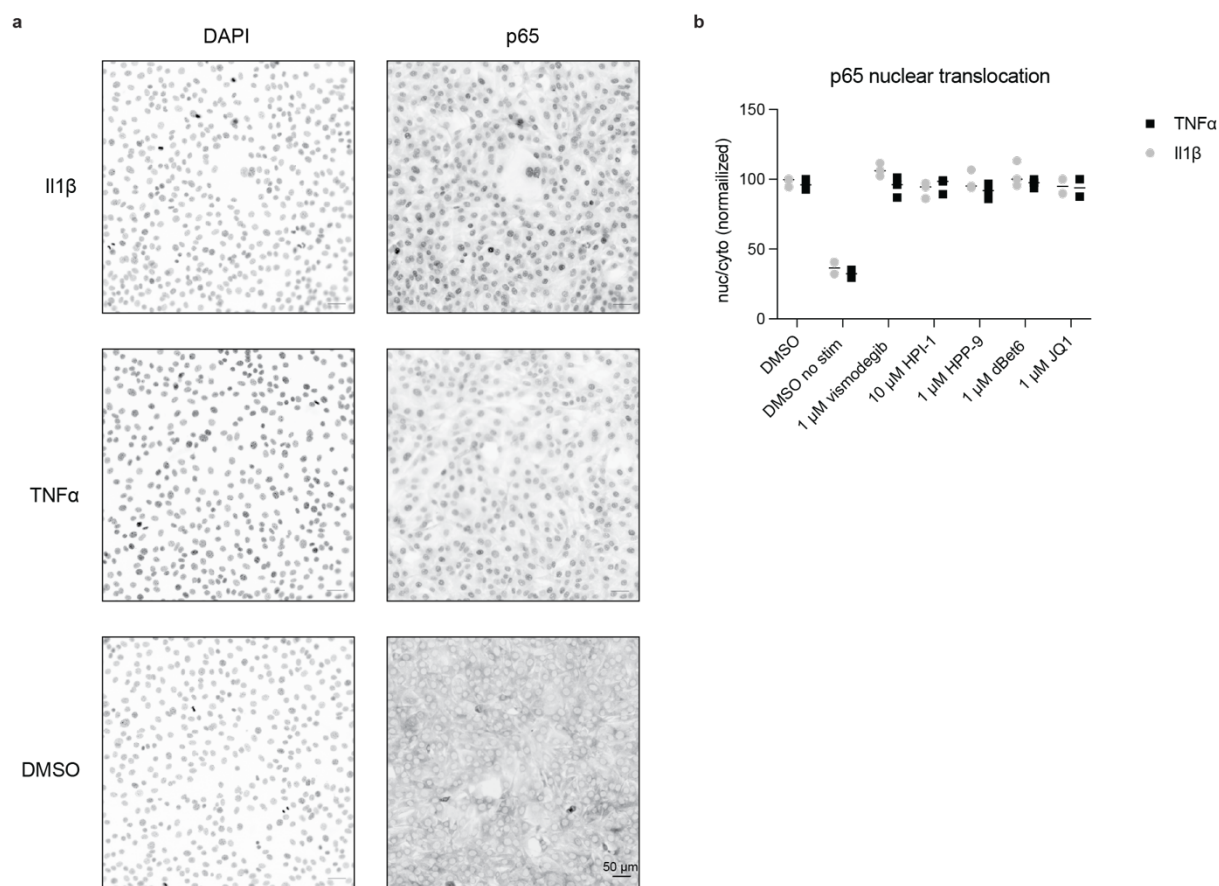

Supplementary Fig. 5. **HPP-9 does not affect p65 nuclear translocation.** NIH-3T3 cells were treated with 2.5 ng/mL Il1β or 10 ng/mL TNFα in the presence or absence of compounds for 30 minutes before being fixed and stained for p65. Representative images are shown in a) and all data for the compounds is quantified in b) N=3 independent experiments, n=16 images analyzed/condition. Line indicates mean.

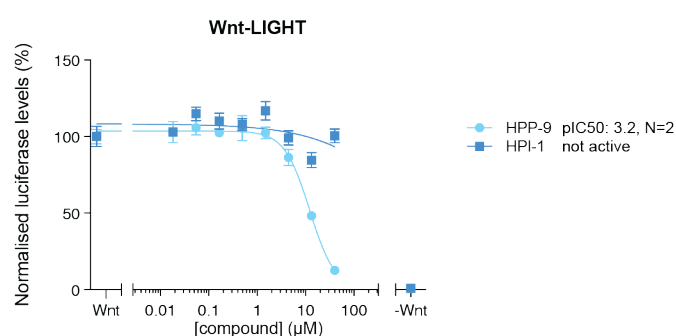

Supplementary Fig. 6. **Inhibitory activity of HPP-9 and HPI-1 in a Wnt-luciferase reporter assay.** Representative curves are shown of two independent experiments, performed in triplicate. Mean +/- SD is plotted.

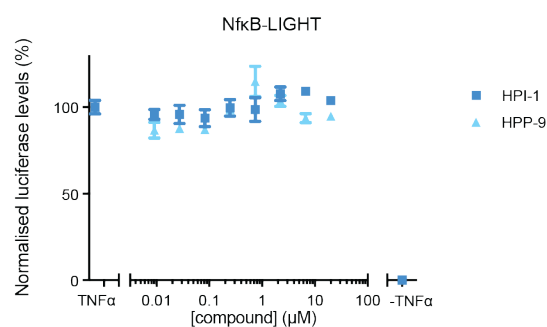

Supplementary Fig. 7. HPP-9 and HPI-1 do not inhibit NF-κB signaling in a luciferase reporter assay. A representative curve is shown of 5 independent experiments, performed in triplicate. Mean $\pm$ SEM is plotted.

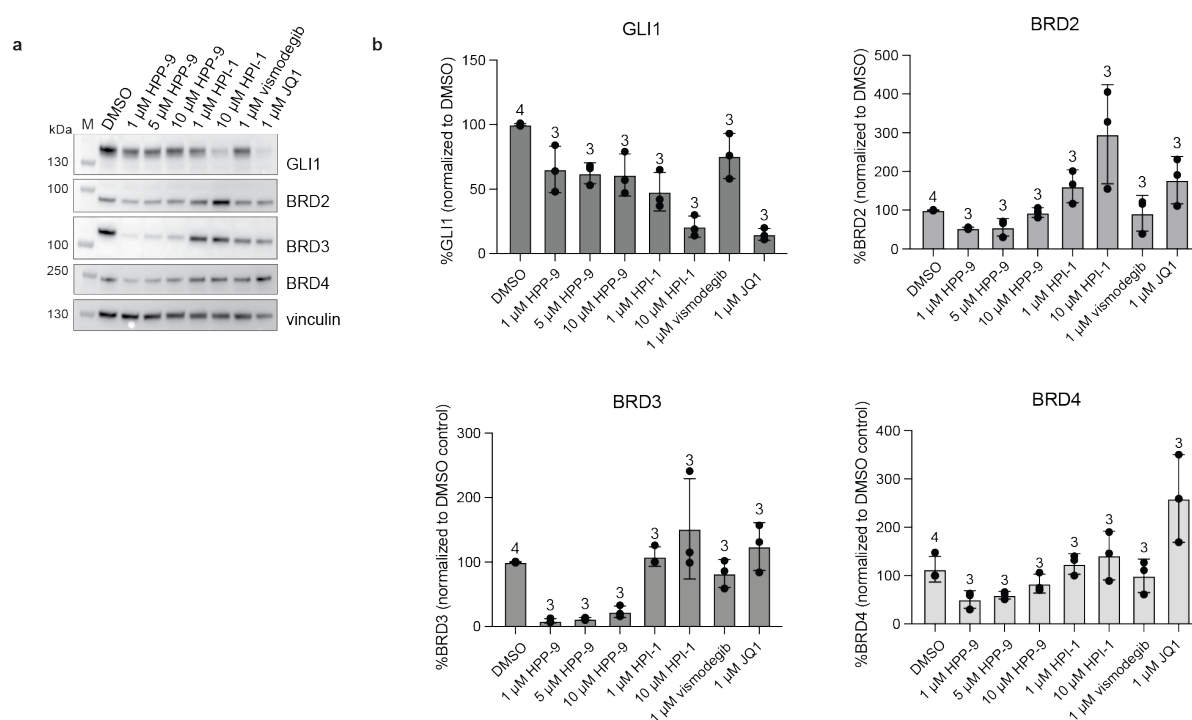

Supplementary Fig. 8. HPP-9 degrades BET bromodomains in A549 lung adenocarcinoma cells. Cells were incubated with the indicated compounds for 30 h, before being lysed and resolved on SDS page and probed for the indicated proteins. a) representative immunoblot, b) quantification from N independent experiments as indicated. Mean $\pm$ SD is plotted.

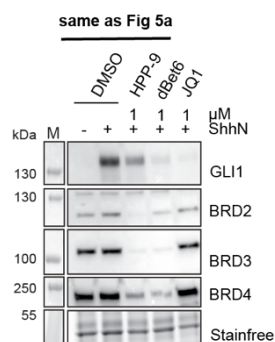

Supplementary Fig. 9. **JQ1 does not increase BRD2 protein levels in NIH-3T3 cells.** SHH-GFP cells were treated with the indicated compounds for 27 h and probed for GLI1, BRD2/3/4. This is the same blot as shown in Fig. 5a, with the inclusion of the JQ1 lane.

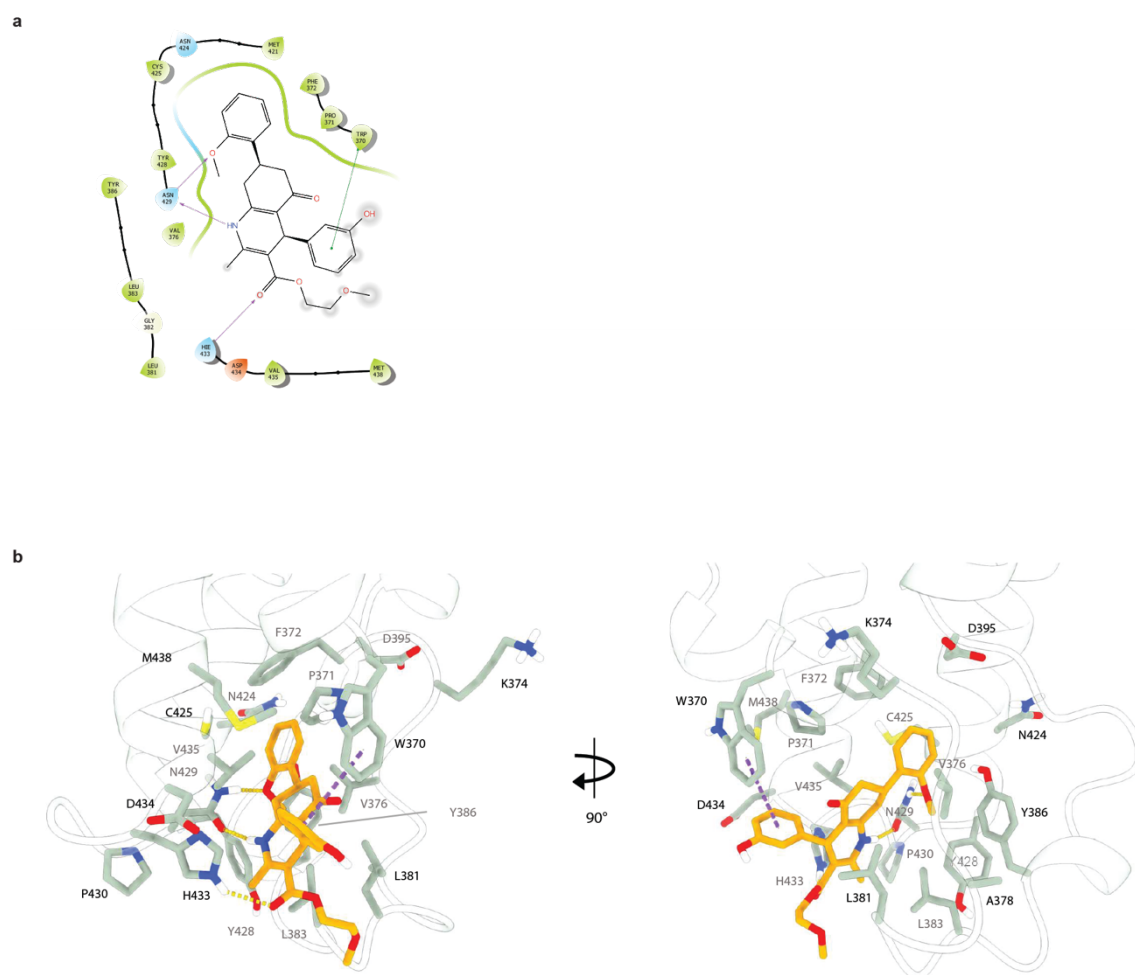

Supplementary Fig. 10. **Proposed model for HPI-1 binding to BRD2(2).** a) 2D diagram of the proposed binding mode for HPI-1, showing the interactions with the amino acids forming the binding site. H-bonds are shown in purple lines while the green line represent π - π stacking. The grey circles show the solvent exposure and the residues in green the hydrophobic environment. The diagram was generated by Maestro (Schrödinger Release 2021-1, Schrödinger, LLC, New York, NY, 2021.) b) 3D interactions of

the proposed binding mode with all residues lining the binding pocket in licorice. The images were obtained with UCSF ChimeraX.

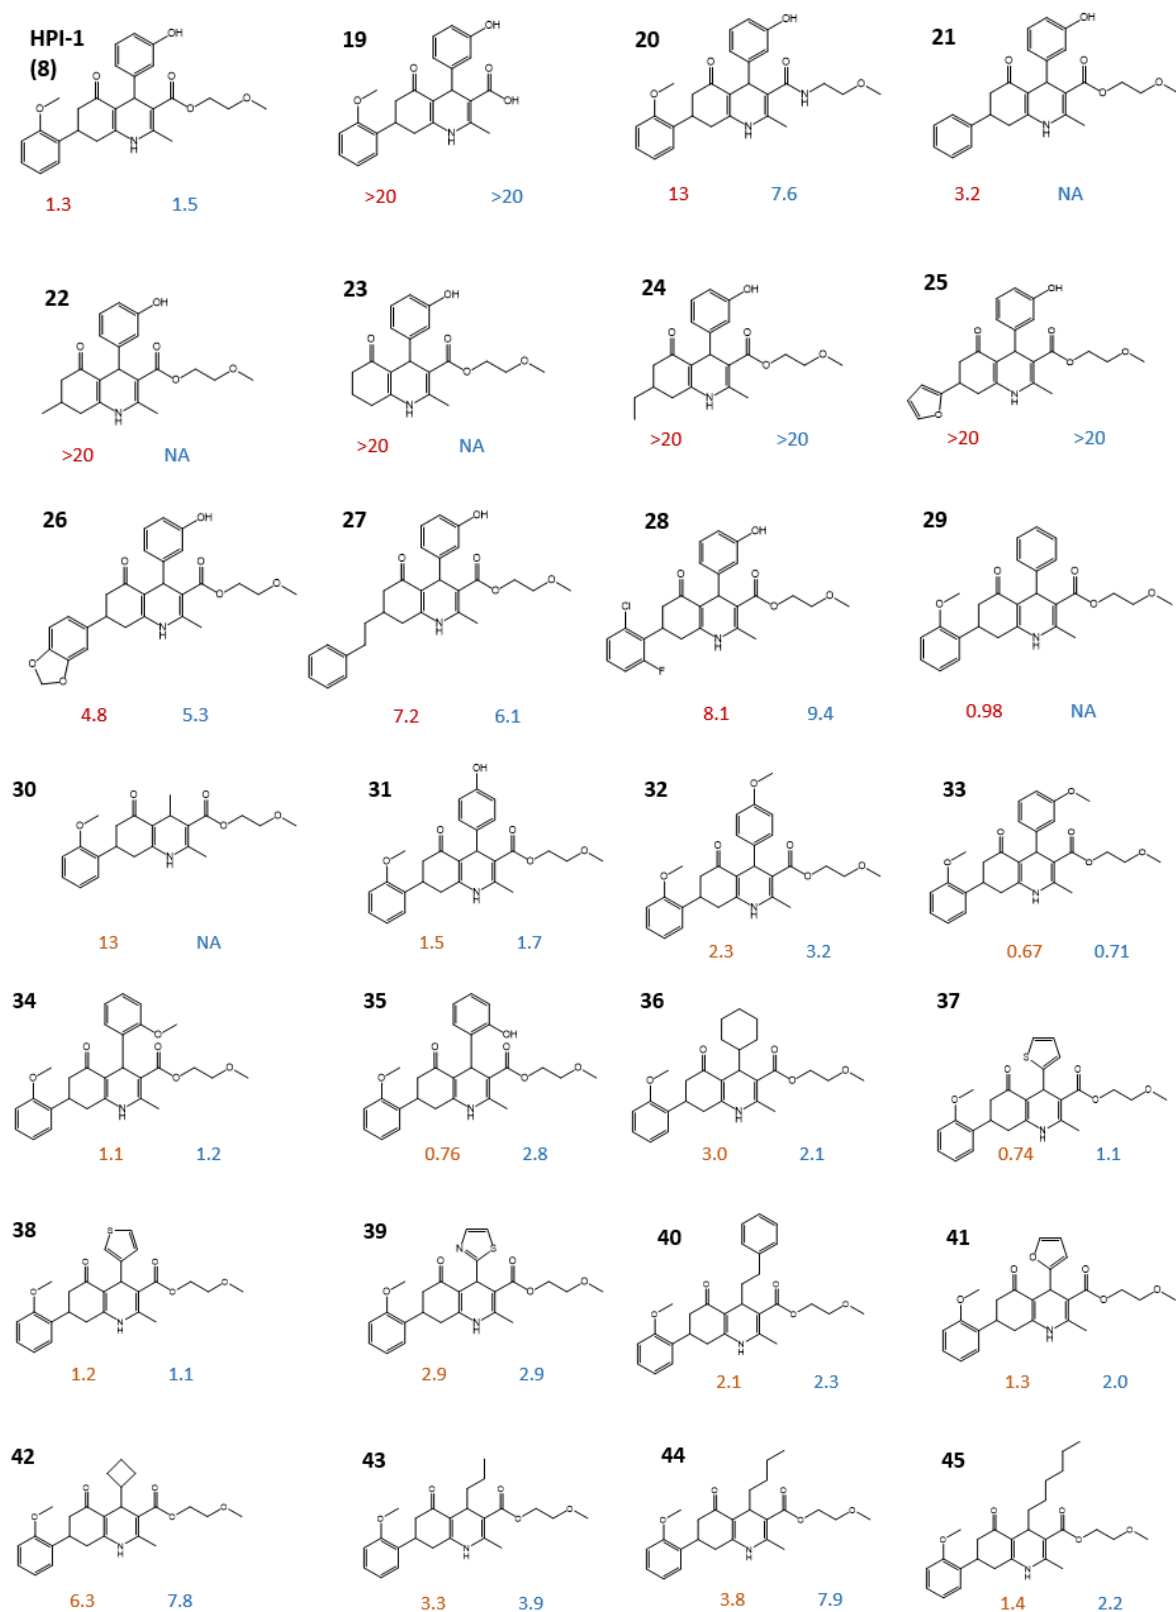

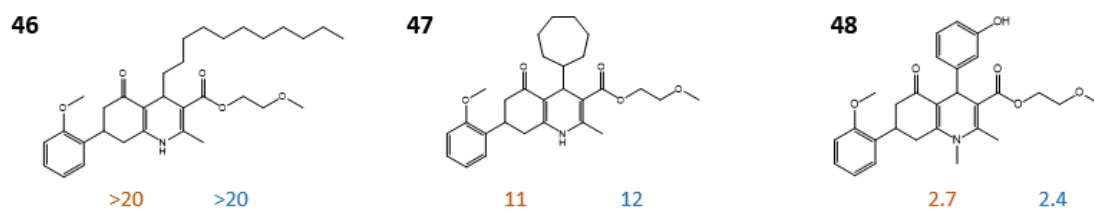

Supplementary Fig. 11. Structures of HPI-1 analogs described by the patent of Chen et al. ^[1] and their IC₅₀ (μM) on Shh-LIGHT2 cells stimulated with ShhN (in red) or SAG (in blue).

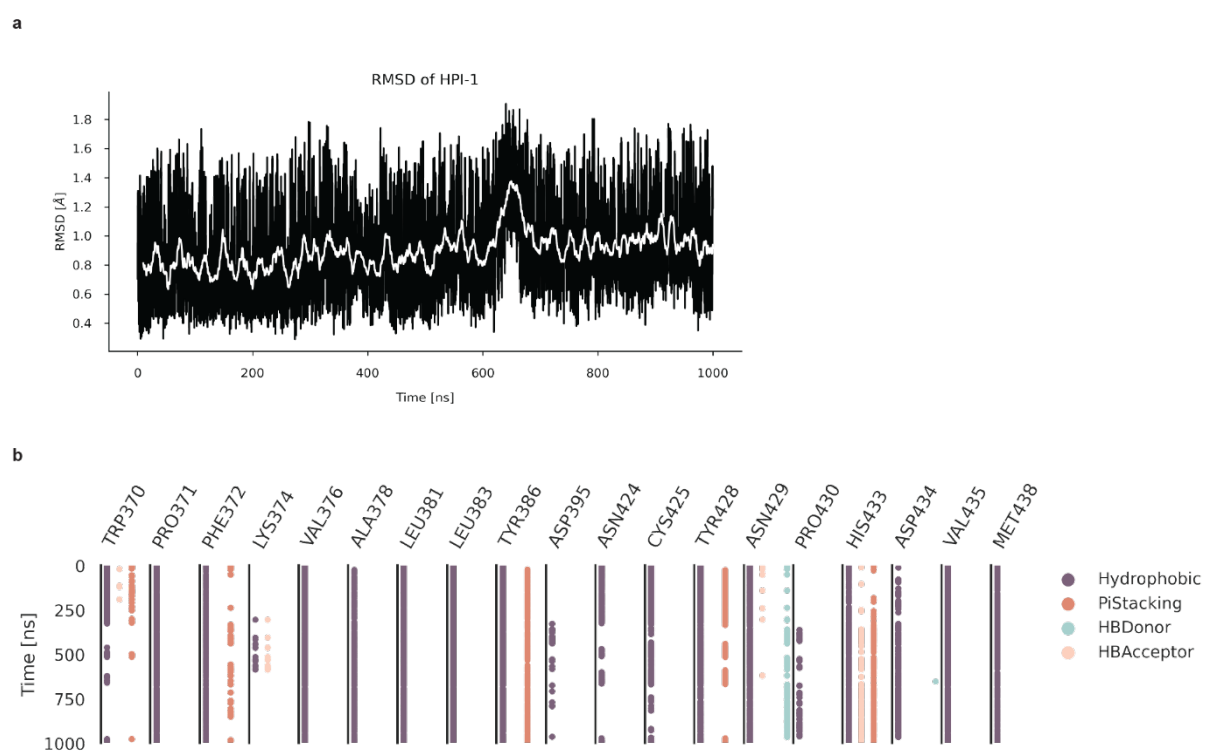

Supplementary Fig. 12. **RMSD of HPI-1 binding to BRD2(2).** a) Ligand stability assessed by its RMSD over the trajectory. The fluctuations are shown in black and the rolling average over 10 ns is in white b) HPI-1 interactions with the binding site residues along the MD trajectory.

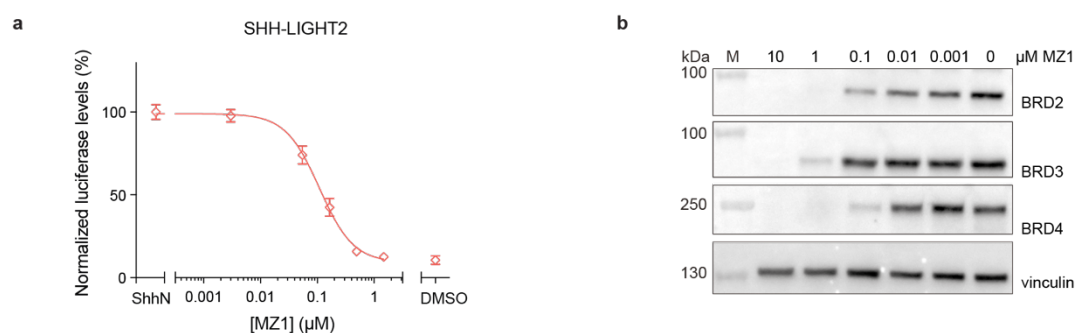

Supplementary Fig. 13. **MZ1 is a potent Hedgehog pathway inhibitor with limited selectivity in NIH-3T3 cells.** a) Representative dose-response curve in SHH-LIGHT2 cells. Three independent experiments. Mean $\pm$ SD is plotted. b) SHH-GFP cells were treated with the indicated concentrations of MZ1 for 3.5 h, before being lysed and probed for BRD2/3/4.

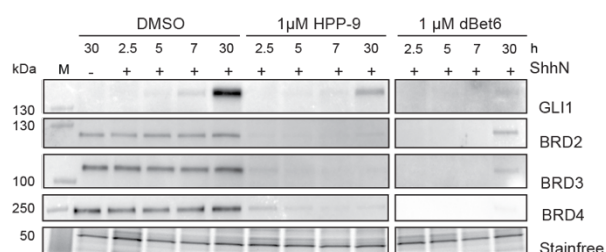

Supplementary Fig. 14. **dBet6 and HPP-9 degrade BET bromodomains at different speed.** SHH-GFP cells were treated with 1 μ M of HPP-9 or dBet6 for the indicated times and lysates were probed for GLI1, BRD2, BRD3 and BRD4 by WB. Representative blot of two independent experiments is shown.

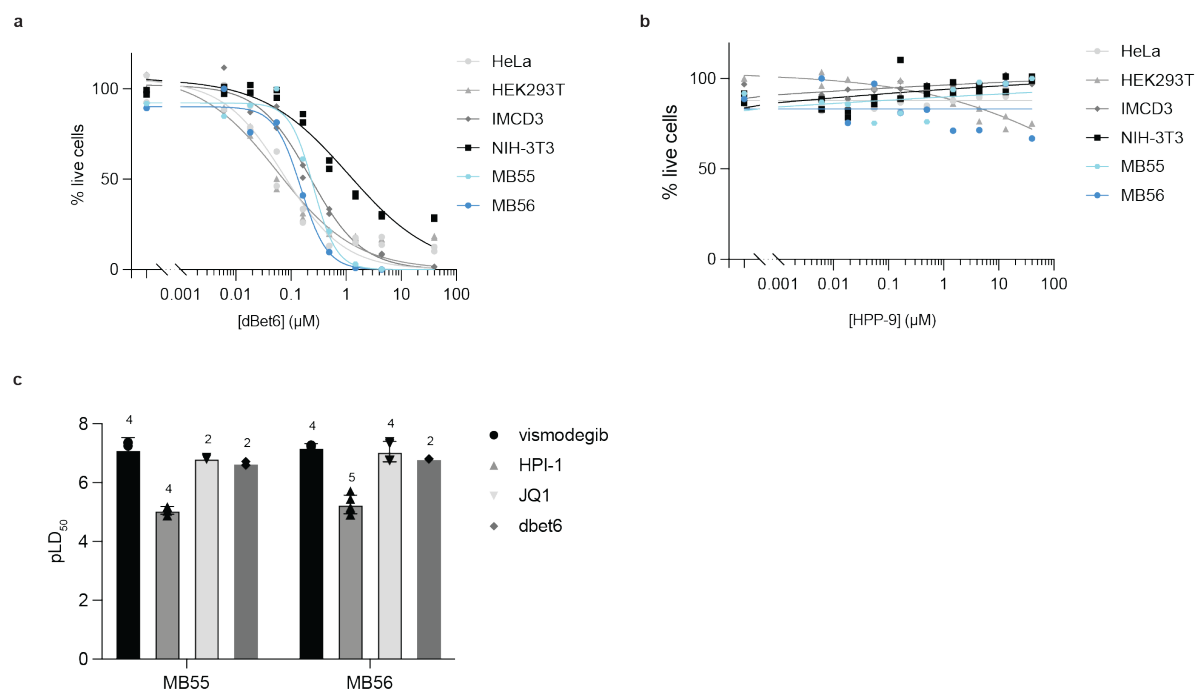

Supplementary Fig. 15. **dBet6 shows much higher toxicity than HPP-9.** The indicated cell lines were incubated with varying concentrations of a) dBet6 or b) HPP-9 and cell viability was measured 48 h later, or, for MB55/MB56 168 h later. Representative curves of 2 independent experiments are shown, performed in duplicate. Individual values are plotted as symbols. c) pLD₅₀ values for the indicated compounds in MB55 and MB56 spheroid cell viability assays. N independent experiments as indicated above the bars. Mean $\pm$ SD is plotted when $N > 3$.

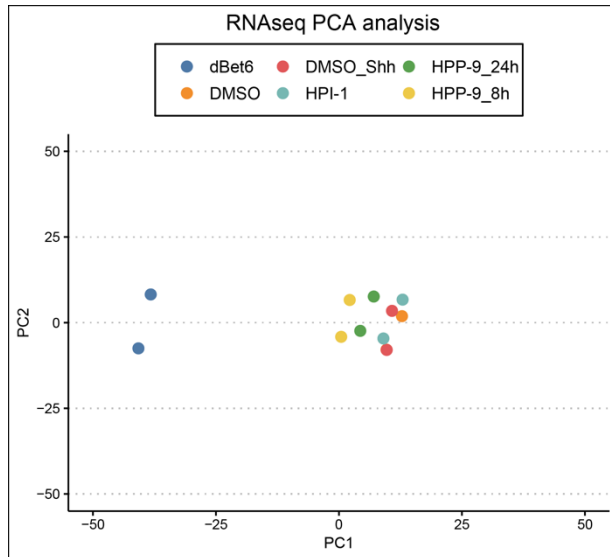

Supplementary Fig. 16. **Principal component analysis of RNAseq experiments.** Principal component analysis of replicate RNA seq experiments shows good agreement between replicates and highlights major changes in gene expression induced by dBet6 treatment.

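On the main axis, the libraries with dBet6 stood apart from all others, and those with HPP-9 lay on the side of dBet6 from HPI-1. The first component, computed from log2 cpm after TMM of the 500 genes with the largest variance, held 78.1% of the variance. The dBet6 libraries scored 87.7 and 78.1 on it. The other 10 libraries scored between −21.5 and −6.00, with −7.25 and −6.00 for HPP-9 at 8 h, −14.5 and −15.2 for HPP-9 at 24 h and −20.2 and −21.5 for HPI-1. The second component held 7.01% and the third 6.43%. With all 14039 tested genes the first component held 57.7%, and with library size alone 86.2%. The correlation across genes of the deviations of replicate 1 from the condition mean was between 0.289 and 0.563 for the 15 pairs of conditions.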

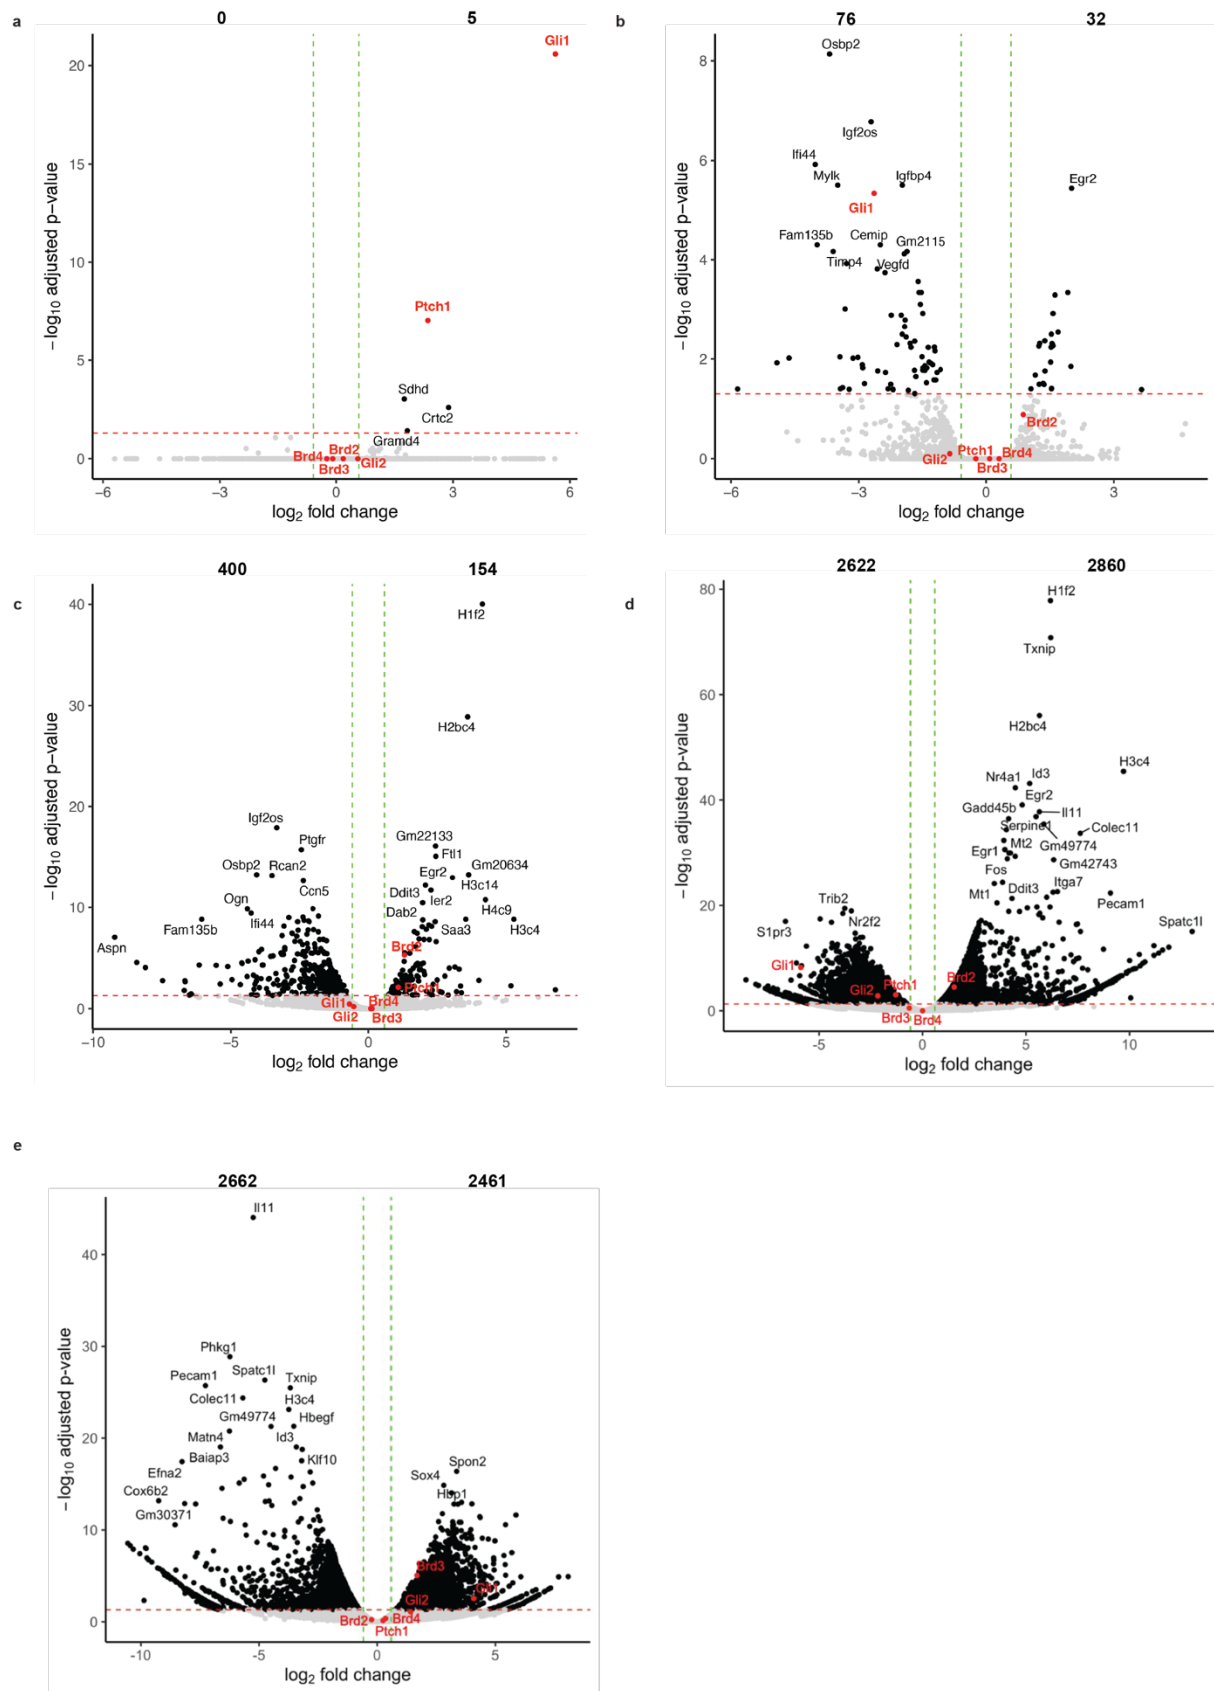

Supplementary Fig. 17. **RNAseq analysis reveals large differences between compound treatments.** Volcano plots showing differentially expressed genes in SHH-GFP cells treated with DMSO alone or

DMSO, 10 μ M HPI-1, 1 μ M HPP-9 or 1 μ M dBet6 for 8 hours (and 24 h exclusively for the HPP-9 sample) in the presence of ShhN. 

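Adding ShhN for 8 h raised Gli1 and left nearly all other transcripts without a change that passed the test. Gli1 rose from 0.529 cpm with DMSO to 27.0 cpm with DMSO + ShhN on the library-size scale (n = 2 each), a log2 fold change of 5.61 (standard error 0.61, 95% interval 4.26 to 6.96, adjusted p = 0.0329 from edgeR's quasi-likelihood test). It was the 1 gene called. Ptch1 went from 5.47 to 28.9 cpm, a log2 fold change of 2.36 (standard error 0.33), with adjusted p = 0.163 from edgeR, 0.000534 with the replicate block and 1.03e-06 from DESeq2. Of 11 Hedgehog target genes 1 rose and none fell (3 and 0 when adjusted over the list alone and with the block), and the list had adjusted p = 0.24 with an estimated correlation in the camera test. Immediate early genes had a median log2 fold change of −0.51, above 0 for 8 of 31, and none passed over all genes. Their camera adjusted p was 6.44e-06 at the preset correlation and 0.284 with an estimated one. Histone genes had a median of −0.32, above 0 for 7 of 25 (camera adjusted p = 0.0239 at the preset correlation and 0.284 with an estimated one). DMSO + ShhN is the control for each compound. Rises of these lists with compounds thus start from a control in which they leaned lower. Of 20 genes of Hedgehog pathway components none passed over all genes by edgeR, 1 had an unadjusted p under 0.05, and 1 rose when adjusted over the list alone, by DESeq2 and with the block. With the block, 41 genes were higher and 13 lower, and DESeq2 without it called 7 genes higher and 0 lower. The call by edgeR without the block was lost without any 1 of the 4 libraries compared. It was also lost without 1 library of HPI-1 or of HPP-9 for 24 h, which were not compared. Each such fit also reran the filter on low counts and estimated the spread anew.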

Two independent experiments, padj < 0.05 and 1.5x fold change. a) DMSO vs DMSO + ShhN; b) DMSO + ShhN vs HPI-1 + ShhN; c) DMSO + ShhN vs HPP-9-24h + ShhN; d) DMSO + ShhN vs dBet6 + ShhN; e) dBet6 + ShhN vs HPP-9-8h + ShhN. Related to Fig. 5f. Exact p values can be found in Supplementary Data 3 and were determined using the default settings of DeSeq2, which uses the Wald test and for the adjusted p (padj) values, that correct for multiple testing, the Benjamin-Hochberg correction was performed.

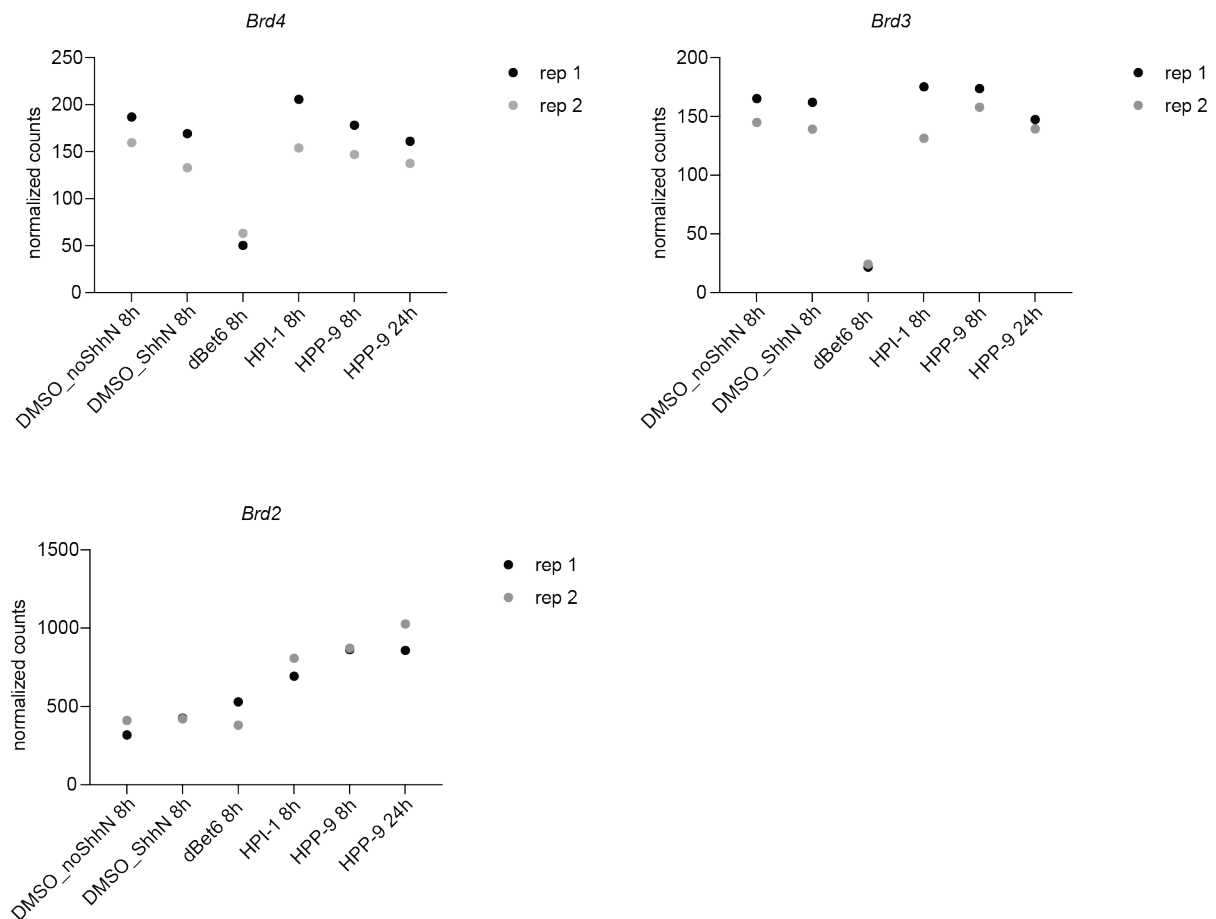

Supplementary Fig. 18. **Effects of compounds on *Brd2/3/4* transcript levels.** RNAseq analysis of SHH-GFP cells that were treated with DMSO, 1 μ M dBet6, 1 μ M HPP-9 or 10 μ M HPI-1 in the presence of ShhN for 8 h (and 24 h for HPP-9). Normalized counts (cpm) for two independent experiments are shown.

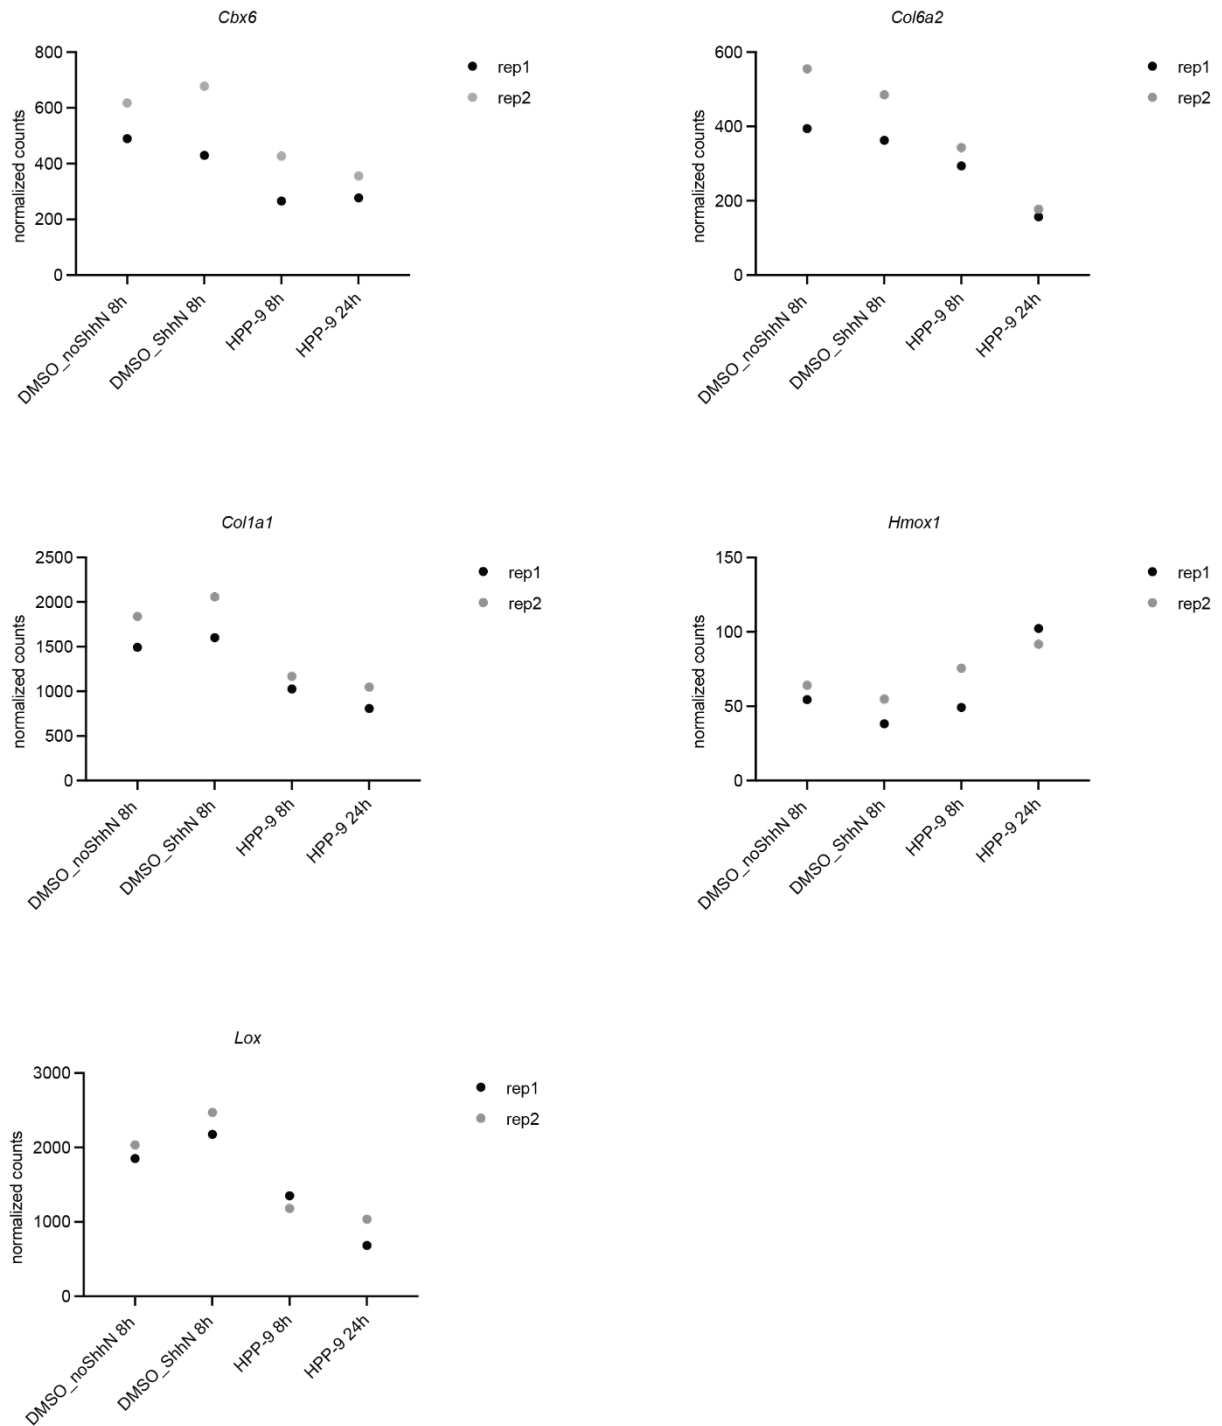

Supplementary Fig. 19. **Effect of HPP-9 on transcript levels of proteomic hits.** RNAseq analysis of SHH-GFP cells that were treated with DMSO or 1 μ M HPP-9 in the presence of ShhN for 8 h or 24 h. Normalized counts (cpm) for two independent experiments are shown.

2. Supplementary Methods

2.1 General

Briefly, reagents for synthesis were purchased from Fluka, Sigma-Aldrich, TCI and Acros. Salts of the best grade available from Fluka or Sigma-Aldrich were used as received. Column chromatography was carried out on silica gel 60 (SilicaFlash P60, 40-63 μm). Analytical (TLC) and preparative thin layer chromatography (PTLC) were performed on silica gel 60 (Merck, 0.2 mm) and silica gel GF (SiliCycle, 1 or 0.25 mm), respectively. Reverse phase flash chromatography was performed on a Biotage® Isolera Spektra using pre-packed 12 g Biotage® SNAP Ultra C18 cartridge. LCMS were recorded using a Thermo Scientific Accela HPLC equipped with a Thermo C18 Hypersil GOLD column (50 $\times$ 2.1 mm, 1.9 μm particles size) coupled with a LCQ Fleet three-dimensional ion trap mass spectrometer (ESI, Thermo Scientific) with a linear elution gradient from 95% H_2O / 5% CH_3CN + 0.1% TFA to 10% H_2O / 90% CH_3CN + 0.1% TFA in 4.0 minutes at a flow rate of 0.75 mL/min (B5), 70% H_2O / 30% CH_3CN + 0.1% TFA to 10% H_2O / 90% CH_3CN + 0.1% TFA in 4.0 minutes at a flow rate of 0.75 mL/min (B30) or 40% H_2O / 60% CH_3CN + 0.1% TFA to 10% H_2O / 90% CH_3CN + 0.1% TFA in 4.0 minutes at a flow rate of 0.75 mL/min (B60). All ^1H and ^{13}C NMR spectra were recorded (as indicated) on a Bruker 300 MHz, 400 MHz, or 500 MHz spectrometer at room temperature (25 $^\circ\text{C}$) and are reported as chemical shifts (δ) in ppm relative to TMS ($\delta = 0$). Spin multiplicities are reported as a singlet (s), doublet (d), triplet (t), quartet (q), and quintet (p) with coupling constants (J) given in Hz, or multiplet (m). Broad peaks are marked as br. ^1H and ^{13}C resonances were assigned with the aid of additional information from 1D and 2D NMR spectra (H,H-COSY, DEPT 135, HSQC and HMBC). Diastereomeric pair ratios were determined by integration of at least two pairs of signals corresponding to the two diastereomeric pairs present in the sample (inset). Reverse phase HPLC purification was performed using an Agilent Technologies 1260 infinity HPLC equipped with a BSE1ICO-2520 Scorpius-C18e-HP column, 100 $\text{\AA}$, 5 μm , 21.2 $\times$ 250 mm. Samples were analyzed at the Chemical Biology Mass Spectrometry core facility (ChemBioMS, University of Geneva) by chip-based nanospray infusion using a TriVersa NanoMate (Advion Interchim Scientific, Harlow, UK) hyphenated to a high resolution Q Exactive Plus hybrid quadrupole-orbitrap mass spectrometer (ThermoFisher Scientific, Reinach, Switzerland). Analyte was dissolved in 50% CH_3OH / 50% CH_3CN (10 mM final concentration) and 5 μL were infused at a chip voltage of 1.3kV with 0.3 bar N_2 backpressure. The inlet capillary temperature was 100 $^\circ\text{C}$ and S-lens RF level was 40. Full scan HRMS acquisition was performed over m/z 300-2200 at 140k resolution with maximum injection time of 50ms and AGC parameter of 1e6. Acquisition software was ChipSoft v.8.3.1 (Advion) for controlling the TriVersa NanoMate and Xcalibur v.4.4 (Thermo) for the mass spectrometer. MS data was processed with FreeStyle software v.1.7 (Thermo). All mass data are reported as mass-per-charge ratio m/z (intensity in %, [assignment]).

2.2 Abbreviations.

BMIMBF₄: 1-Butyl-3-methyl-imidazolium-tetrafluoroborate; DIAD: Diisopropyl azodicarboxylate; DIPEA: N,N-Diisopropylethylamine; DMF: Dimethylformamide; DMSO: Dimethyl sulfoxide; HATU: Hexafluorophosphate azabenzotriazole tetramethyl uronium; HBTU: 3 [Bis (dimethylamino) methylumyl]-3 *H* -benzotriazole-1-oxide hexafluorophosphate; n-Buli: n-Butyllithium; PPh₃: Triphenylphosphine; rt: Room temperature; TBAF: Tetra-n-butylammonium fluoride; TBMSCl: Tert-Butyldimethylsilyl chloride TBTA: Tris((1- benzyl-1*H*-1,2,3-triazol-4-yl)methyl)amine; TEA: Triethylamine; TFA: Trifluoroacetic acid; THF: Tetrahydrofuran; TsCl: 4-Toluenesulfonyl chloride.

2.3 Synthesis

Multicomponent Hantzsch reaction

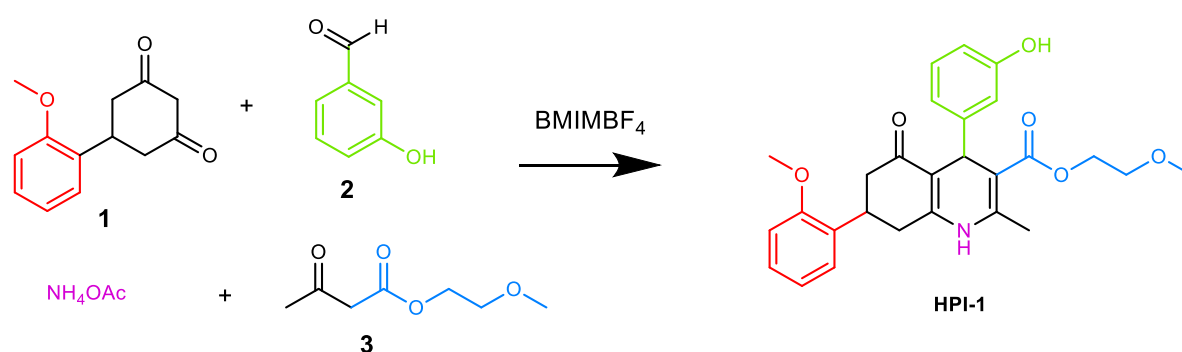

Supplementary Fig. 20. Synthesis of **HPI-1** through Hantzsch reaction.

Hantzsch reaction building blocks

Compound 1 was prepared following previously reported procedures^[2]

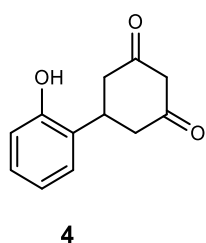

Compound 4. In a tri-necked flask the dione **1** (500 mg, 2.3 mmol, 1 eq.) was added and then the system was put under N₂. Next, it was dissolved in anhydrous CH₂Cl₂ (32 ml) and cooled to 0 °C. A 1.0 M BBr₃ solution in CH₂Cl₂ (6.9 ml, 6.9 mmol, 3 eq.) was added dropwise and slowly and the resulting mixture stirred for two days at rt. The reaction mixture was quenched with cold water and the forming

precipitate was filtered and dried in a Büchner funnel to give **4** as a white powder (130 mg, 28%). ^1H NMR (400 MHz, CD_2Cl_2): δ 6.97-7.09 (m, 2H), 6.68-6.81 (m, 2H), 3.59-3.65 (m, 1H), 3.27 (s, 2H), 2.62-2.72 (m, 2H), 2.44-2.54 (m, 2H) ppm.

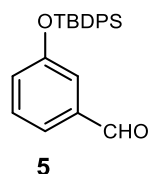

Compound 5. Tert-butyldiphenylsilyl chloride (0.56 mL, 2.4 mmol) was added dropwise to a stirred solution of 3-hydroxybenzaldehyde (300 mg, 2 mmol) and imidazole (300 mg, 4.4 mmol) in DMF (1 mL) at room temperature. The reaction mixture was stirred for 10 h. Subsequently, water (2 mL) was added and the resulting mixture was extracted with diethyl ether (5 mL) three times. Combined organic layers were dried over anhydrous MgSO_4 and concentrated under high vacuum. The crude product was purified by column chromatography on silica gel (Pentane/EtOAc, 10:1, R_f =0.45) to afford the aldehyde **5** as a colorless oil (690 mg, 96% yield). ^1H NMR (400 MHz, CDCl_3): δ 9.82 (s, 1H), 7.69-7.73 (d, 4H), 7.40-7.47 (m, 7H), 7.35-7.39 (m, 1H), 7.19-7.30 (m, 1H), 6.93-6.97 (dd, 1H), 1.12 (s, 9H) ppm.

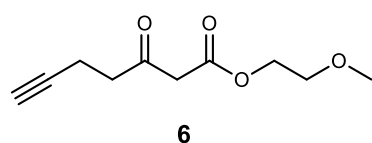

Compound 6. A heterogeneous mixture of NaH (60% suspension in mineral oil) (420 mg, 10.5 mmol, 2.1 eq) in dry THF (8 mL) at 0 °C was slowly added to 2-methoxyethyl acetoacetate (0.8 mL, 5 mmol, 1.0 eq). After 30 min the yellow heterogeneous mixture was added to the solution of n-BuLi (1.6 M in hexane) (3.75 mL, 6 mmol, 1.2 eq) at 0 °C and the resulting deep red-orange heterogeneous mixture was allowed to stir for an additional 30 min before it was cooled to -78 °C. Propargyl bromide (0.7 mL, 6.5 mmol, 1.3 eq) was then added slowly to the reaction mixture. The reaction continued to stir for 2 h before it was quenched by slow addition of water. The mixture was extracted with EtOAc and the combined organic phases were washed with sat. aq. NaCl and dried over anh. Na_2SO_4 , concentrated under reduced pressure and purified by silica gel column chromatography (Petroleum ether/EtOAc 2.5:1, R_f =0.38) to yield the desired product as a pale-yellow oil (400 mg, 40 %). ^1H NMR (400 MHz, CDCl_3) δ 4.30 (dd, J = 5.5, 3.7 Hz, 2H), 3.61 (dd, J = 5.6, 3.9 Hz, 2H), 3.52 (s, 2H), 3.38 (s, 3H), 2.82 (t, J = 7.5 Hz, 2H), 2.47 (td, J = 7.4, 2.5 Hz, 2H), 1.96 (q, J = 2.7, 2.2 Hz, 1H).

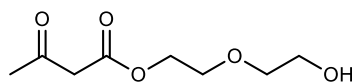

7

Compound 7. A solution of diethylene glycol (743 mg, 7 mmol) and 2,2,6-trimethyl-4H-l,3-dioxin-4-one (1 g, 7 mmol) in 1.4 mL of xylene was placed in a 50-mL Erlenmeyer flask. The flask was immersed in an oil bath that had been preheated to 150 °C, and the solution was vigorously stirred. The evolution of acetone became apparent within several minutes, heating was continued for a total of 30 min. The reaction was cooled, the xylene was removed in vacuo. Purification by silica gel column chromatography (CH₂Cl₂/MeOH 100:1, R_f=0.44) to afford compound **7** as a yellow oil. ¹H NMR (400 MHz, CDCl₃) δ 4.35 – 4.30 (m, 2H), 3.76 – 3.70 (m, 4H), 3.62 – 3.58 (m, 2H), 3.49 (d, *J* = 3.4 Hz, 2H), 2.27 (s, 3H), 1.91 (s, 1H).

HPI-1 (General procedure for Hantzsch reaction)^[2]. HPI-1. To a dry round-bottom flask was added **1** (0.100 g, 0.460 mmol), **2** (56 mg, 0.46 mmol), **3** (73 mg, 0.46 mmol), ammonium acetate (35 mg, 0.46 mmol), and the ionic liquid BMIMBF₄ (10 μL). The mixture was stirred for 15 min at 90 °C, after which it was cooled to rt and directly purified by silica gel column chromatography (Pentane/EtOAc 3:7, R_f = 0.40) to give **HPI-1** as a pale-yellow solid (140 mg, 66%). ¹H NMR (400 MHz, CDCl₃): δ 7.22 – 6.61 (m, 8H), 6.21 (br, 1H, NH), 5.14 (s, 1H), 4.25 – 4.13 (m, 2H), 3.79 (s, 3H), 3.64 – 3.57 (m, 1H), 3.56 – 3.53 (m, 2H), 3.32 (s, 3H), 2.77 – 2.54 (m, 4H), 2.37 (s, 3H). ¹³C NMR (101 MHz, CDCl₃): δ 196.2, 167.3, 157.1, 155.7, 150.4, 148.3, 143.9, 130.2, 129.1, 128.1, 127.1, 120.7, 120.1, 115.3, 113.3, 112.6, 110.7, 105.9, 70.5, 62.8, 58.7, 55.2, 42.2, 36.2, 33.2, 33.0, 19.5. LC-MS (ES⁺): *m/z* 464.09 [M+H]⁺.

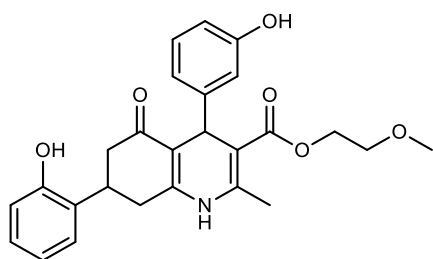

HPI-1-A

HPI-1-A was synthesized following the general procedure for Hantzsch reaction, engaging **2** (33 mg, 0.22 mmol), **3** (35 mg, 0.22 mmol), **4** (45 mg, 0.22 mmol), ammonium acetate (17 mg, 0.22 mmol), and the ionic liquid BMIMBF₄ (5 μL). The resulting crude was purified by column chromatography (Pentane/EtOAc 1:1, R_f = 0.3) to yield **HPI-1-A** as a yellow powder (33 mg, 33%). ¹H NMR (400 MHz, MeOD and CDCl₃): δ 6.92–6.38 (m, 8H), 5.14 (s, 1H), 4.18 (m, 2H), 3.80 (s, 3H), 3.55 (m, 2H), 3.32 (s, 3H), 2.56–2.47 (m, 4H), 2.16 (s, 2H) ppm. LC-MS (ES⁺): *m/z* 450.08 [M+H]⁺.

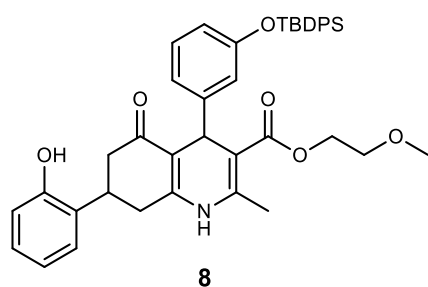

Compound 8 was synthesised following the general procedure for Hantzsch reaction, engaging **5** (80 mg, 0.22 mmol), **3** (35 mg, 0.22 mmol), **4** (45 mg, 0.22 mmol), ammonium acetate (17 mg, 0.22 mmol), and the ionic liquid BMIMBF₄ (5 μ L). The resulting crude was purified by column chromatography (Pentane/EtOAc 1:1, R_f = 0.45) to yield **8** as a yellow powder (30 mg, 20%). LC-MS (ES⁺): m/z 688.17 [M+H]⁺.

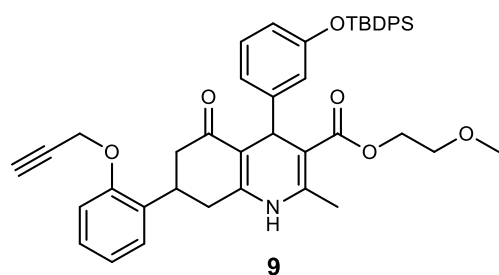

Compound 9. Compound **8** (30 mg, 0.044 mmol) was dissolved in 5 ml of acetone and 1.4 eq of anhydrous potassium carbonate (8.5 mg, 0.061 mmol) was added and refluxed for 45 min. Then 2 eq of propargyl bromide (0.009 mL, 0.088 mmol) were added to the mixture and refluxed for 16 h. The reaction was monitored by LC-MS until the consumption of the starting material. The solvent was evaporated in vacuo and the residue redissolved in EtOAc and washed with water 3 times and once with brine to yield **9** as a brown oil (28 mg, 89%). LC-MS (ES⁺): m/z 726.22 [M+H]⁺.

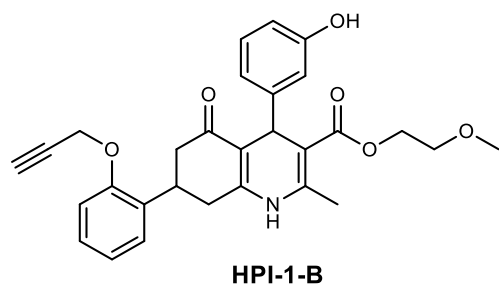

HPI-1-B. 9 (28 mg, 0.039 mmol, 1.0 eq) was dissolved in THF (0.5 mL). To this solution was added 1.0 M TBAF (0.077 mL, 0.077 mmol in THF, 2.0 eq) and the mixture was stirred at 40 °C overnight under an argon atmosphere. The resulting solution was concentrated in vacuo and the resulting oil was taken up in EtOAc. The solution was washed with water (3x), washed with saturated NH₄Cl (5x) to remove the salts, dried with MgSO₄, and concentrated in vacuo. The resulting crude was purified by column chromatography (CH₂Cl₂/MeOH 15:1, R_f = 0.34) to give **HPI-1-B** as a yellow oil (10 mg, 53%). ¹H NMR (400 MHz, CDCl₃) δ 7.25 – 7.15 (m, 1H), 7.11 (dd, *J* = 7.7, 1.7 Hz, 1H), 7.07 – 6.92 (m, 3H), 6.91 – 6.79 (m, 2H), 6.67 (s, 1H), 6.60 (ddd, *J* = 8.1, 2.6, 1.0 Hz, 1H), 6.53 – 6.48 (m, 1H), 5.11 (d, *J* = 15.6 Hz, 1H), 4.67 (q, *J* = 2.1, 1.5 Hz, 2H), 4.26 – 4.08 (m, 2H), 3.54 (td, *J* = 4.8, 3.2 Hz, 3H), 3.30 (d, *J* = 3.6 Hz, 3H), 2.76 – 2.42 (m, 5H), 2.29 (d, *J* = 12.2 Hz, 3H), 1.79 (s, 1H). LC-MS (ES⁺): *m/z* 488.09 [M+H]⁺.

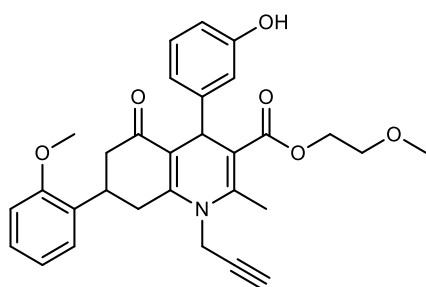

HPI-1-C

HPI-1-C. A solution of **1** (460 mg, 2 mmol), **2** (226 mg, 2 mmol), **3** (320 mg, 2 mmol) and propargylamine hydrochloride (184 mg, 2 mmol) in pyridine (2 mL) was refluxed for 24 hours. Then the reaction mixture was poured in cold water and extracted 3 times with EtOAc, dried with MgSO₄, filtered, and concentrated under reduced pressure. Finally, it was purified by column chromatography (Pentane/EtOAc 6:4, R_f = 0.48) to give **HPI-1-C** as a yellow powder (230 mg, 15%). ¹H NMR (400 MHz, CDCl₃): δ 7.26-6.59 (m, 8H), 5.17 (s, 1H), 4.35-4.18 (m, 4H), 3.80 (s, 3H), 3.60-3.65 (m, 1H), 3.55 (m, 2H), 3.32 (s, 3H), 3.06-3.10 (m, 1H), 2.89-2.65 (m, 3H), 2.64 (s, 3H), 2.42 (s, 1H) ppm. LC-MS (ES⁺): *m/z* 502.02 [M+H]⁺.

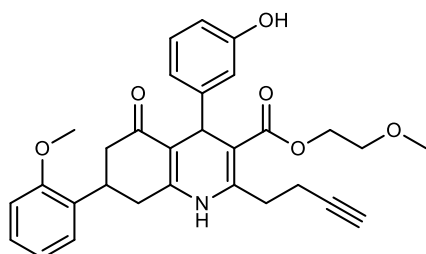

HPI-1-D

HPI-1-D was synthesised following the general procedure for Hantzsch reaction, engaging **1** (65 mg, 0.3 mmol), **2** (37 mg, 0.3 mmol), **6** (60 mg, 0.22 mmol), ammonium acetate (23 mg, 0.3 mmol), and

the ionic liquid BMIMBF₄ (7 μ L). The resulting crude was purified by column chromatography (Pentane/EtOAc 4:7, R_f = 0.41) to yield **HPI-1-D** as a yellow oil (62 mg, 41%). ¹H NMR (400 MHz, CDCl₃) δ 7.21 (d, J = 0.9 Hz, 1H), 7.08 (d, J = 16.4 Hz, 1H), 6.99 (dd, J = 2.6, 1.5 Hz, 1H), 6.96 – 6.87 (m, 2H), 6.84 (ddd, J = 8.0, 6.9, 1.1 Hz, 2H), 6.61 (ddd, J = 8.1, 2.6, 1.0 Hz, 1H), 5.12 (d, J = 18.1 Hz, 1H), 4.25 – 4.06 (m, 2H), 3.77 (d, J = 5.7 Hz, 3H), 3.65 – 3.56 (m, 1H), 3.53 (t, J = 4.8 Hz, 2H), 3.30 (d, J = 3.9 Hz, 3H), 3.14 – 3.02 (m, 1H), 2.80 – 2.46 (m, 7H), 2.04 (q, J = 2.9 Hz, 1H). LC-MS (ES⁺): m/z 502.299 [M+H]⁺.

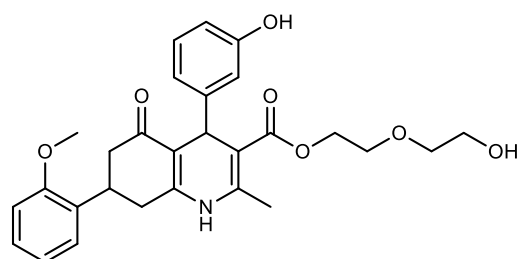

HPI-1-E

HPI-1-E was synthesised following the general procedure for Hantzsch reaction, engaging **1** (65 mg, 0.3 mmol), **2** (37 mg, 0.3 mmol), **7** (57 mg, 0.22 mmol), ammonium acetate (23 mg, 0.3 mmol), and the ionic liquid BMIMBF₄ (7 μ L). The resulting crude was purified by column chromatography (CH₂Cl₂/MeOH 100:6, R_f = 0.52) and then reverse phase chromatography (BGB Scorpius C18 4.5 g, H₂O + 0.1% TFA/CH₃CN + 0.1% TFA 70:30 to 20:80) to yield **HPI-1-D** as a pale yellow powder (32 mg, 22%). ¹H NMR (500 MHz, MeOD) δ 7.25 – 7.12 (m, 2H), 7.05 – 6.90 (m, 3H), 6.79 (d, J = 1.8 Hz, 2H), 6.59 – 6.50 (m, 1H), 5.01 (d, J = 24.1 Hz, 1H), 4.24 – 4.10 (m, 2H), 3.80 (d, J = 8.0 Hz, 3H), 3.66 – 3.62 (m, 3H), 3.60 – 3.40 (m, 3H), 2.86 – 2.39 (m, 4H), 2.36 (d, J = 8.1 Hz, 3H). LC-MS (ES⁺): m/z 494.03 [M+H]⁺.

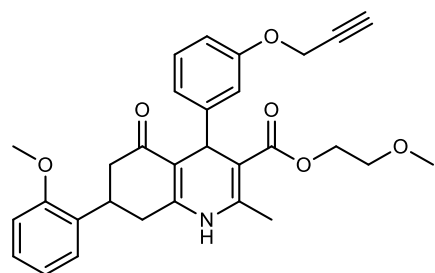

HPI-1-F

HPI-1-F. To a solution of **HPI-1** (424 mg, 0.91 mmol) in acetone (74 mL) was added anhydrous K₂CO₃ (177 mg, 1.28 mmol) followed by propargyl bromide (80% w/v in toluene, 0.16 mL, 1.83 mmol). The reaction mixture was refluxed overnight, after which it was cooled and concentrated *in vacuo*. The resulting residue was re-dissolved in EtOAc, washed with H₂O, dried over MgSO₄, and concentrated. The resulting crude was purified by silica gel column chromatography (pentane/EtOAc 3:2, R_f = 0.32) and reverse phase chromatography (BGB Scorpius C18 4.5 g, H₂O + 0.1% TFA/CH₃CN + 0.1% TFA 70:30 to 20:80) to give **HPI-1-F** as a pale-yellow solid (270 mg, 59%). ¹H NMR (400 MHz, CDCl₃): δ 7.25 –

6.71 (m, 8H), 6.07 (br, 1H, NH), 5.16 (s, 1H), 4.66 – 4.58 (m, 2H), 4.20 – 4.14 (m, 2H), 3.78 (s, 3H), 3.66 – 3.58 (m, 1H), 3.52 (t, $J = 5.1$ Hz, 2H), 3.31 (s, 3H), 2.77 – 2.54 (m, 4H), 2.53 (t, $J = 2.4$ Hz, 1H), 2.38 (s, 3H). ^{13}C NMR (101 MHz, CDCl_3): δ 195.6, 167.2, 157.6, 157.1, 149.5, 148.7, 143.9, 130.4, 128.8, 128.0, 127.0, 121.7, 120.7, 114.9, 112.8, 112.0, 110.7, 105.7, 78.8, 75.3, 70.5, 62.9, 58.9, 55.7, 55.1, 42.4, 36.4, 33.2, 33.0, 19.5. LC-MS (ES^+): m/z 502.08 $[\text{M}+\text{H}]^+$.

VHL ligand was prepared following previous reported procedures^[3,4]

Pomalidomide was prepared following previous reported procedures^[5]

Hydroxythalidomide and **compound 10** were prepared following previous reported procedures^[6].

Linker-1 was prepared following previous reported procedures^[7].

Linker-2 was prepared following previous reported procedures^[8].

Linker-4 was prepared following previous reported procedures^[9].

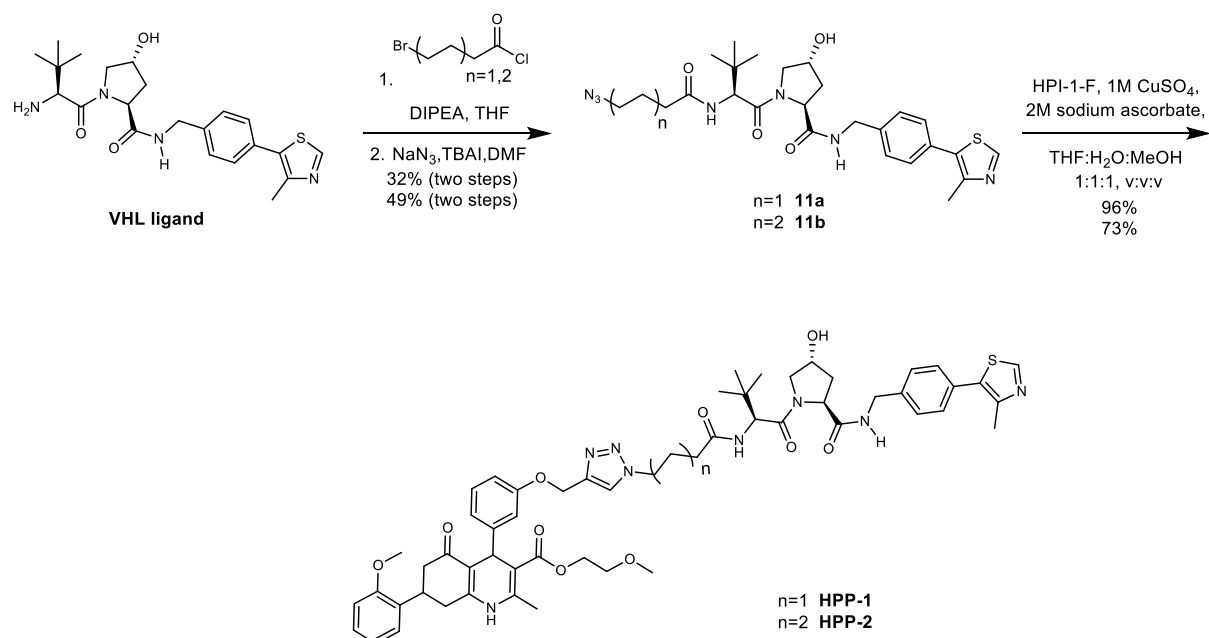

Supplementary Fig. 21. Synthesis of **HPP-1** and **HPP-2**.

Compound 11a. To a solution of **VHL ligand** (10 mg, 0.23 mmol) in anhydrous THF (1.0 mL) was added DIPEA (80 μ L, 0.46 mmol) and stirred for 10 min at 0 °C. 4-bromobutanoyl chloride (54 μ L, 0.46 mmol) was added slowly and stirred for 2 hours at 0 °C. Upon completion, CH₂Cl₂/MeOH (9:1) solution was added to the reaction mixture. The organic layer was washed with H₂O, dried over MgSO₄, and concentrated to give the crude as a brown solid; R_f = 0.52 (CH₂Cl₂/MeOH 10:1). LC-MS (ES⁺): m/z 578.81 [M+H]⁺. The resulting crude was re-dissolved in anhydrous DMF (0.3 mL). NaN₃ (34 mg, 0.52 mmol) and TBAI (3 mg, 5 mol %) were added and the mixture was stirred at 80 °C for 16 h. After cooling to rt, the reaction mixture was extracted with CH₂Cl₂ ($\times$ 3). The organic layer was dried over MgSO₄ and concentrated. The resulting crude was purified by PTLC (SiO₂, CH₂Cl₂/MeOH 15:1, eluted once) to give **11a** as an off-white solid (40 mg, 32% two steps); R_f = 0.32 (CH₂Cl₂/MeOH 15:1). ¹H NMR (400 MHz, CDCl₃): δ 8.71 (s, 1H), 7.39 – 7.33 (m, 4H), 6.11 (d, J = 9.0 Hz, 1H), 4.73 (t, J = 7.6 Hz, 1H), 4.61 – 4.54 (m, 2H), 4.47 (s, 1H), 4.33 (d, J = 15.7 Hz, 1H), 4.08 (d, J = 10.9 Hz, 1H), 3.60 (d, J = 11.3 Hz, 1H), 3.33 (t, J = 6.5 Hz, 2H), 2.62 – 2.56 (m, 1H), 2.53 (s, 3H), 2.31 (t, J = 6.8 Hz, 2H), 2.15 – 2.09 (m, 1H), 1.89 (p, J = 6.9 Hz, 2H), 0.93 (s, 9H). LC-MS (ES⁺): m/z 541.85 [M+H]⁺.

Compound 11b. **VHL ligand** (0.16 g, 0.37 mmol) was reacted with 6-bromohexanoyl chloride (113 μ L, 0.74 mmol) according to the procedure described above. The crude product was purified by PTLC (SiO₂, CH₂Cl₂/MeOH 15:1, eluted once) to give **11b** as a white solid (104 mg, 49% two steps); R_f = 0.25 (CH₂Cl₂/MeOH 15:1). ¹H NMR (400 MHz, CDCl₃): δ 8.71 (s, 1H), 7.39 – 7.33 (m, 4H), 6.03 (s, 1H), 4.73 (t, J = 8.0 Hz, 1H), 4.61 – 4.53 (m, 2H), 4.48 (s, 1H), 4.33 (d, J = 14.9 Hz, 1H), 4.12 (d, J = 11.3, 1H), 3.60 (d, J = 10.9 Hz, 1H, OH), 3.26 (t, J = 6.9 Hz, 2H), 2.62 – 2.56 (m, 1H), 2.53 (s, 3H), 2.21 (t, J = 7.3 Hz, 2H), 2.15 – 2.10 (m, 1H), 1.64 – 1.57 (m, 4H), 1.39 – 1.37 (m, 2H), 0.93 (s, 3H). LC-MS (ES⁺): m/z 569.86 [M+H]⁺.

HPP-1. To a solution of **11a** (26 mg, 0.05 mmol) and **HPI-1-F** (24 mg, 0.05 mmol) in degassed THF/H₂O/MeOH (2.4 mL, 1:1:2) were added degassed aqueous solutions of 2 M sodium ascorbate (48 μ L, 0.10 mmol) and 1 M CuSO₄ (10 μ L, 0.01 mmol, 20 mol%). The mixture was stirred at rt overnight, after which it was concentrated under reduced pressure. CH₂Cl₂/MeOH (9:1) and H₂O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH₂Cl₂/MeOH (9:1). The organic layer was dried over MgSO₄ and concentrated. The resulting crude was purified by PTLC (SiO₂, CH₂Cl₂/MeOH 12:1, eluted once) to give **HPP-1** as a white solid (48 mg, 96%). 7.97 mg of **HPP-1** were further purified by reverse phase HPLC. Semi-preparative HPLC runs were carried out with a gradient from 5% to 85% acetonitrile/water system (0.1% TFA) for 55 min and a flow of 3 mL/min, monitored by a PDA detector at 254 nm and 360 nm. The fraction was collected and lyophilized to afford 7 mg of the product; R_f = 0.28 (CH₂Cl₂/MeOH 12:1). ¹H NMR (500 MHz, CD₃OD) δ 8.85 (s, 1H), 8.06 (s, 1H), 7.49 – 7.35 (m, 4H), 7.27 – 6.65 (m, 8H), 5.19 – 4.99 (m, 3H), 4.61 – 4.46

(m, 4H), 4.43 (m, 2H), 4.34 (dd, $J = 15.4, 4.6$ Hz, 1H), 4.14 (m, 2H), 3.91 (dd, $J = 11.2, 1.8$ Hz, 1H), 3.84 – 3.75 (m, 1H), 3.80 (s, 3H), 3.60 – 3.47 (m, 3H), 3.28 (s, 3H), 2.85 – 2.54 (m, 3H), 2.48 – 2.39 (m, 1H), 2.46 (s, 3H), 2.35 (s, 3H), 2.29 (m, 2H), 2.25 – 2.16 (m, 3H), 2.12 – 2.03 (m, 1H), 1.03 (s, 9H). ^{13}C NMR (126 MHz, CD_3OD) δ 197.2, 173.1, 172.9, 170.9, 167.8, 158.1, 157.1, 152.7, 151.4, 149.1, 145.3, 143.8, 138.8, 130.4, 132.0, 130.1, 128.9, 128.7, 127.6, 126.7, 124.1, 120.8, 120.6, 120.4, 120.2, 114.4, 112.0, 111.3, 110.4, 110.2, 104.7, 70.2, 69.7, 62.6, 60.9, 59.4, 57.9, 57.7, 56.5, 54.4, 49.2, 42.3, 37.5, 36.6, 36.3, 35.0, 33.1, 32.0, 31.5, 25.6, 17.3, 14.4. LC-MS (ES^+): m/z 522.44 $[\text{M}+2\text{H}]^{2+}$ and m/z 1043.14 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{56}\text{H}_{66}\text{N}_8\text{O}_{10}\text{S} + \text{H}]^+$ 1043.4695; obsd. 1043.4696.

HPP-2. To a solution of **11b** (30 mg, 0.05 mmol) and **HPI-1-F** (26 mg, 0.05 mmol) in degassed THF/ H_2O /MeOH (2.6 ml, 1:1:2) were added degassed aqueous solutions of 2 M sodium ascorbate (53 μL , 0.11 mmol) and 1 M CuSO_4 (11 μL , 0.01 mmol, 20 mol%) and the resulting mixture was stirred overnight at rt, after which it was concentrated under reduced pressure. CH_2Cl_2 /MeOH (9:1) and H_2O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH_2Cl_2 /MeOH (9:1). The organic layer was dried with MgSO_4 and concentrated. The resulting crude was purified by PTLC (SiO_2 , CH_2Cl_2 /MeOH 12:1, eluted once) to give **HPP-2** as an off-white solid (41 mg, 73%). 7.44 mg of **HPP-2** were further purified by reverse phase HPLC. Semi-preparative HPLC runs were carried out with a gradient from 5% to 85% acetonitrile/water system (0.1% TFA) for 55 min and a flow of 3 mL/min, monitored by a PDA detector at 254 nm and 360 nm. The fraction was collected and lyophilized to afford 6.6 mg of the product; $R_f = 0.37$ (CH_2Cl_2 /MeOH 10:1). ^1H NMR (500 MHz, CD_3OD): δ 8.76 (s, 1H), 7.93 (s, 1H), 7.38 – 7.28 (m, 4H), 7.14 – 6.56 (m, 8H), 5.07 – 4.89 (m, 3H), 4.51 (s, 1H), 4.49 – 4.35 (m, 3H), 4.29 (t, $J = 7.0$ Hz, 2H), 4.24 (dd, $J = 15.6, 2.4$ Hz, 1H), 4.09 – 3.99 (m, 2H), 3.79 (d, $J = 11.4$ Hz, 1H), 3.74 – 3.64 (m, 1H), 3.70 (s, 3H), 3.49 – 3.37 (m, 3H), 3.18 (s, 3H), 2.75 – 2.46 (m, 3H), 2.38 – 2.29 (m, 4H), 2.25 (s, 3H), 2.21 – 2.08 (m, 3H), 2.01 – 1.93 (m, 1H), 1.81 (p, $J = 7.3$ Hz, 2H), 1.53 (p, $J = 7.4$ Hz, 2H), 1.20 (m, 2H), 0.92 (s, 9H). ^{13}C NMR (126 MHz, CD_3OD) δ 197.2, 174.2, 173.1, 170.9, 167.8, 158.0, 157.1, 152.7, 152.1, 151., 149., 148.6, 147.6, 145.3, 143.7, 138.8, 132.0, 130.4, 130.1, 128.9 (2C), 128.7, 127.7, 127.6 (2C), 126.7, 123.8, 120.8, 120.6, 120.4, 120.2, 114.4, 112.1, 111.3, 110.4, 110.2, 104.8, 70.2, 69.7, 62.6, 60.9, 59.4, 57.6, 56.6, 54.4, 49.8, 42.3, 37.5, 36.3, 34.8, 33.1, 32.0, 29.5, 25.6 (3C), 17.3, 14.4. LC-MS (ES^+): m/z 536.45 $[\text{M}+2\text{H}]^{2+}$ and m/z 1071.11 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{58}\text{H}_{70}\text{N}_8\text{O}_{10}\text{S} + \text{H}]^+$ 1071.5008; obsd. 1071.5014.

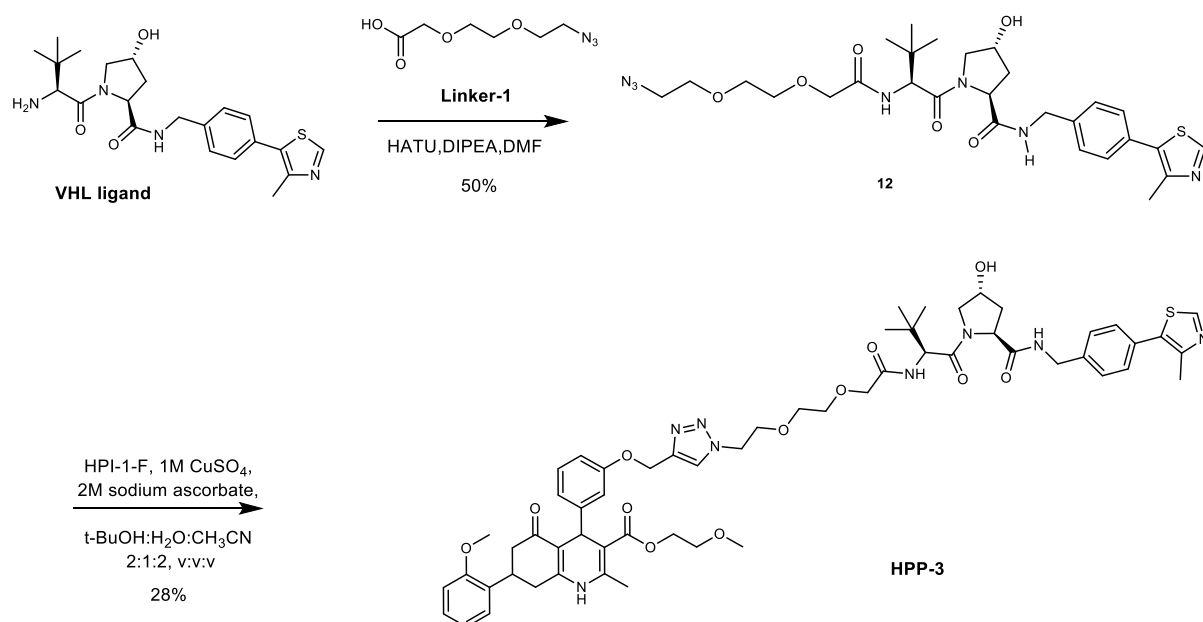

Supplementary Fig. 22. Synthesis of **HPP-3**.

Compound 12. To a solution of **VHL ligand** (68 mg, 0.16 mmol) in anhydrous DMF (3.0 mL) were added DIPEA (40 μ L, 0.22 mmol). To another round-bottom flask was added **Linker-1** (33 mg, 0.17 mmol), HBTU (10 mg, 0.26 mmol) followed by DIPEA (40 μ L, 0.17 mmol) in anhydrous DMF (2.0 mL). Both mixtures were stirred for 10 min separately, then combined, and stirred for another 30 min at rt. Upon completion, the reaction mixture was diluted with CH_2Cl_2 , washed with sat. NH_4Cl aq. ($\times 2$). The first aqueous layer was re-extracted with CH_2Cl_2 . The organic layer was dried over MgSO_4 , concentrated. The resulting crude was purified by PTLC (SiO_2 , $\text{CH}_2\text{Cl}_2/\text{MeOH}$ 15:1, eluted once) to give **12** as a yellow solid (51 mg, 50%).; $R_f = 0.35$ ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 10:1). ^1H NMR (400 MHz, CDCl_3): δ 8.76 (s, 1H), 7.83 – 7.22 (m, 4H), 4.65 (t, $J = 7.6$ Hz, 1H), 4.49 – 4.43 (m, 3H), 4.26 (d, $J = 15.2$ Hz, 1H), 4.01 (d, $J = 11.7$ Hz, 1H), 3.62 – 3.53 (m, 7H), 3.32 – 3.28 (m, 2H), 2.44 – 2.39 (m, 1H), 2.43 (s, 3H), 2.09 – 2.04 (m, 1H), 1.40 (t, $J = 7.5$ Hz, 2H), 0.88 (s, 9H). LC-MS (ES^+): m/z 601.84 [$\text{M}+\text{H}$] $^+$.

HPP-3. To a solution of **12** (21 mg, 0.035 mmol) and **HPI-1-F** (18 mg, 0.035 mmol) in degassed $t\text{-BuOH}/\text{CH}_3\text{CN}/\text{H}_2\text{O}$ (1.8 mL, 2:2:1) were added degassed aqueous solutions of 2 M sodium ascorbate (87 μ L, 0.2 mmol) and 1 M CuSO_4 (7 μ L, 0.01 mmol, 20 mol%) and the mixture was stirred overnight at rt. $\text{CH}_2\text{Cl}_2/\text{MeOH}$ (9:1) and H_2O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with $\text{CH}_2\text{Cl}_2/\text{MeOH}$ (9:1, $\times 2$). The organic layer was dried over MgSO_4 and concentrated. The resulting crude was purified by reverse phase chromatography (BGB Scorpius C18 4.5 g, $\text{H}_2\text{O} + 0.1\%$ TFA/ $\text{CH}_3\text{CN} + 0.1\%$ TFA 80:20 to 20:80) and silica gel column chromatography ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 15:1) to give **HPP-3** as a yellow solid (11 mg, 28%).; $R_f = 0.40$ ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 10:1). ^1H NMR (500 MHz, CD_3OD): δ 8.8 (s, 1H), 8.11 (s, 1H), 7.44 – 7.31 (m, 4H), 7.25 –

6.65 (m, 8H), 5.16 – 5.00 (m, 3H), 4.70 (m, 1H), 4.65 – 4.43 (m, 5H), 4.34 – 4.27 (m, 1H), 4.13 (m, 2H), 4.03 – 3.74 (m, 6H), 4.78 (s, 3H), 3.66 – 3.46 (m, 7H), 3.28 (s, 3H), 2.86 – 2.52 (m, 4H), 2.44 (s, 3H), 2.35 (s, 3H), 2.25 – 2.15 (m, 1H), 2.07 (m, 1H), 1.02 (s, 9H). ^{13}C NMR (126 MHz, CD_3OD): δ 197.1, 172.9, 170.7, 170.2, 167.8, 158.0, 157.1, 152.7, 152.1, 151.5, 149.1, 148.6, 147.6, 145.2, 138.7, 130.4, 130.1, 128.9 (2C), 128.1, 127.6 (2C), 126.6, 125.0, 120.6, 120.4, 114.5, 112.0, 111.9, 110.4, 104.7, 78.1, 70.9, 70.2, 69.9, 69.6, 69.2, 62.6, 60.8, 59.4, 57.7, 56.7, 54.4, 50.0, 42.3, 41.8, 39.9, 37.5, 36.6, 36.3, 35.8, 33.1, 32.0, 25.6(3C), 17.4, 14.5. LC-MS (ES^+): m/z 552.33 $[\text{M}+2\text{H}]^{2+}$ and m/z 110.13 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{58}\text{H}_{70}\text{N}_8\text{O}_{12}\text{S} + \text{H}]^+$ 1103.4907; obsd. 1103.4912.

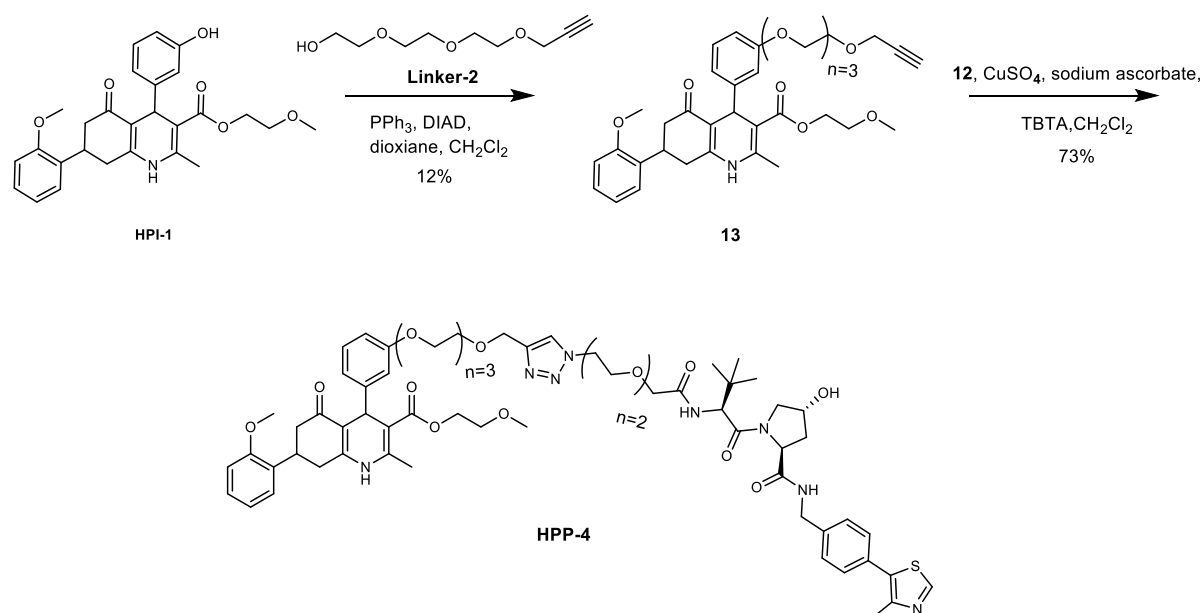

Supplementary Fig. 23. Synthesis of **HPP-4**

Compound 13. To a solution of **HPI-1** (183 mg, 0.39 mmol) in anhydrous $\text{CH}_2\text{Cl}_2/\text{dioxane}$ (4:1, 1.0 mL) were added PPh_3 (155 mg, 0.59 mmol) and **Linker-2** (74 mg, 0.39 mmol), and the solution was ice cooled. DIAD (0.12 mL, 0.59 mmol) was added at 0 °C slowly over 15 min. The mixture was stirred at 0 °C for 30 min and then at rt overnight. The mixture was concentrated *in vacuo*. The resulting crude was purified by silica gel column chromatography ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 30:1) and reverse phase chromatography (BGB Scorpius C18 4.5 g, H_2O + 0.1% TFA/ CH_3CN + 0.1% TFA gradient from 75:35 to 35:75) to give **13** as a pale-yellow solid (30 mg, 12%).; R_f = 0.22 ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 30:1). ^1H NMR (400 MHz, CDCl_3): δ 7.25 – 6.68 (m, 8H), 6.15 (br, 1H, NH), 5.14 (s, 1H), 4.19 (s, 2H), 4.17 (t, J = 4.8 Hz, 2H), 4.12 (t, J = 4.3 Hz, 2H), 3.83 (t, J = 4.7 Hz, 2H), 3.80 (s, 3H), 3.74 – 3.67 (m, 8H), 3.62 – 3.57 (m, 2H), 3.52 (t, J = 4.8 Hz, 2H), 3.31 (s, 3H), 2.76 – 2.56 (m, 4H), 2.41 (t, J = 2.3 Hz, 1H), 2.39 (s, 3H). ^{13}C NMR (101 MHz,

CDCl₃): δ 196.6, 167.2, 158.6, 157.2, 150.5, 148.4, 143.7, 130.2, 128.8, 128.1, 127.1, 121.1, 120.7, 114.8, 112.8, 112.0, 110.7, 106.0, 79.5, 74.7, 70.7, 70.6, 70.4, 70.4, 69.8, 69.1, 67.1, 62.9, 58.8, 58.4, 55.1, 41.9, 36.4, 33.1, 33.1, 19.5. LC-MS (ES⁺): m/z 634.22 [M+H]⁺.

HPP-4. To a solution of **13** (20 mg, 0.032 mmol), **12** (19 mg, 0.032 mmol) and TBTA (5 mg, 9 μ mol) in CH₂Cl₂ (2.0 mL) was added a solution of sodium ascorbate (6 mg, 0.032 mmol) and CuSO₄ (5 mg, 0.032 mmol) in H₂O (0.1 mL). The mixture was vigorously stirred overnight at rt. The mixture was diluted with CH₂Cl₂, dried over MgSO₄ and concentrated. The resulting crude was purified by PTLC (SiO₂, CH₂Cl₂/MeOH 10:1, eluted once) to give **HPP-4** as a white solid (41 mg, 73%). 12 mg of **HPP-4** were further purified by reverse phase HPLC. Semi-preparative HPLC runs were carried out with a gradient from 5% to 95% acetonitrile/water system (0.1% TFA) for 55 min and a flow of 3 mL/min, monitored by a PDA detector at 254 nm and 360 nm. The fraction was collected and lyophilized to afford 10 mg of the product; *R*_f = 0.35 (CH₂Cl₂/MeOH 10:1). ¹H NMR (500 MHz, CD₃OD) δ 8.06 (s, 1H), 7.44 (s, 1H), 7.42 – 7.33 (m, 4H), 7.25 – 6.62 (m, 8H), 5.06 (s, 1H), 4.71 (s, 1H), 4.61 – 4.47 (m, 7H), 4.32 (d, *J* = 15.4 Hz, 1H), 4.13 (m, 2H), 4.10 – 4.05 (m, 2H), 4.02 – 3.94 (m, 2H), 3.91 – 3.72 (m, 10H), 3.69 – 3.57 (m, 12H), 3.53 (m, 2H), 2.85 – 2.54 (m, 3H), 2.49 – 2.38 (m, 4H), 2.35 (s, 3H), 2.24 (m, 1H), 2.08 (m, 1H), 1.03 (s, 9H). ¹³C NMR (126 MHz, CD₃OD) δ 197.2, 172.9, 170.6, 170.1, 167.8, 158.6, 157.1, 152.7, 149.0, 145.2, 138.8, 130.3, 128.9 (2C), 128.6, 127.6 (2C), 126.6, 120.4, 120.2, 114.3, 111.5, 110.4, 104.8, 70.9, 70.3, 70.2, 70.2, 70.1, 69.9, 69.7, 69.6, 69.5, 69.3, 69.2, 66.9, 63.7, 62.6, 59.4, 57.7, 56.6, 54.4, 49.9, 42.3, 37.6, 36.2, 35.9, 33.1, 32.0, 25.5 (3C), 17.3, 14.5. LC-MS (ES⁺): m/z 618.54 [M+2H]²⁺ and m/z 1235.16 [M+H]⁺. ESI-HRMS (m/z): calcd. for [C₆₄H₈₂N₈O₁₀S + H]⁺ 1235.5693; obsd. 1235.5684.

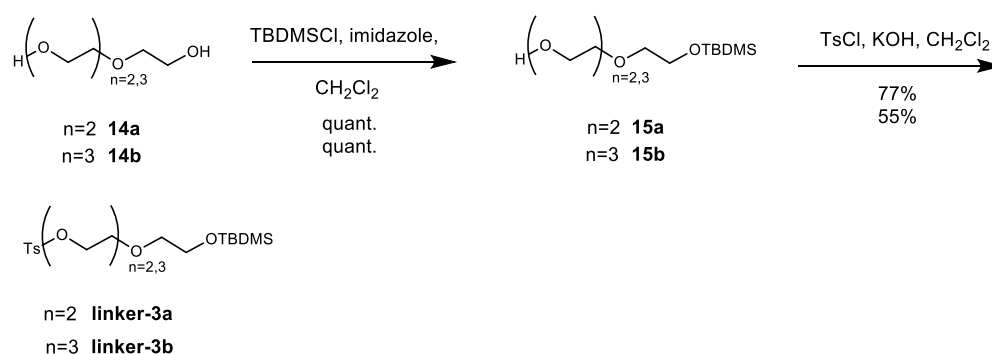

Supplementary Fig. 24. Synthesis of **linker-3a** and **3b**

Compound 15a. To a solution TBDMSCl (1.21 g, 8.0 mmol) and imidazole (907 mg, 13.3 mmol) in anhydrous DMF (15 mL) was added triethylene glycol **14a** (2.0 g, 13.3 mmol). The reaction mixture was stirred at rt for 4 h. The reaction mixture was concentrated and co-evaporated with toluene. The

resulting crude was purified by silica gel column chromatography (petroleum ether/EtOAc 1:1) to give **14a** as a colorless oil (0.60 g, 29%); R_f = 0.40 (pentane/EtOAc 1:1). ^1H NMR (400 MHz, CDCl_3): δ 3.76 (t, J = 5.2 Hz, 2H), 3.73 – 3.70 (m, 2H), 3.66 (s, 4H), 3.61 – 3.59 (m, 2H), 3.56 (t, J = 5.2 Hz, 2H), 2.46 (br, 1H, OH), 0.89 (s, 9H), 0.06 (s, 6H). LC-MS (ES^+): m/z 264.94 $[\text{M}+\text{H}]^+$.

Compound 15b. Tetraethylene glycol **14b** (4.51 g, 23.2 mmol) and imidazole (379 mg, 5.6 mmol) were dissolved in 3 mL anhydrous CH_2Cl_2 . The reaction mixture was cooled down to 0 °C and a solution of TBDMSCl (0.80 ml, 4.64 mmol) in anhydrous CH_2Cl_2 (7.0 mL) was added dropwise over 2 h. The reaction mixture was stirred at rt overnight. H_2O (10 mL) was added to the mixture and the organic layer was washed thrice with H_2O to remove the excess tetraethylene glycol. The organic layer was dried with MgSO_4 and concentrated. Compound **15b** was obtained as a colorless oil (1.46 g, quant.), which was used directly for the next step without further purification; R_f = 0.27 (pentane/EtOAc 1:1). ^1H NMR (400 MHz, CDCl_3): δ 3.76 (t, J = 5.4 Hz, 2H), 3.73 – 3.70 (m, 2H), 3.68 – 3.64 (m, 8H), 3.63 – 3.60 (m, 2H), 3.56 (t, J = 5.3 Hz, 2H), 0.89 (s, 9H), 0.06 (s, 6H). LC-MS (ES^+): m/z 309.01 $[\text{M}+\text{H}]^+$.

Linker-3a. To a solution of **15a** (600 mg, 2.30 mmol) in anhydrous CH_2Cl_2 (10.0 mL) was added anhydrous KOH (510 mg, 9.10 mmol). The reaction mixture was stirred for 15 min at 0 °C before TsCl (0.52 g, 2.70 mmol) was added carefully, and stirred for 3 h. A solution of cold H_2O and CH_2Cl_2 was added into the reaction mixture. The aqueous layer was extracted with CH_2Cl_2 ($\times 2$). The organic layer was washed with cold H_2O , dried over MgSO_4 and concentrated. The resulting crude was purified by silica gel column chromatography (pentane/EtOAc 7:1) to give **Linker-3a** as a colorless oil (0.74 g, 77 %); R_f = 0.29 (pentane/EtOAc 7:1). ^1H NMR (400 MHz, CDCl_3): δ 7.80 (d, J = 8.4 Hz, 2H), 7.34 (d, J = 7.9 Hz, 2H), 4.16 (t, J = 4.6 Hz, 2H), 3.74 (t, J = 5.6 Hz, 2H), 3.69 (t, J = 4.9 Hz, 2H), 3.59 – 3.56 (m, 4H), 3.52 (t, J = 5.0 Hz, 2H), 2.44 (s, 3H), 0.88 (s, 9H), 0.05 (s, 6H). LC-MS (ES^+): m/z 418.91 $[\text{M}+\text{H}]^+$.

Linker-3b. **15b** (1.46 g, 4.74 mmol) was reacted according to the procedure of **15a** described above to yield **Linker-3b** as a colorless oil (1.21 g, 55 %); R_f = 0.50 (pentane/EtOAc 2:1). ^1H NMR (400 MHz, CDCl_3): δ 7.80 (d, J = 8.3 Hz, 2H), 7.33 (d, J = 8.3 Hz, 2H), 4.16 (t, J = 5.0 Hz, 2H), 3.75 (t, J = 5.5 Hz, 2H), 3.68 (t, J = 5.0 Hz, 2H), 3.65 – 3.59 (m, 4H), 3.58 (s, 4H), 3.54 (t, J = 5.6 Hz, 2H), 2.44 (s, 3H), 0.89 (s, 9H), 0.06 (s, 6H). LC-MS (ES^+): m/z 462.86 $[\text{M}+\text{H}]^+$.

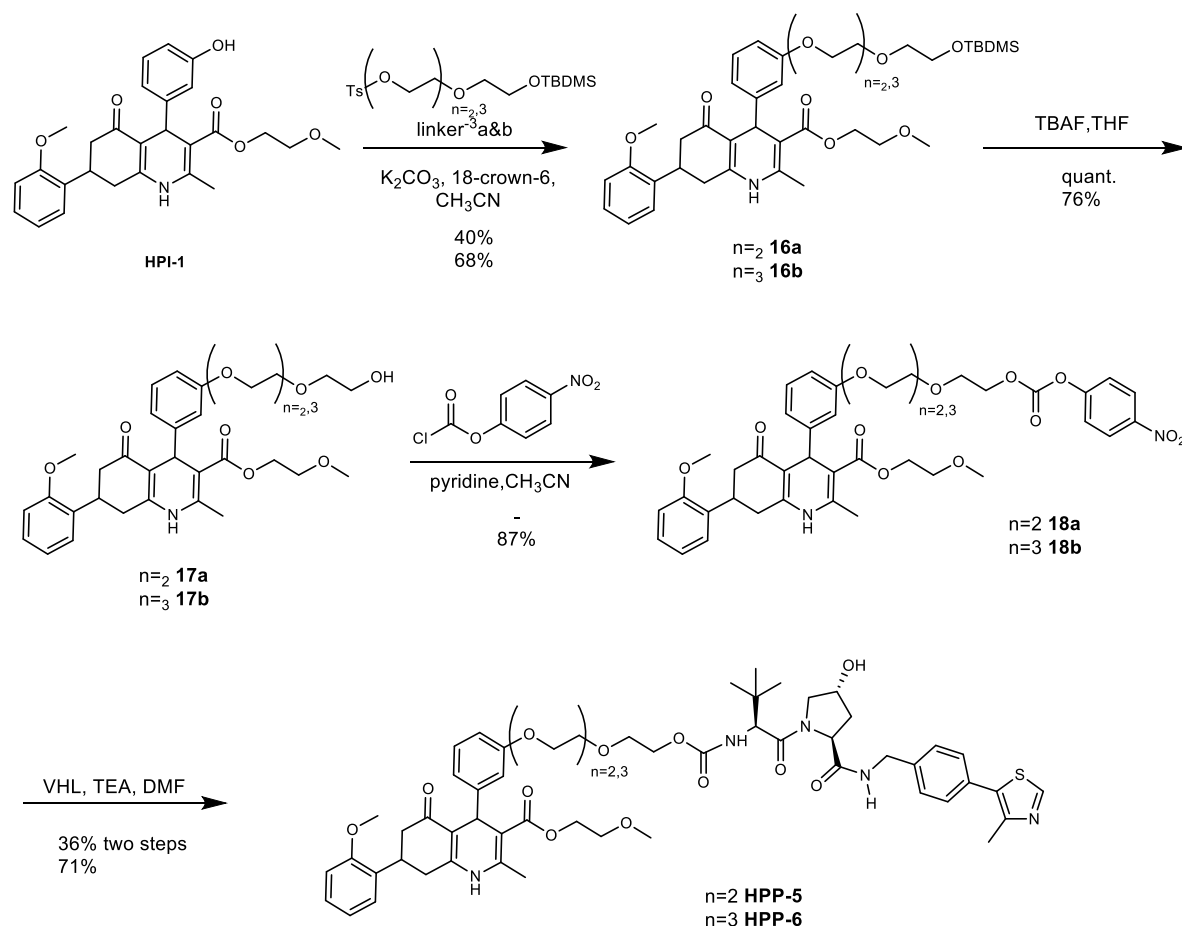

Supplementary Fig. 25. Synthesis of **HPP-5** and **HPP-6**

Compound 16a. To a solution of **HPI-1** (240 mg, 0.52 mmol) in anhydrous CH_3CN (20 mL) were added **Linker-3a** (180 mg, 0.43 mmol), K_2CO_3 (360 mg, 2.60 mmol) and 18-Crown-6 (11 mg, 40 μ mol). The reaction mixture was refluxed overnight, after which it was cooled to rt and filtered. The filtrate was concentrated *in vacuo*. To remove the remaining salt, the acquired oil was re-dissolved in EtOAc, washed with H_2O ($\times 2$) and brine, dried over $MgSO_4$ and concentrated. The resulting crude was purified by silica gel column chromatography (pentane/EtOAc 1:1 to 1:2) to give **16a** as a yellow oil (115 mg, 40 %).; R_f = 0.36 (pentane/EtOAc 1:1). ^1H NMR (400 MHz, $CDCl_3$): δ 7.23 (d, J = 8.0 Hz, 1H), 7.14 (t, J = 8.0 Hz, 2H), 7.01 (d, J = 7.3 Hz, 1H), 6.94 (t, J = 7.0 Hz, 2H), 6.88 (d, J = 8.6 Hz, 1H), 6.69 (d, J = 8.0 Hz, 1H), 5.81 (br, 1H, NH), 5.15 (s, 1H), 4.16 (t, J = 5.5 Hz, 2H), 4.12 (t, J = 4.5 Hz, 2H), 3.84 (t, J = 4.5 Hz, 2H), 3.81 (s, 3H), 3.77 (t, J = 5.5 Hz, 2H), 3.71 – 3.68 (m, 4H), 3.65 – 3.61 (m, 1H), 3.57 (t, J = 5.5 Hz, 2H), 3.52 (t, J = 4.5 Hz, 2H), 3.31 (s, 3H), 2.76 – 2.53 (m, 4H), 2.40 (s, 3H), 0.89 (s, 9H), 0.06 (s, 6H). LC-MS (ES^+): m/z 710.30 $[M+H]^+$.

Compound 16b. To a solution of **HPI-1** (190 mg, 0.42 mmol) in anhydrous CH_3CN (8.0 mL) were added **Linker-3b** (240 mg, 0.52 mmol), K_2CO_3 (430 mg, 3.12 mmol), and 18-Crown-6 (14 mg, 50 μ mol). The reaction mixture was refluxed overnight, after which it was cooled to room temperature and poured

into EtOAc, washed with H₂O (×2) and brine, dried over MgSO₄ and concentrated. The resulting crude was purified by silica gel column chromatography (CH₂Cl₂/MeOH 10:0 to 10:1) and another silica gel column chromatography (Pentane/EtOAc 1:1 to 1:2) to give **16b** as a yellow oil (0.265 g, 68%).; *R*_f = 0.22 (pentane/EtOAc 1:1). ¹H NMR (400 MHz, CDCl₃): δ 7.23 (d, *J* = 8.0 Hz, 1H), 7.13 (t, *J* = 8.0 Hz, 2H), 7.01 (d, *J* = 7.4 Hz, 1H), 6.93 (t, *J* = 7.5 Hz, 2H), 6.86 (d, *J* = 8.0 Hz, 1H), 6.68 (d, *J* = 7.1 Hz, 1H), 6.15 (br, 1H, NH), 5.14 (s, 1H), 4.16 (t, *J* = 5.5 Hz, 2H), 4.11 (t, *J* = 5.5 Hz, 2H), 3.82 (t, *J* = 5.1 Hz, 2H), 3.79 (s, 3H), 3.76 (t, *J* = 5.5 Hz, 2H), 3.72 – 3.67 (m, 5H), 3.65 (s, 4H), 3.55 (t, *J* = 5.3 Hz, 2H), 3.51 (t, *J* = 5.0 Hz, 2H), 3.30 (s, 3H), 2.77 – 2.53 (m, 4H), 2.38 (s, 3H), 0.88 (s, 9H), 0.06 (s, 6H). LC-MS (ES⁺): *m/z* 754.36 [M+H]⁺.

Compound 17a. To a solution of **16a** (120 mg, 0.16 mmol) in anhydrous THF (3.0 mL) was added 1.0 M TBAF in THF (90 µL, 0.32 mmol) and the mixture was stirred at 40 °C overnight. The reaction mixture was concentrated, and the resulting oil was re-dissolved in EtOAc. The organic layer was washed with water (×8), sat. NH₄Cl aq. (×3) and brine, dried over MgSO₄ and concentrated. Compound **17a** was obtained as a pale-yellow oil (102 mg, quant.), which was used directly for the next step without further purification.; *R*_f = 0.35 (CH₂Cl₂/MeOH 15:1). ¹H NMR (400 MHz, CDCl₃): δ 7.25 – 6.68 (m, 8H), 6.02 (br, 1H, NH), 5.15 (s, 1H), 4.18 – 4.11 (m, 4H), 3.85 (t, *J* = 5.0 Hz, 2H), 3.80 (s, 3H), 3.74 – 3.68 (m, 6H), 3.65 – 3.58 (m, 1H), 3.61 (t, *J* = 4.2 Hz, 2H), 3.52 (t, *J* = 5.0 Hz, 2H), 3.30 (s, 3H), 2.79 – 2.53 (m, 4H), 2.40 (s, 3H). LC-MS (ES⁺): *m/z* 596.15 [M+H]⁺.

Compound 17b. **16b** (0.22 g, 0.29 mmol) was reacted according to the procedure of **16a** described above. The resulting crude was purified by silica gel column chromatography (EtOAc 100% to CH₂Cl₂/MeOH 10:1) to give **17b** as a yellow oil (140 mg, 76%).; *R*_f = 0.27 (CH₂Cl₂/MeOH 10:1). ¹H NMR (400 MHz, CDCl₃): δ 7.23 – 6.66 (m, 8H), 5.13 (s, 1H), 4.17 (t, *J* = 5.0 Hz, 2H), 4.13 – 4.10 (m, 2H), 5.56 – 3.79 (m, 2H), 3.80 (s, 3H), 3.72 – 3.66 (m, 10H), 3.60 – 3.58 (m, 3H), 3.52 (t, *J* = 5.0 Hz, 2H), 3.31 (s, 3H), 2.81 – 2.58 (m, 4H), 2.41 (s, 3H). LC-MS (ES⁺): *m/z* 640.22 [M+H]⁺.

HPP-5. A stirred mixture of 4-nitrophenyl chloroformate (51 mg, 0.25 mmol) and pyridine (30 µL, 0.34 mmol) in CH₃CN (2.0 mL) was cooled to 0 °C for 15 min. A solution of **17a** (100 mg, 0.17 mmol) in anhydrous CH₃CN (2.0 mL) was added slowly. The reaction mixture was stirred at rt overnight, after which it was concentrated *in vacuo*. The resulting crude was re-dissolved in CH₂Cl₂ and washed with brine. The organic layer was dried over MgSO₄ and concentrated to give crude **18a**. LC-MS (ES⁺): *m/z* 761.18 [M+H]⁺. The crude containing **18a** was re-dissolved in anhydrous DMF (20 mL). **VHL** (40 mg, 92.1 µmol) and Et₃N (50 µL, excess) were added, and stirred at rt overnight. The reaction mixture was concentrated and purified by PTLC (SiO₂, CH₂Cl₂/MeOH 17:1, eluted twice) to give **HPP-5** as a yellow solid (65 mg, 36% two steps). 6.14 mg of **HPP-5** were further purified by reverse phase HPLC. Semi-preparative HPLC runs were carried out with a gradient from 5% to 85% acetonitrile/water system

(0.1% TFA) for 55 min and a flow of 3 mL/min, monitored by a PDA detector at 254 nm and 360 nm. The fraction was collected and lyophilized to afford 5 mg of the product; R_f = 0.35 ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 10:1).; R_f = 0.39 ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 15:1). ^1H NMR (500 MHz, CD_3OD): δ 8.87 (s, 1H), 7.47 – 7.37 (m, 4H), 7.24 – 6.67 (m, 8H), 5.06 (s, 1H), 4.57 (t, J = 8.3 Hz, 1H), 4.52 (m, 2H), 4.34 (d, J = 13.4 Hz, 2H), 4.20 – 4.06 (m, 6H), 3.88 (d, J = 11.1 Hz, 1H), 3.81 (d, J = 7.5 Hz, 6H), 3.71 – 3.62 (m, 6H), 3.59 – 3.48 (m, 3H), 3.30 (s, 3H), 2.86 – 2.50 (m, 3H), 2.47 (s, 4H), 2.36 (s, 3H), 1.01 (s, 9H). ^{13}C NMR (126 MHz, CD_3OD): δ 197.2, 173.0, 171.2, 167.8, 158.6, 157.1, 152.6, 151.4, 148.9, 147.5, 145.2, 138.8, 132.0, 130.4, 130.0, 128.9 (2C), 128.5, 127.7, 127.6 (2C), 126.6, 120.4, 120.2, 114.3, 111.5, 111.4, 110.4, 104.8, 70.3, 70.2, 70.1, 69.6, 69.5, 69.1, 66.9, 64.0, 62.6, 59.5, 59.4, 57.7, 56.5, 54.4, 47.8, 42.3, 42.2, 37.5, 36.2, 35.2, 33.1, 32.0, 25.5 (3C), 17.3, 14.4. LC-MS (ES^+): m/z 527.03 [$\text{M}+2\text{H}$] $^{2+}$ and m/z 1052.11 [$\text{M}+\text{H}$] $^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{56}\text{H}_{69}\text{N}_5\text{O}_{13}\text{S} + \text{H}]^+$ 1052.4685; obsd. 1052.4683.

HPP-6. 4-Nitrophenyl chloroformate (88 mg, 0.44 mmol) was reacted with **17b** (0.140 g, 0.22 mmol) according to the procedure of **17a** described above. The resulting crude was purified by silica gel column chromatography (pentane/EtOAc 1:4 to 100 % EtOAc) to give **18b** (0.153 g, 87%); R_f = 0.36 (pentane/EtOAc 1:4). ^1H NMR (400 MHz, CDCl_3): δ 8.26 (d, J = 9.1 Hz, 2H), 7.37 (d, J = 9.1 Hz, 2H), 7.24 – 6.64 (m, 8H), 5.90 (br, 1H, NH), 5.14 (s, 1H), 4.42 (t, J = 4.6 Hz, 2H), 4.16 (t, J = 4.7 Hz, 2H), 4.13 – 4.11 (m, 2H), 3.84 (t, J = 5.0 Hz, 2H), 3.81 – 3.79 (m, 2H), 3.73 – 3.68 (m, 8H), 3.64 – 3.57 (m, 4H), 3.51 (t, J = 5.0 Hz, 2H), 3.31 (s, 3H), 2.79 – 2.52 (m, 4H), 2.39 (s, 3H). LC-MS (ES^+): m/z 805.24 [$\text{M}+\text{H}$] $^+$. **18b** (145 mg, 0.18 mmol) was re-dissolved in anhydrous DMF (5.0 mL). **VHL ligand** (109 mg, 0.25 mmol) and Et_3N (130 μL , excess) were added, and stirred overnight at room temperature. The reaction mixture was concentrated and purified by PTLC (SiO_2 , $\text{CH}_2\text{Cl}_2/\text{MeOH}$ 13:1 and 15:1, eluted once, respectively) to give **HPP-6** as a yellow solid (140 mg, 71%).; R_f = 0.28 ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 13:1). ^1H NMR (500 MHz, CD_3OD): δ 8.74 (s, 1H), 7.35 – 7.26 (m, 4H), 7.12 – 6.55 (m, 8H), 4.96 (s, 1H), 4.48 (t, J = 8.3 Hz, 1H), 4.44 – 4.35 (m, 2H), 4.27 – 4.20 (m, 2H), 4.10 – 3.92 (m, 6H), 3.77 (d, J = 11.0 Hz, 1H), 3.74 – 3.66 (m, 6H), 3.58 – 3.48 (m, 10H), 3.46 – 3.39 (m, 3H), 3.19 (s, 3H), 2.71 – 2.45 (m, 3H), 2.35 (s, 4H), 2.25 (s, 3H), 2.15 – 2.06 (m, 1H), 1.97 (m, 1H), 0.91 (s, 9H). ^{13}C NMR (126 MHz, CD_3OD): δ 197.2, 173.0, 171.2, 167.8, 158.6, 157.1, 152.6, 151.4, 149.0, 147.6, 145.2, 138.8, 132.0, 130.3, 130.1, 128.9 (2C), 128.6, 127.7, 127.5 (2C), 126.8, 126.6, 120.4, 120.2, 114.3, 111.5, 110.4, 104.8, 78.1, 70.3, 70.2, 70.2, 70.1, 70.1, 69.7, 69.5, 69.0, 66.9, 64.0, 62.6, 59.5, 59.4, 57.7, 56.6, 54.4, 42.3, 37.5, 36.5, 36.2, 35.3, 33.1, 32.0, 25.6 (3C), 17.4, 14.5. LC-MS (ES^+): m/z 548.75 [$\text{M}+2\text{H}$] $^{2+}$ and m/z 1096.42 [$\text{M}+\text{H}$] $^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{58}\text{H}_{73}\text{N}_5\text{O}_{14}\text{S} + \text{H}]^+$ 1096.4948; obsd. 1096.4944.

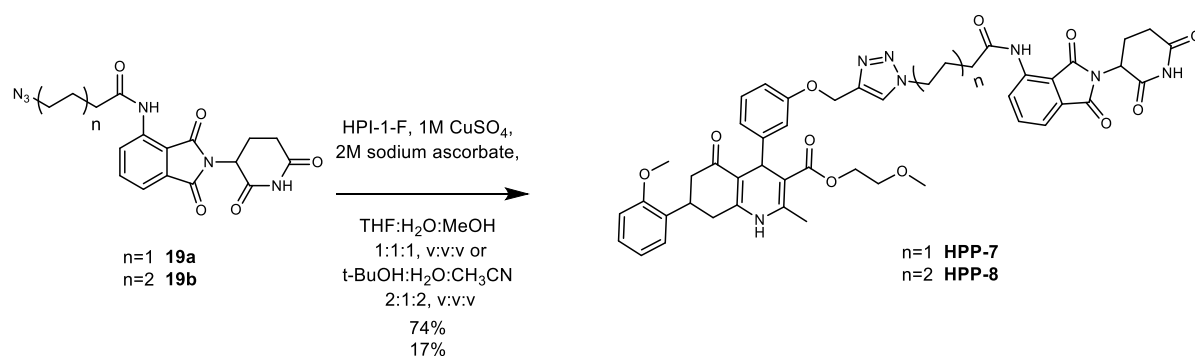

Supplementary Fig. 26. Synthesis of **HPP-7** and **HPP-8**

Compound 19a and **19b** were prepared following previous reported procedures^[10].

HPP-7. To a solution of **19a** (20 mg, 0.052 mmol) and **HPI-1-F** (26 mg, 0.052 mmol) in degassed THF/H₂O/MeOH (3.6 ml, 1:1:1) were added degassed aqueous solutions of 2 M sodium ascorbate (52 μ L, 0.10 mmol) and 1 M CuSO₄ (10 μ L, 0.01 mmol, 20 mol%). The mixture was stirred at rt overnight, after which it was concentrated under reduced pressure. The reaction mixture washed with H₂O and extracted with CH₂Cl₂. The aqueous layer was re-extracted with CH₂Cl₂ ($\times$ 6). The combined organic layers were dried over MgSO₄ and concentrated. The resulting crude was purified by PTLC (SiO₂, CH₂Cl₂/MeOH 13:1, eluted once) to give **HPP-7** as an off-white solid (34 mg, 74%); *R*_f = 0.28 (CH₂Cl₂/MeOH 13:1). ¹H NMR (500 MHz, CDCl₃): δ 9.39 (br, 1H, NH), 8.76 (d, *J* = 8.5 Hz, 1H), 8.19 (d, *J* = 16.4 Hz, 1H, NH), 7.74 (s, 1H), 7.72 – 7.66 (m, 1H), 7.55 (d, *J* = 7.3 Hz, 1H), 7.25 – 6.67 (m, 8H), 5.99 (br, 1H, NH), 5.26 – 5.07 (m, 3H), 4.94 (m, 1H), 4.49 (t, *J* = 6.6 Hz, 2H), 4.26 – 4.10 (m, 2H), 3.79 (s, 3H), 3.68 – 3.55 (m, 1H), 3.52 (t, *J* = 4.9 Hz, 2H), 3.29 (s, 3H), 2.95 – 2.53 (m, 7H), 2.50 (t, *J* = 7.0 Hz, 2H), 2.38 – 2.32 (m, 4H), 2.19 – 2.09 (m, 1H). ¹³C NMR (126 MHz, CDCl₃): δ 193.3, 168.2, 166.6, 165.4, 165.4, 164.9, 164.3, 155.6, 154.8, 147.0, 146.4, 142.2, 141.5, 141.5, 135.1, 134.1, 128.8, 128.1, 126.6, 125.7, 124.7, 122.9, 120.9, 119.0, 118.9, 118.4, 116.4, 112.3, 110.5, 110.2, 108.3, 68.1, 60.6, 59.4, 56.5, 52.8, 46.9, 46.8, 40.0, 34.2, 34.2, 31.4, 30.8, 29.0, 23.0, 20.3, 17.2. LC-MS (ES⁺): *m/z* 886.15 [M+H]⁺. ESI-HRMS (*m/z*): calcd. for [C₄₇H₄₇N₇O₁₁ + H]⁺ 886.3406; obsd. 886.3409.

HPP-8. To a solution of compound **19b** (13 mg, 0.032 mmol) and **HPI-1-F** (16 mg, 0.032 mmol) in degassed *t*-BuOH/CH₃CN/H₂O (1.6 ml, 2:2:1) were added degassed aqueous solutions of 2 M sodium ascorbate (160 μ L, 0.32 mmol) and 1 M CuSO₄ (16 μ L, 0.02 mmol, 50 mol%) and the mixture was stirred at rt overnight. CH₂Cl₂ and H₂O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH₂Cl₂. The organic layer was dried over MgSO₄ and concentrated. The resulting crude was purified by silica gel column chromatography (CH₂Cl₂/MeOH 50:1 to 20:1) to give **HPP-8** as a white solid (5 mg, 17%); *R*_f = 0.23 (CH₂Cl₂/MeOH 20:1). ¹H NMR (500 MHz, CDCl₃): δ 9.40 (br, 1H, NH), 8.79 (d, *J* = 8.5 Hz, 1H), 8.36 (d, *J* = 11.6 Hz, 1H, NH), 7.77 – 7.61 (m,

2H), 7.53 (d, $J = 7.2$ Hz, 1H), 7.24 – 6.69 (m, 8H), 6.12 (br, 1H, NH), 5.25 – 5.06 (m, 3H), 4.99 – 4.87 (m, 1H), 4.36 (t, $J = 6.9$ Hz, 2H), 4.16 (t, $J = 4.6$, 2H), 3.79 (s, 3H), 3.65 – 3.54 (m, 1H), 3.54 – 3.49 (m, 2H), 3.29 (s, 3H), 2.91 – 2.51 (m, 7H), 2.45 (dd, $J = 8.3, 6.6$ Hz, 2H), 2.35 (s, 3H), 2.21 – 2.11 (m, 1H), 2.00 – 1.90 (m, 2H), 1.78 (m, 2H), 1.43 – 1.38 (m, 2H). ^{13}C NMR (126 MHz, CDCl_3): δ 195.6, 171.8, 170.7, 169.1, 167.3, 166.7, 158.0, 157.1, 149.5, 148.8, 144.0, 137.7, 136.5, 131.1, 130.4, 128.9, 128.0, 127.1, 127.0, 125.2, 121.4, 121.3, 120.7, 120.6, 118.5, 115.4, 114.7, 112.4(2C), 110.7, 105.6, 70.5, 62.9, 61.8, 58.8, 55.2, 50.1, 49.3, 42.4, 37.4, 36.6, 33.2, 33.1, 31.3, 29.9, 25.9, 24.4, 22.7, 19.5. LC-MS (ES^+): m/z 457.82 $[\text{M}+2\text{H}]^{2+}$ and m/z 914.16 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{49}\text{H}_{51}\text{N}_7\text{O}_{11} + \text{H}]^+$ 914.3719; obsd. 914.3719.

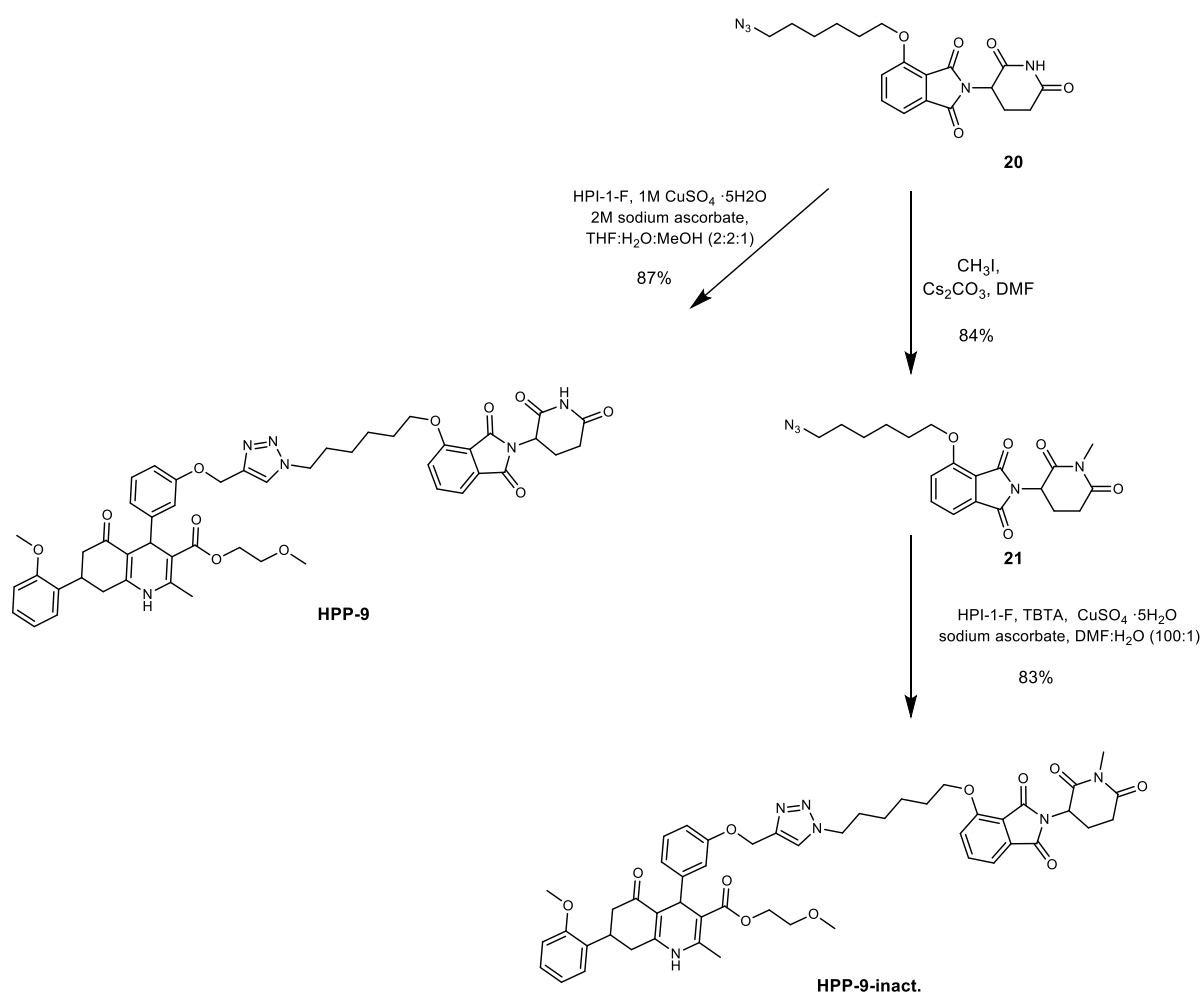

Supplementary Fig. 27. Synthesis of **HPP-9** and **HPP-9-inact**.

Compound 20 was prepared following previous reported procedures^[6].

HPP-9. To a solution of **20** (23 mg, 0.058 mmol) and **HPI-1-F** (23 mg, 0.046 mmol) in degassed THF/H₂O/MeOH (3.0 ml, 1:1:1) were added degassed aqueous solutions of 2 M sodium ascorbate (46

μL , 0.092 mmol) and 1 M CuSO_4 (9 μL , 0.009 mmol, 20 mol%). The mixture was stirred overnight at rt, after which it was concentrated under reduced pressure. CH_2Cl_2 and H_2O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH_2Cl_2 ($\times 6$). The organic layer was dried over MgSO_4 and concentrated. The resulting crude was purified by PTLC (SiO_2 , $\text{CH}_2\text{Cl}_2/\text{MeOH}$ 13:1, eluted once) to give **HPP-9** as a white solid (36 mg, 87%); $R_f = 0.49$ ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 10:1). ^1H NMR (500 MHz, CDCl_3): δ 8.28 (br, 1H, NH), 7.72 (d, $J = 7.9$ Hz, 1H), 7.66 (dd, $J = 8.2, 7.2$ Hz, 1H), 7.44 (dd, $J = 7.4, 1.9$ Hz, 1H), 7.26 – 6.69 (m, 9H), 6.12 (br, 1H, NH), 5.24 – 5.07 (m, 3H), 4.93 (dd, $J = 12.4, 5.4$ Hz, 1H), 4.42 – 4.31 (m, 2H), 4.23 – 4.09 (m, 4H), 3.79 (s, 3H), 3.66 – 3.52 (m, 1H), 3.52 (t, $J = 5.0$ Hz, 2H), 3.29 (s, 3H), 2.90 – 2.51 (m, 7H), 2.36 (s, 3H), 2.15 – 2.07 (m, 1H), 2.01 – 1.90 (m, 2H), 1.85 (m, 2H), 1.57 (p, $J = 7.5$ Hz, 2H), 1.47 – 1.37 (m, 2H). ^{13}C NMR (126 MHz, CDCl_3): δ 195.6, 170.9, 168.2, 167.3, 167.1, 165.8, 158.0, 157.2, 156.9, 156.6, 149.5, 148.8, 144.2, 144.0, 136.6, 133.8, 130.5, 128.9, 128.0, 127.1, 123.1, 121.4, 120.8, 118.9, 117.2, 115.9, 114.7, 112.8, 112.5, 110.7, 105.6, 70.5, 69.1, 62.9, 61.8, 58.9, 55.2, 50.2, 49.1, 42.5, 36.6, 33.2, 31.4, 29.9, 28.4, 25.9, 25.3, 22.6, 19.5. LC-MS (ES^+): m/z 451.35 $[\text{M}+2\text{H}]^{2+}$ and m/z 901.14 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{50}\text{H}_{54}\text{N}_6\text{O}_{11} + \text{H}]^+$ 901.3767; obsd. 901.3771.

Compound 21. To a solution of **20** (30 mg, 0.072 mmol) in DMF (1 mL) was added Cs_2CO_3 (40 mg, 0.13 mmol) and CH_3I (0.01 mL, 0.11 mmol) at rt. The reaction mixture was stirred for 2 h at the same temperature and additional CH_3I was added and let it stir for another 2 hours. Then the mixture was diluted with EtOAc and quenched with HCl 1N. Then washed 3 times with H_2O and one with brine, dried with MgSO_4 and concentrated in vacuo. Purification by PTLC with 30:1 $\text{CH}_2\text{Cl}_2/\text{MeOH}$ (25 mg, 84%). (R_f : 0.78 in $\text{CH}_2\text{Cl}_2/\text{MeOH}$ 30:1). ^1H NMR (400 MHz, CDCl_3) δ 7.66 (dd, $J = 8.5, 7.3$ Hz, 1H), 7.44 (dd, $J = 7.3, 0.7$ Hz, 1H), 7.20 (dd, $J = 8.5, 0.7$ Hz, 1H), 5.00 – 4.91 (m, 1H), 4.18 (t, $J = 6.4$ Hz, 2H), 3.29 (t, $J = 6.9$ Hz, 2H), 3.20 (s, 3H), 3.02 – 2.67 (m, 3H), 2.13 – 2.05 (m, 1H), 1.95 – 1.85 (m, 2H), 1.69 – 1.42 (m, 6H).

HPP-9 inactive. To a solution of HPI-1-F (18 mg, 36 μmol), **21** (15 mg, 36 μmol) and TBTA (5.7 mg, 10.5 μmol) in DMF (1 mL), a solution of CuSO_4 (5.7 mg, 36 μmol) and sodium ascorbate (4.8 mg, 24 μmol) in H_2O was added. The mixture was vigorously stirred at rt for 2 h. The crude was purified by reverse phase chromatography (BGB Scorpius C18 4.5 g, $\text{H}_2\text{O} + 0.1\%$ TFA/ $\text{CH}_3\text{CN} + 0.1\%$ TFA 95:5 to 10:90) to give **HPP-9 inactive** as a pale-yellow powder (27 mg, 83%). ^1H NMR (500 MHz, CDCl_3) δ 7.79 (d, $J = 5.1$ Hz, 1H), 7.66 (dd, $J = 8.4, 7.3$ Hz, 1H), 7.44 (dd, $J = 7.2, 1.2$ Hz, 1H), 7.26 – 6.68 (m, 9H), 6.37 (d, $J = 7.6$ Hz, 1H), 5.12 – 5.05 (m, 1H), 4.94 (dd, $J = 12.4, 5.5$ Hz, 1H), 4.40 (t, $J = 7.1$ Hz, 2H), 4.22 – 4.11 (m, 4H), 3.79 (d, $J = 7.4$ Hz, 3H), 3.54 (q, $J = 5.6, 4.8$ Hz, 3H), 3.31 (d, $J = 7.4$ Hz, 3H), 3.17 (s, 3H), 3.00 – 2.91 (m, 1H), 2.87 – 2.66 (m, 4H), 2.60 (ddd, $J = 17.2, 4.3, 2.6$ Hz, 2H), 2.38 – 2.32 (m, 3H), 2.12 – 2.04 (m, 1H), 1.98 (qd, $J = 7.9, 2.3$ Hz, 2H), 1.86 (h, $J = 6.2, 5.7$ Hz, 2H), 1.56 (td, $J = 9.2, 8.5, 6.4$ Hz, 2H), 1.41 (p, $J =$

7.7 Hz, 2H). ^{13}C NMR (126 MHz, CDCl_3) δ 198.6, 171.4, 169.0, 167.3, 166.1, 159.5, 159.1, 157.9, 157.30, 157.3, 156.6, 152.7, 148.5, 143.9, 143.7, 136.7, 133.9, 129.9, 129.2, 128.4, 127.3, 123.7, 121.6, 120.9, 119.0, 115.9, 114.5, 113.0, 112.5, 110.9, 70.6, 69.1, 63.0, 61.1, 58.9, 55.3, 49.9, 41.6, 36.6, 33.4, 33.0, 31.9, 29.9, 28.5, 27.4, 26.0, 25.3, 19.4. ESI-HRMS (m/z): calcd. for $[\text{C}_{51}\text{H}_{56}\text{N}_6\text{O}_{11} + \text{H}]^+$ 915.3923; obsd. 915.3924.

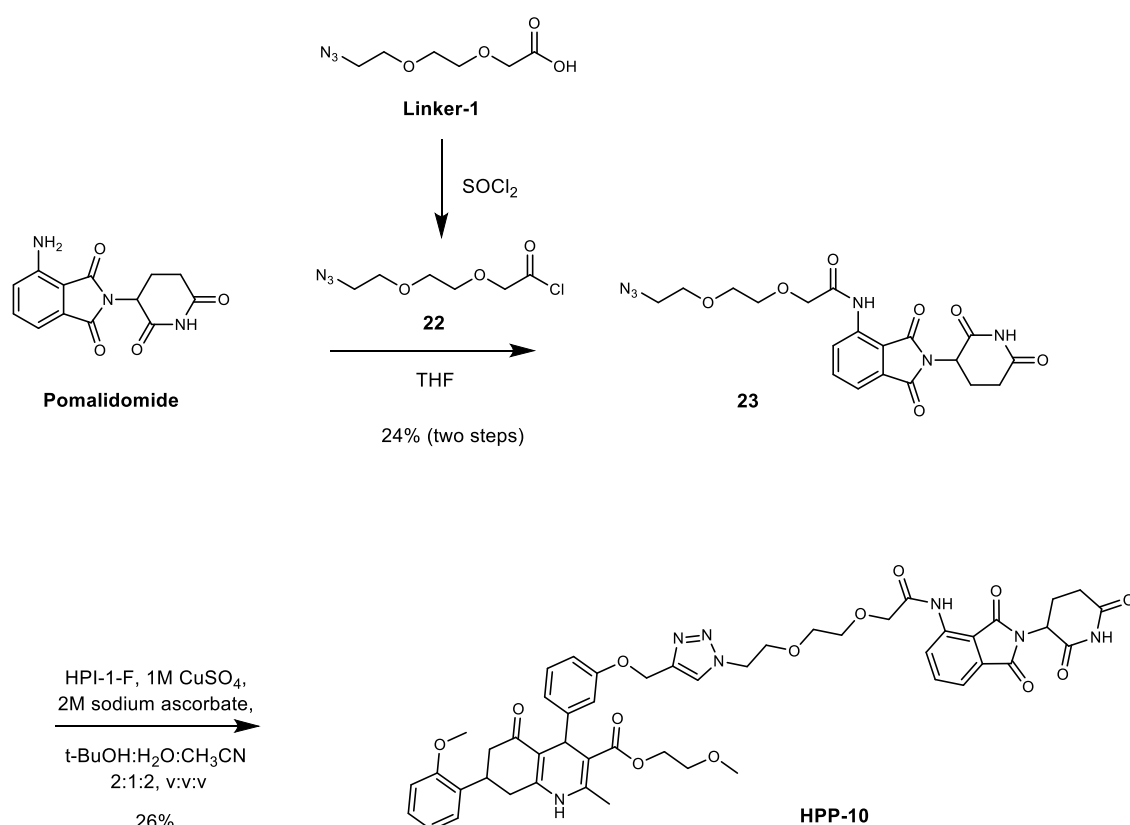

Supplementary Fig. 28. Synthesis of **HPP-10**

Compound 23. To a solution of **linker-1** (100 mg, 0.53 mmol) was added SOCl_2 (77 μL , 1.06 mmol). The reaction mixture was refluxed for 3 h, after which it was checked for completion by TLC (diluted in MeOH ,-pentane/ EtOAc 1:1, R_f = 0.53), then cooled to rt. The solution containing **22** was used directly for the next step without further purification. To a solution of **pomalidomide** (66 mg, 0.24 mmol) in anhydrous THF (1.0 mL) was added the solution containing **22** (110 mg, theoretical mass, 0.53 mmol). The reaction mixture was refluxed for 4 h, after which it was concentrated and extracted with CH_2Cl_2 . The organic layer was washed with sat. NaHCO_3 aq., dried over MgSO_4 and concentrated. The resulting crude was purified by reverse phase chromatography (BGB Scorpius C18 4.5 g, H_2O + 0.1% TFA/ CH_3CN + 0.1% TFA 80:20 to 30:70) to give **23** as an off-white solid (50 mg, 24% two steps).; R_f = 0.24

(CH₂Cl₂/MeOH 20:1). ¹H NMR (400 MHz, CDCl₃): δ 10.45 (br, 1H, NH), 8.88 (d, *J* = 8.5 Hz, 1H), 7.95 (br, 1H, NH), 7.73 (dd, *J* = 8.4, 7.3 Hz, 1H), 7.58 (d, *J* = 7.3 Hz, 1H), 5.03 – 4.88 (m, 1H), 4.22 (s, 2H), 3.88 – 3.68 (m, 6H), 3.39 (t, *J* = 5.2 Hz, 2H), 2.99 – 2.66 (m, 3H), 2.23 – 2.11 (m, 1H). LC-MS (ES⁺): *m/z* 444.89 [M+H]⁺.

HPP-10. To a solution of compound **23** (13 mg, 0.029 mmol) and **HPI-1-F** (15 mg, 0.029 mmol) in degassed *t*-BuOH/CH₃CN/H₂O (1.5 mL, 2:2:1) were added degassed aqueous solutions of 2 M sodium ascorbate (150 μL, 0.29 mmol) and 1 M CuSO₄ (15 μL, 0.015 mmol, 50 mol%) and the mixture was stirred overnight at rt. CH₂Cl₂ and H₂O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH₂Cl₂. The organic layer was dried over MgSO₄ and concentrated. The resulting crude was purified by reverse phase chromatography (BGB Scorpius C18 4.5 g, H₂O + 0.1% TFA/CH₃CN + 0.1% TFA 75:25 to 30:70) to give **HPP-10** as an off-white solid (5 mg, 26%).; *R*_f = 0.13 (CH₂Cl₂/MeOH 20:1). ¹H NMR (500 MHz, CDCl₃): δ 10.42 (br, 1H, NH), 8.83 (d, *J* = 8.4 Hz, 1H), 8.75 (br, 1H, NH), 7.80 (s, 1H), 7.72 – 7.64 (m, 1H), 7.55 (d, *J* = 7.3 Hz, 1H), 7.26 – 6.62 (m, 8H), 6.34 (s, 1H), 5.13 (s, 3H), 4.96 (m, 1H), 4.62 – 4.43 (m, 2H), 4.15 (m, 4H), 3.96 (m, 2H), 3.82 – 3.71 (m, 7H), 3.64 – 3.55 (m, 1H), 3.52 (t, *J* = 4.9 Hz, 2H), 3.29 (s, 3H), 2.90 – 2.51 (m, 7H), 2.36 (s, 3H), 2.21 – 2.09 (m, 1H). ¹³C NMR (126 MHz, CDCl₃): δ 195.9, 171.2, 169.0, 168.5, 168.2, 168.1, 167.3, 166.7, 158.1, 157.2, 149.9, 148.8, 144.3, 144.1, 136.6, 136.4, 131.4, 130.5, 128.9, 128.0, 127.1, 125.2, 124.3, 121.4, 120.8, 118.9, 116.2, 114.4, 112.6, 110.7, 105.6, 71.7, 70.9, 70.5, 70.4, 69.9, 62.9, 61.6, 58.8, 55.2, 50.3, 49.3, 42.4, 36.5, 33.2, 32.9, 31.4, 22.7, 19.4. LC-MS (ES⁺): *m/z* 473.84 [M+2H]²⁺ and *m/z* 946.14 [M+H]⁺. ESI-HRMS (*m/z*): calcd. for [C₄₉H₅₁N₇O₁₃ + H]⁺ 946.3618; obsd. 946.3616.

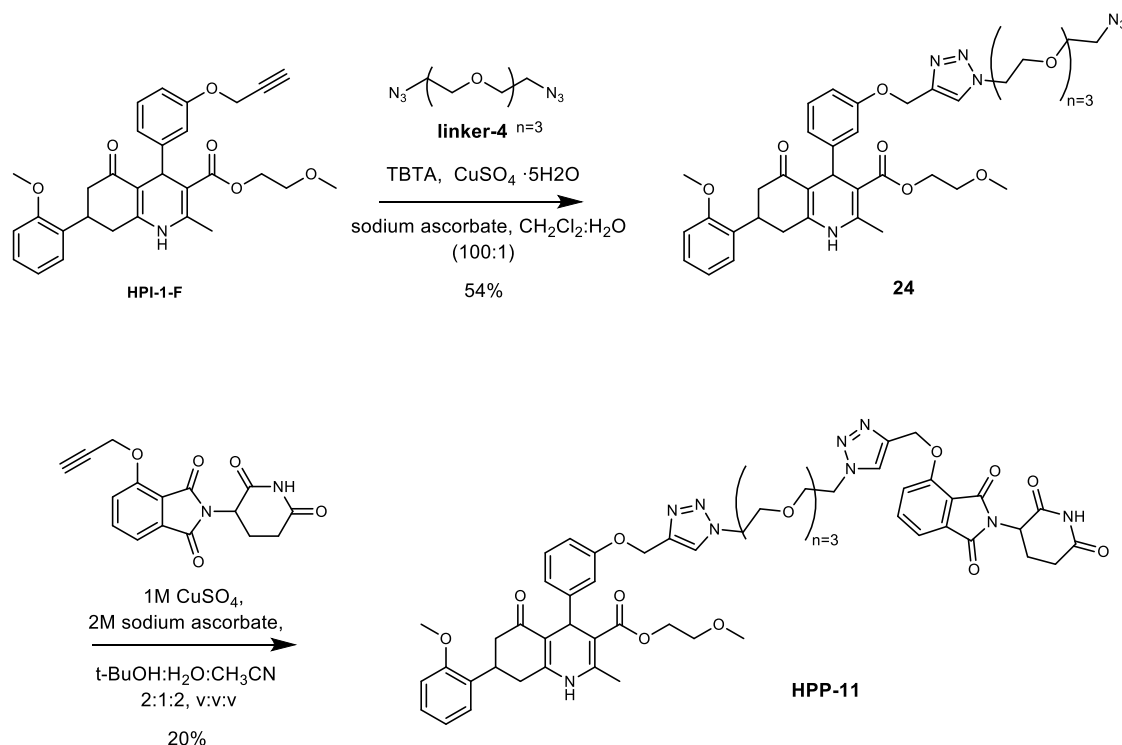

Supplementary Fig. 29. Synthesis of **HPP-11**

Compound 24. To a solution of **HPI-1-F** (12 mg, 24 μmol), **linker-4** (60 mg, 245 μmol , 10eq) and TBTA (3.8 mg, 7 μmol) in CH_2Cl_2 (1.0 mL), a solution of CuSO_4 (3.8 mg, 24 μmol) and sodium ascorbate (4.8 mg, 24 μmol) in H_2O (50 μL) was added. The mixture was vigorously stirred at rt and under nitrogen atmosphere for 2 h. The crude was purified by reverse phase chromatography (BGB Scorpius C18 4.5 g, H_2O + 0.1% TFA/ CH_3CN + 0.1% TFA 95:5 to 10:90) to give **24** as a yellow oil (9.7 mg, 54%).

HPP-11. To a solution of compound **24** (14 mg, 0.019 mmol) and compound **10** (6 mg, 0.019 mmol) in degassed $t\text{-BuOH}/\text{CH}_3\text{CN}/\text{H}_2\text{O}$ (1.0 mL, 2:2:1) were added degassed aqueous solutions of 2 M sodium ascorbate (19 μL , 0.039 mmol) and 1 M CuSO_4 (4 μL , 0.004 mmol, 20 mol%) and the mixture was stirred overnight at rt. CH_2Cl_2 and H_2O were added to the reaction mixture and after partitioning of the layers, the aqueous layer was extracted with CH_2Cl_2 . The organic layer was dried over MgSO_4 and concentrated. The resulting crude was purified by PTLC (SiO_2 , $\text{CH}_2\text{Cl}_2/\text{MeOH}$ 15:1, eluted once) to give **HPP-11** as an off-white solid (4 mg, 20%). 10 mg of **HPP-11** were further purified by reverse phase HPLC. Semi-preparative HPLC runs were carried out with a gradient from 30% to 70% acetonitrile/water system (0.1% TFA) for 55 min and a flow of 3 mL/min, monitored by a PDA detector at 254 nm and 360 nm. The fraction was collected and lyophilized to afford 8.2 mg of the product; R_f = 0.35 ($\text{CH}_2\text{Cl}_2/\text{MeOH}$ 10:1). ^1H NMR (500 MHz, CDCl_3): δ 8.44 (br, 1H, NH), 7.90 (s, 1H), 7.83 (s, 1H), 7.67

– 7.62 (m, 1H), 7.51 (dd, $J = 8.4, 2.9$ Hz, 1H), 7.45 (d, $J = 7.2$ Hz, 1H), 7.24 – 6.70 (m, 8H), 6.36 (br, 1H, NH), 5.41 (s, 2H), 5.18 – 5.07 (m, 3H), 4.92 (m, 1H), 4.54 – 4.45 (m, 4H), 4.16 (m, 2H), 3.86 (t, $J = 5.1$ Hz, 2H), 3.83 – 3.73 (m, 5H), 3.58 – 3.49 (m, 11H), 3.30 (s, 3H), 2.88 – 2.51 (m, 7H), 2.35 (s, 3H), 2.10 (m, 1H). ^{13}C NMR (126 MHz, CDCl_3): δ 195.6, 171.0, 168.2, 168.2, 167.3, 166.9, 165.7, 158.2, 157.1, 155.7, 149.6, 148.8, 144.2, 142.8, 136.7, 133.7, 130.5, 128.9, 128.0, 127.1, 124.7, 124.2, 121.3, 120.7, 120.1, 116.5, 114.5, 112.3, 110.7, 105.5, 70.5, 70.5, 70.3, 69.3, 69.2, 63.2, 62.9, 61.7, 58.8, 55.2, 50.3, 50.2, 49.1, 42.5, 36.4, 33.2, 32.9, 31.4, 22.6, 19.4. LC-MS (ES^+): m/z 529.67 $[\text{M}+2\text{H}]^{2+}$ and m/z 1058.25 $[\text{M}+\text{H}]^+$. ESI-HRMS (m/z): calcd. for $[\text{C}_{54}\text{H}_{59}\text{N}_9\text{O}_{14} + \text{H}]^+$ 1058.4254; obsd. 1058.4261.

3. NMR Spectra

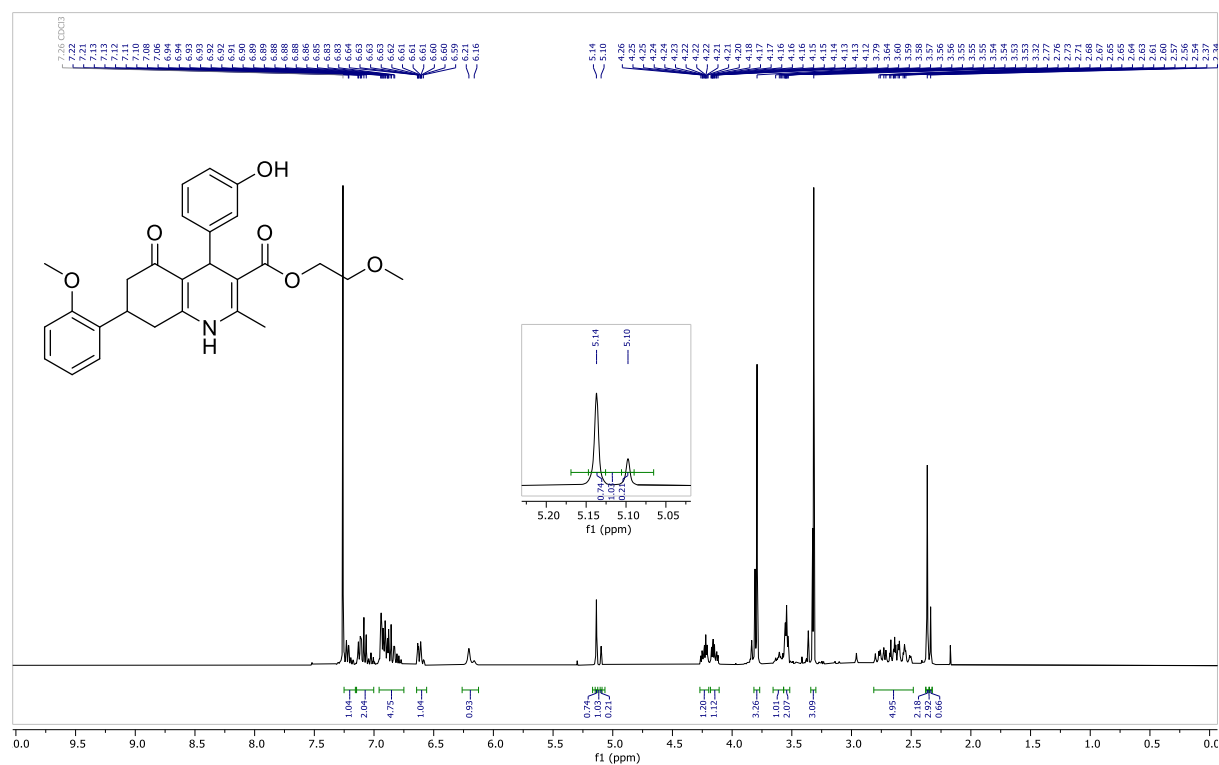

Supplementary Fig. 30. ^1H NMR (400 MHz, CDCl_3) of **HPI-1**. Diastereomeric pair ratio 3.4:1.

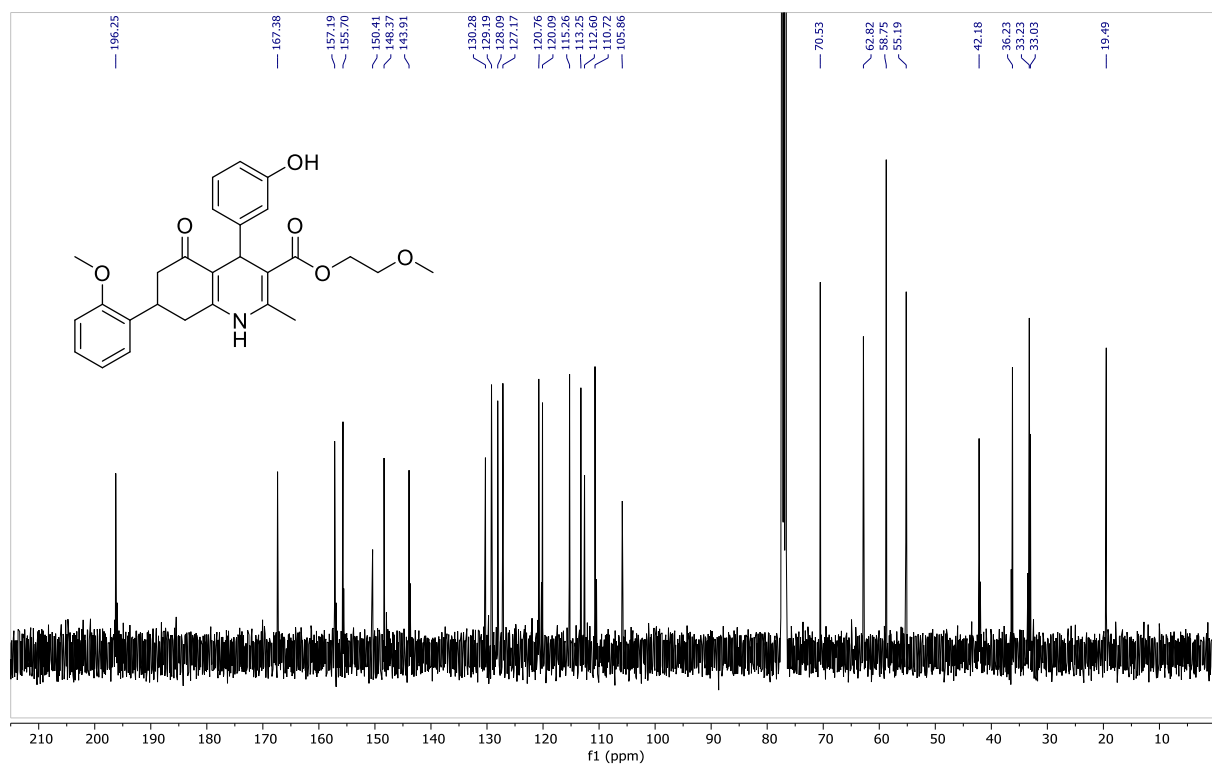

Supplementary Fig. 31. ¹³C NMR (101 MHz, CDCl₃) of HPI-1.

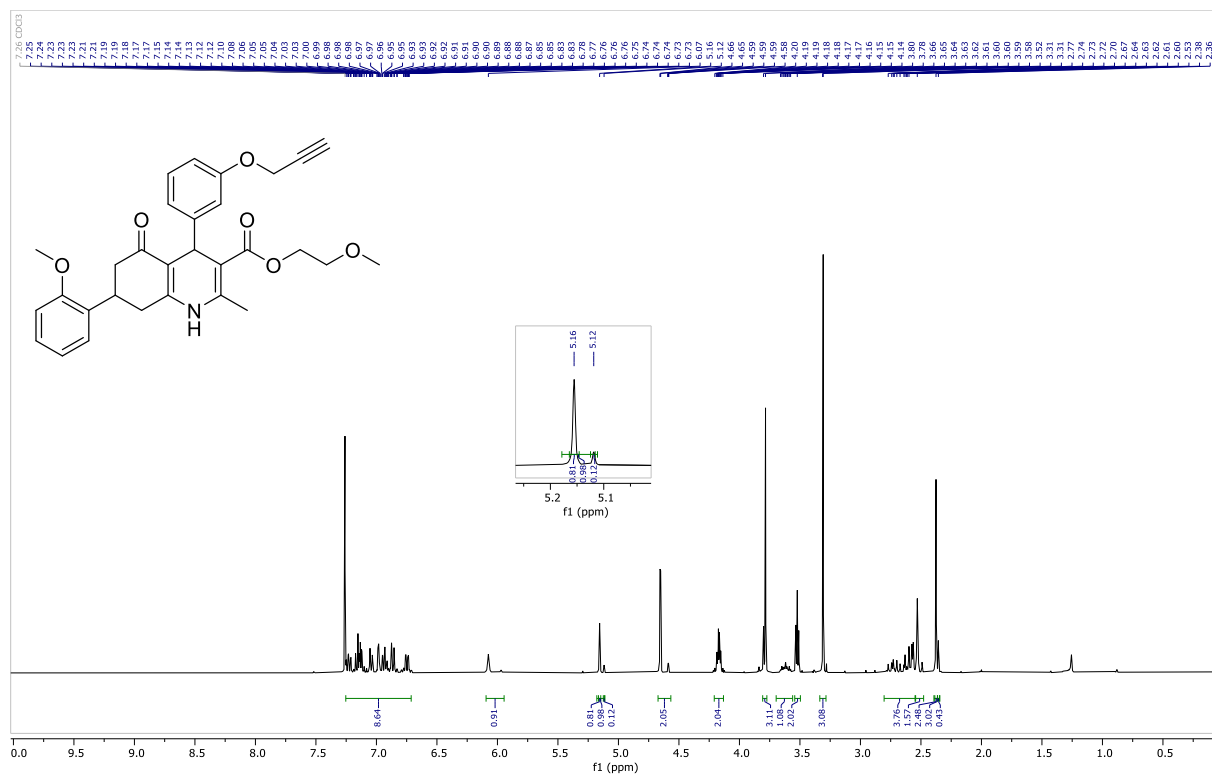

Supplementary Fig. 32. ¹H NMR (400 MHz, CDCl₃) of HPI-1-F. Diastereomeric pair ratio 6.7:1.

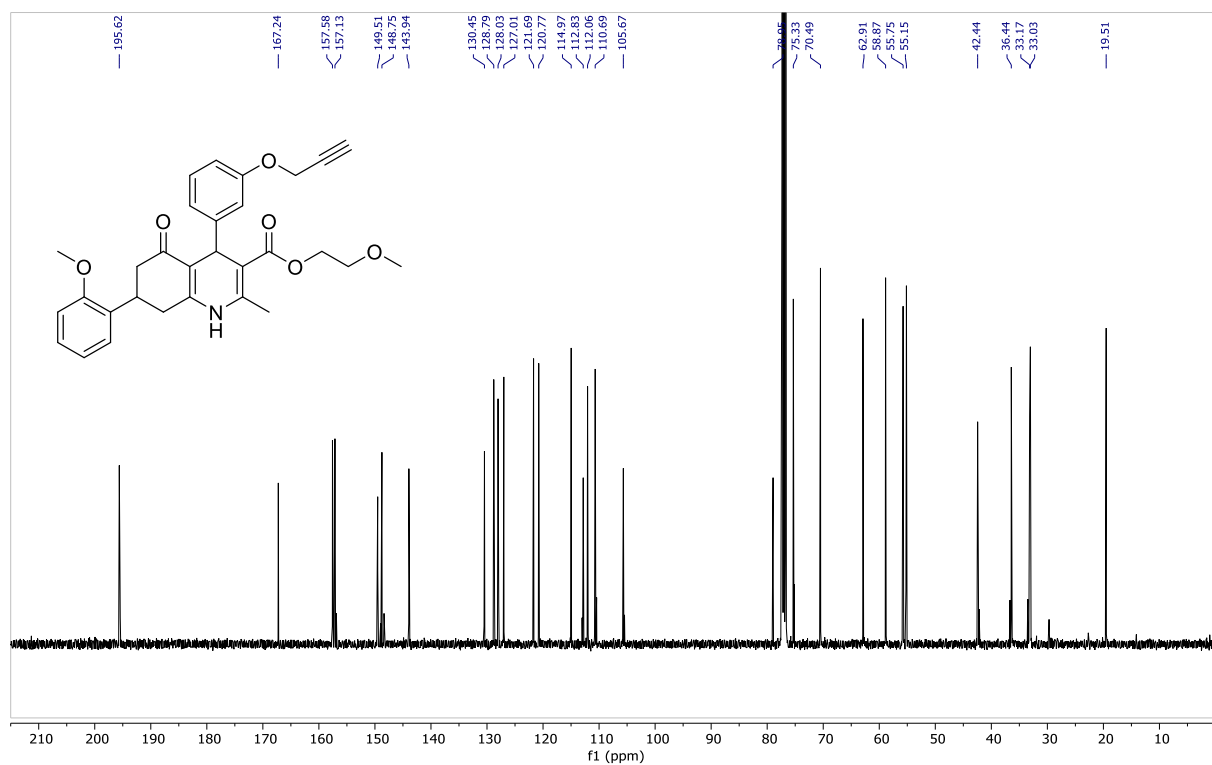

Supplementary Fig. 33. ¹³C NMR (101 MHz, CDCl₃) of HPI-1-F.

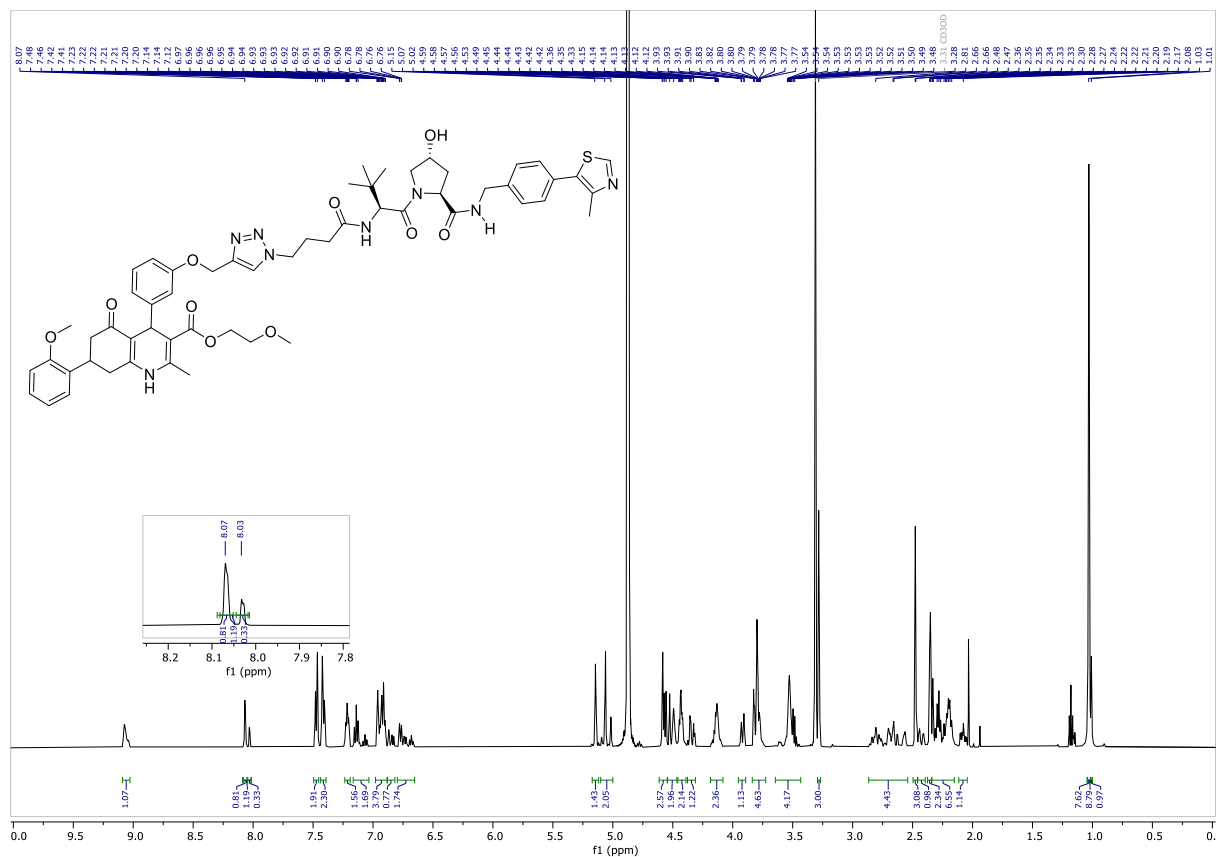

Supplementary Fig. 34. ¹H NMR (500 MHz, CD₃OD) of HPP-1. Diastereomeric pair ratio 3.9:1.

Chemical structure of compound 10 is shown above the spectrum. The structure is a complex molecule featuring a pyridine ring, a benzene ring, a thiazole ring, and a carbamate group. The chemical shifts (ppm) are listed on the right side of the spectrum: 17.29, 14.42, 25.64, 29.50, 32.01, 34.83, 36.34, 37.54, 42.30, 49.85, 54.40, 56.62, 57.61, 59.42, 62.65, 69.68, 70.25.

Chemical Structure of Compound 10:

COCCOC(=O)c1c(C)c(C(=O)c2cc(OC)c3ccccc23)c(C(=O)OCC4=CN=CN4COCCOC(=O)N[C@@H](C(C)(C)C)C(=O)N[C@@H](CO)C(=O)Nc5ccc6sc(C)cc6c5)c1

¹H NMR Spectrum (CDCl₃):

Chemical Shifts (ppm): 9.11, 9.10, 9.09, 9.08, 9.07, 9.06, 9.05, 9.04, 9.03, 9.02, 9.01, 9.00, 8.99, 8.98, 8.97, 8.96, 8.95, 8.94, 8.93, 8.92, 8.91, 8.90, 8.89, 8.88, 8.87, 8.86, 8.85, 8.84, 8.83, 8.82, 8.81, 8.80, 8.79, 8.78, 8.77, 8.76, 8.75, 8.74, 8.73, 8.72, 8.71, 8.70, 8.69, 8.68, 8.67, 8.66, 8.65, 8.64, 8.63, 8.62, 8.61, 8.60, 8.59, 8.58, 8.57, 8.56, 8.55, 8.54, 8.53, 8.52, 8.51, 8.50, 8.49, 8.48, 8.47, 8.46, 8.45, 8.44, 8.43, 8.42, 8.41, 8.40, 8.39, 8.38, 8.37, 8.36, 8.35, 8.34, 8.33, 8.32, 8.31, 8.30, 8.29, 8.28, 8.27, 8.26, 8.25, 8.24, 8.23, 8.22, 8.21, 8.20, 8.19, 8.18, 8.17, 8.16, 8.15, 8.14, 8.13, 8.12, 8.11, 8.10, 8.09, 8.08, 8.07, 8.06, 8.05, 8.04, 8.03, 8.02, 8.01, 8.00, 7.99, 7.98, 7.97, 7.96, 7.95, 7.94, 7.93, 7.92, 7.91, 7.90, 7.89, 7.88, 7.87, 7.86, 7.85, 7.84, 7.83, 7.82, 7.81, 7.80, 7.79, 7.78, 7.77, 7.76, 7.75, 7.74, 7.73, 7.72, 7.71, 7.70, 7.69, 7.68, 7.67, 7.66, 7.65, 7.64, 7.63, 7.62, 7.61, 7.60, 7.59, 7.58, 7.57, 7.56, 7.55, 7.54, 7.53, 7.52, 7.51, 7.50, 7.49, 7.48, 7.47, 7.46, 7.45, 7.44, 7.43, 7.42, 7.41, 7.40, 7.39, 7.38, 7.37, 7.36, 7.35, 7.34, 7.33, 7.32, 7.31, 7.30, 7.29, 7.28, 7.27, 7.26, 7.25, 7.24, 7.23, 7.22, 7.21, 7.20, 7.19, 7.18, 7.17, 7.16, 7.15, 7.14, 7.13, 7.12, 7.11, 7.10, 7.09, 7.08, 7.07, 7.06, 7.05, 7.04, 7.03, 7.02, 7.01, 7.00, 6.99, 6.98, 6.97, 6.96, 6.95, 6.94, 6.93, 6.92, 6.91, 6.90, 6.89, 6.88, 6.87, 6.86, 6.85, 6.84, 6.83, 6.82, 6.81, 6.80, 6.79, 6.78, 6.77, 6.76, 6.75, 6.74, 6.73, 6.72, 6.71, 6.70, 6.69, 6.68, 6.67, 6.66, 6.65, 6.64, 6.63, 6.62, 6.61, 6.60, 6.59, 6.58, 6.57, 6.56, 6.55, 6.54, 6.53, 6.52, 6.51, 6.50, 6.49, 6.48, 6.47, 6.46, 6.45, 6.44, 6.43, 6.42, 6.41, 6.40, 6.39, 6.38, 6.37, 6.36, 6.35, 6.34, 6.33, 6.32, 6.31, 6.30, 6.29, 6.28, 6.27, 6.26, 6.25, 6.24, 6.23, 6.22, 6.21, 6.20, 6.19, 6.18, 6.17, 6.16, 6.15, 6.14, 6.13, 6.12, 6.11, 6.10, 6.09, 6.08, 6.07, 6.06, 6.05, 6.04, 6.03, 6.02, 6.01, 6.00, 5.99, 5.98, 5.97, 5.96, 5.95, 5.94, 5.93, 5.92, 5.91, 5.90, 5.89, 5.88, 5.87, 5.86, 5.85, 5.84, 5.83, 5.82, 5.81, 5.80, 5.79, 5.78, 5.77, 5.76, 5.75, 5.74, 5.73, 5.72, 5.71, 5.70, 5.69, 5.68, 5.67, 5.66, 5.65, 5.64, 5.63, 5.62, 5.61, 5.60, 5.59, 5.58, 5.57, 5.56, 5.55, 5.54, 5.53, 5.52, 5.51, 5.50, 5.49, 5.48, 5.47, 5.46, 5.45, 5.44, 5.43, 5.42, 5.41, 5.40, 5.39, 5.38, 5.37, 5.36, 5.35, 5.34, 5.33, 5.32, 5.31, 5.30, 5.29, 5.28, 5.27, 5.26, 5.25, 5.24, 5.23, 5.22, 5.21, 5.20, 5.19, 5.18, 5.17, 5.16, 5.15, 5.14, 5.13, 5.12, 5.11, 5.10, 5.09, 5.08, 5.07, 5.06, 5.05, 5.04, 5.03, 5.02, 5.01, 5.00, 4.99, 4.98, 4.97, 4.96, 4.95, 4.94, 4.93, 4.92, 4.91, 4.90, 4.89, 4.88, 4.87, 4.86, 4.85, 4.84, 4.83, 4.82, 4.81, 4.80, 4.79, 4.78, 4.77, 4.76, 4.75, 4.74, 4.73, 4.72, 4.71, 4.70, 4.69, 4.68, 4.67, 4.66, 4.65, 4.64, 4.63, 4.62, 4.61, 4.60, 4.59, 4.58, 4.57, 4.56, 4.55, 4.54, 4.53, 4.52, 4.51, 4.50, 4.49, 4.48, 4.47, 4.46, 4.45, 4.44, 4.43, 4.42, 4.41, 4.40, 4.39, 4.38, 4.37, 4.36, 4.35, 4.34, 4.33, 4.32, 4.31, 4.30, 4.29, 4.28, 4.27, 4.26, 4.25, 4.24, 4.23, 4.22, 4.21, 4.20, 4.19, 4.18, 4.17, 4.16, 4.15, 4.14, 4.13, 4.12, 4.11, 4.10, 4.09, 4.08, 4.07, 4.06, 4.05, 4.04, 4.03, 4.02, 4.01, 4.00, 3.99, 3.98, 3.97, 3.96, 3.95, 3.94, 3.93, 3.92, 3.91, 3.90, 3.89, 3.88, 3.87, 3.86, 3.85, 3.84, 3.83, 3.82, 3.81, 3.80, 3.79, 3.78, 3.77, 3.76, 3.75, 3.74, 3.73, 3.72, 3.71, 3.70, 3.69, 3.68, 3.67, 3.66, 3.65, 3.64, 3.63, 3.62, 3.61, 3.60, 3.59, 3.58, 3.57, 3.56, 3.55, 3.54, 3.53, 3.52, 3.51, 3.50, 3.49, 3.48, 3.47, 3.46, 3.45, 3.44, 3.43, 3.42, 3.41, 3.40, 3.39, 3.38, 3.37, 3.36, 3.35, 3.34, 3.33, 3.32, 3.31, 3.30, 3.29, 3.28, 3.27, 3.26, 3.25, 3.24, 3.23, 3.22, 3.21, 3.20, 3.19, 3.18, 3.17, 3.16, 3.15, 3.14, 3.13, 3.12, 3.11, 3.10, 3.09, 3.08, 3.07, 3.06, 3.05, 3.04, 3.03, 3.02, 3.01, 3.00, 2.99, 2.98, 2.97, 2.96, 2.95, 2.94, 2.93, 2.92, 2.91, 2.90, 2.89, 2.88, 2.87, 2.86, 2.85, 2.84, 2.83, 2.82, 2.81, 2.80, 2.79, 2.78, 2.77, 2.76, 2.75, 2.74, 2.73, 2.72

42

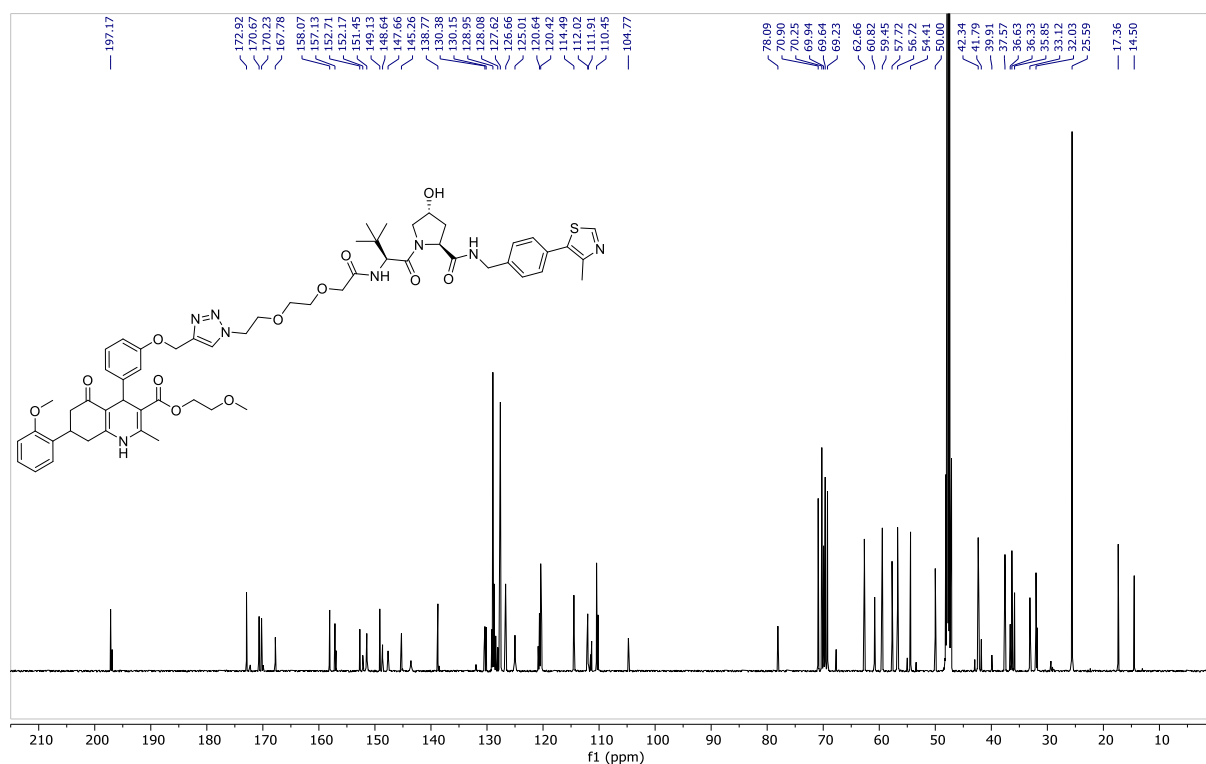

Supplementary Fig. 39. ¹³C NMR (126 MHz, CD₃OD) of HPP-3.

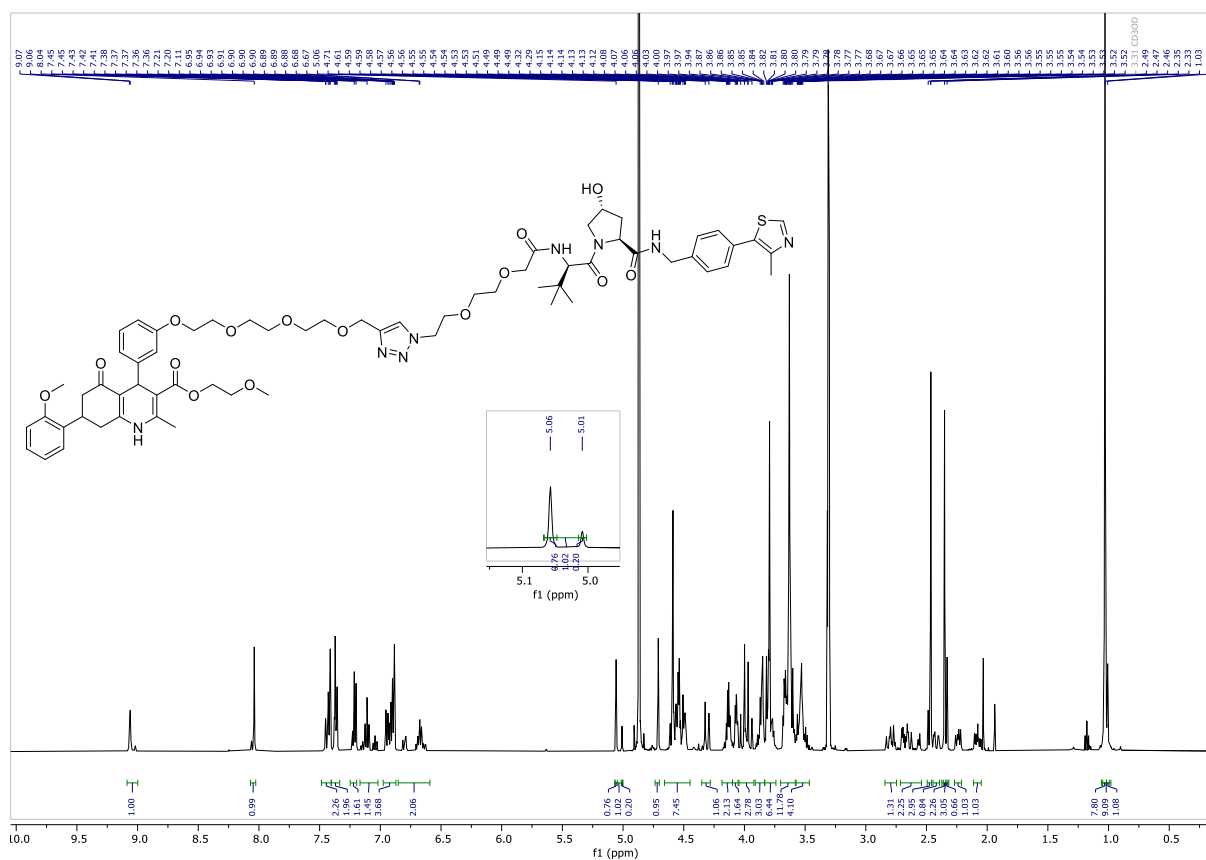

Supplementary Fig. 40. ¹H NMR (400 MHz, CD₃OD) of HPP-4. Diastereomeric pair ratio 4.4:1.

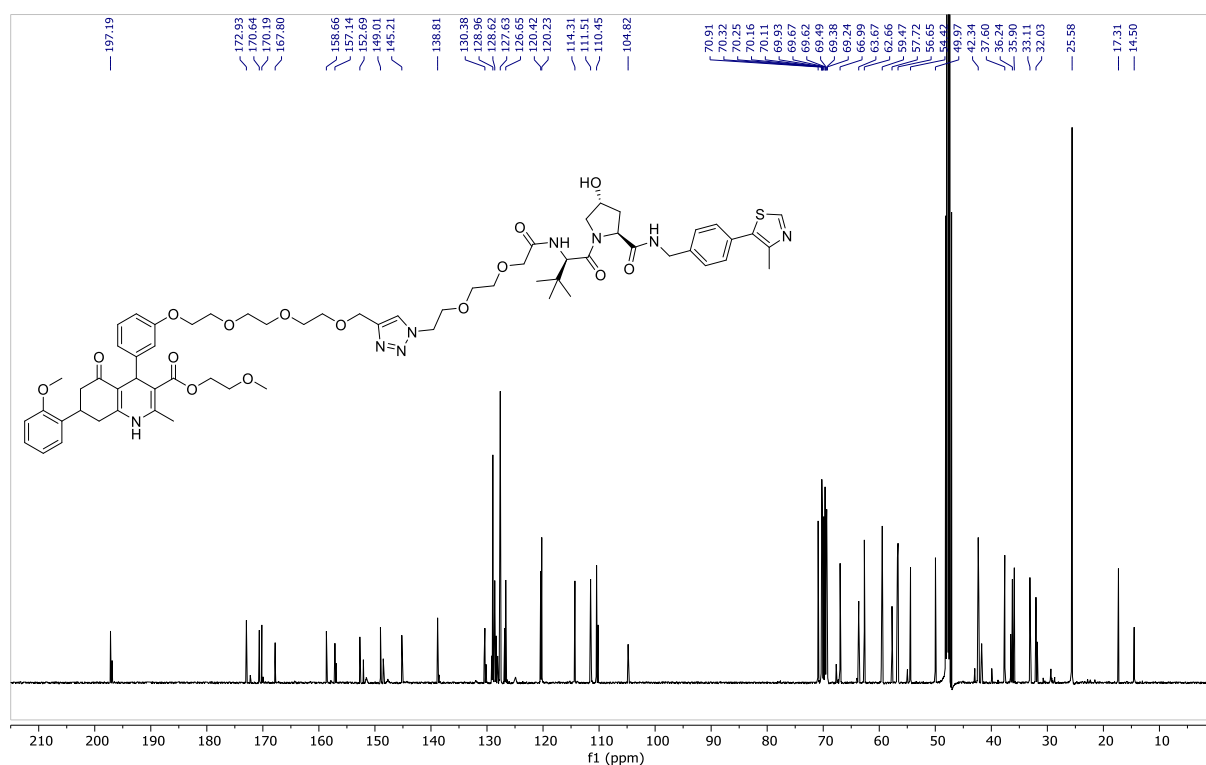

Supplementary Fig. 41. ¹³C NMR (126 MHz, CD₃OD) of compound **HPP-4**.

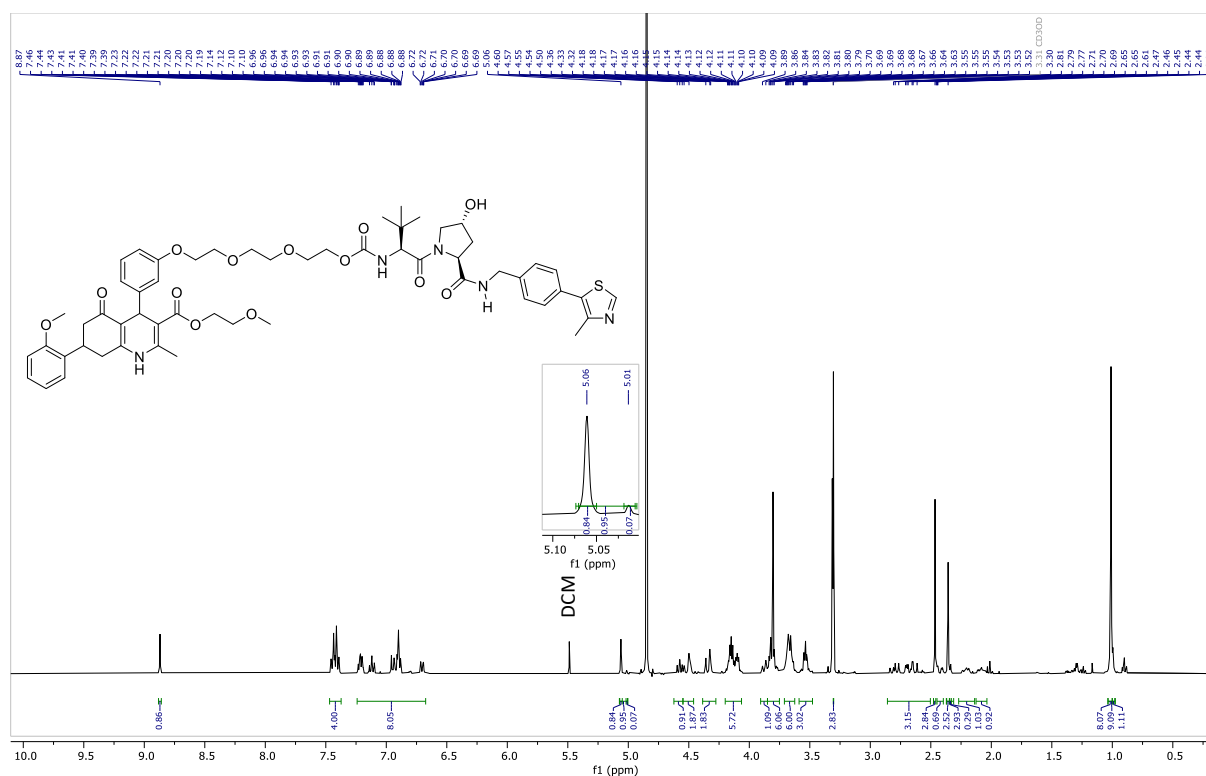

Supplementary Fig. 42. ¹H NMR (500 MHz, CD₃OD) of **HPP-5**. Diastereomeric pair ratio 8.7:1.

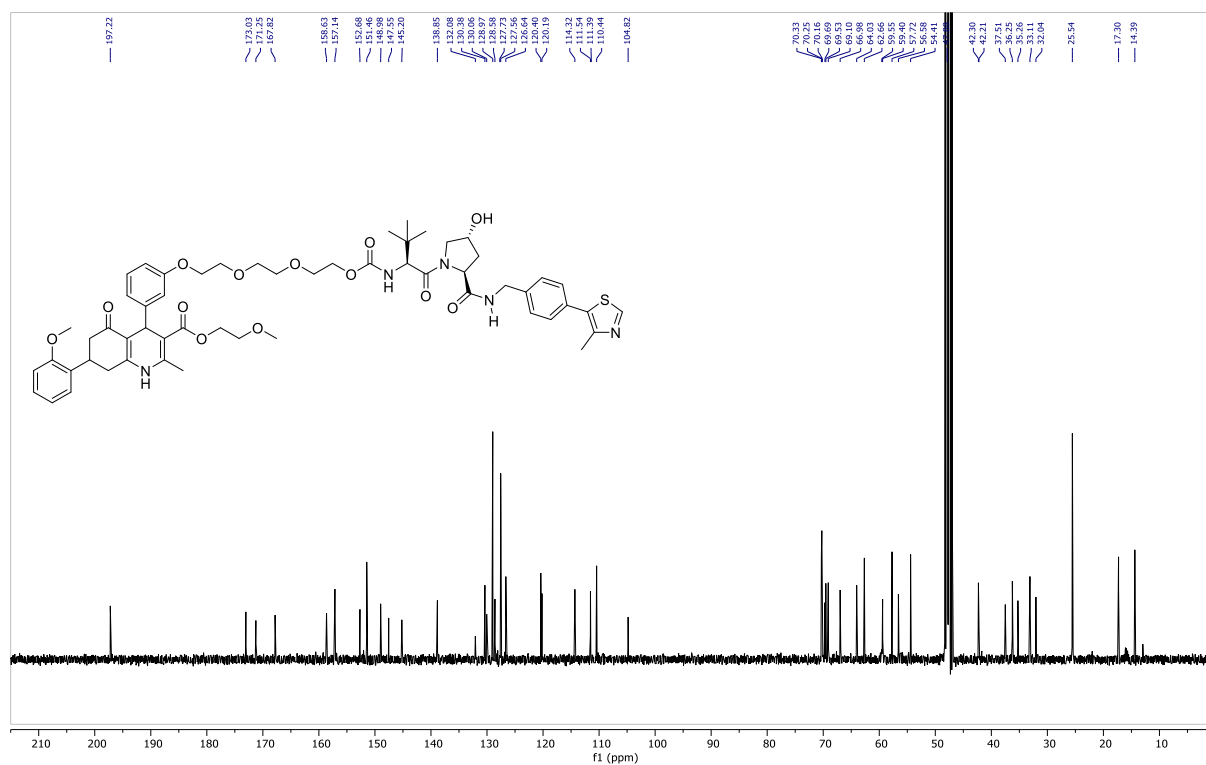

Supplementary Fig. 43. ¹³C NMR (126 MHz, CD₃OD) of HPP-5.

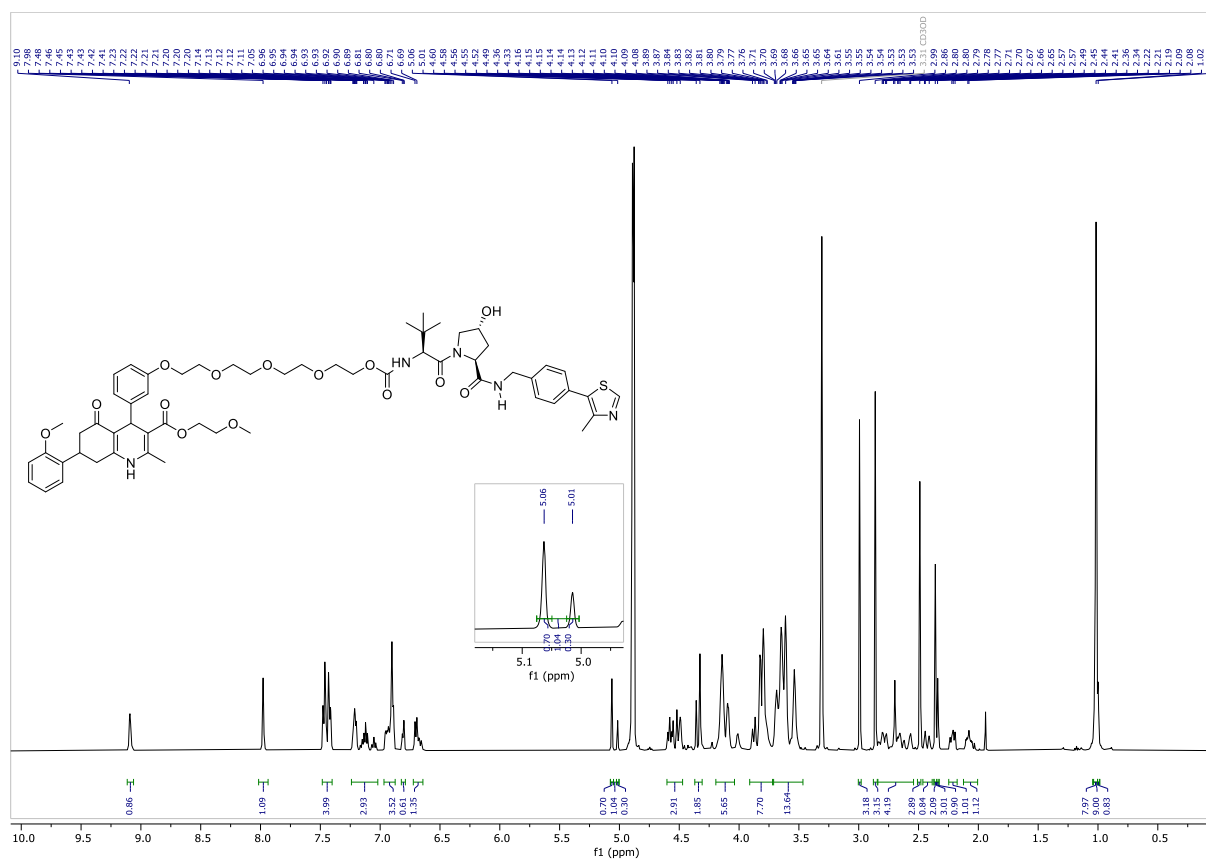

Supplementary Fig. 44. ¹H NMR (500 MHz, CD₃OD) of HPP-6. Diastereomeric pair ratio 4:1.

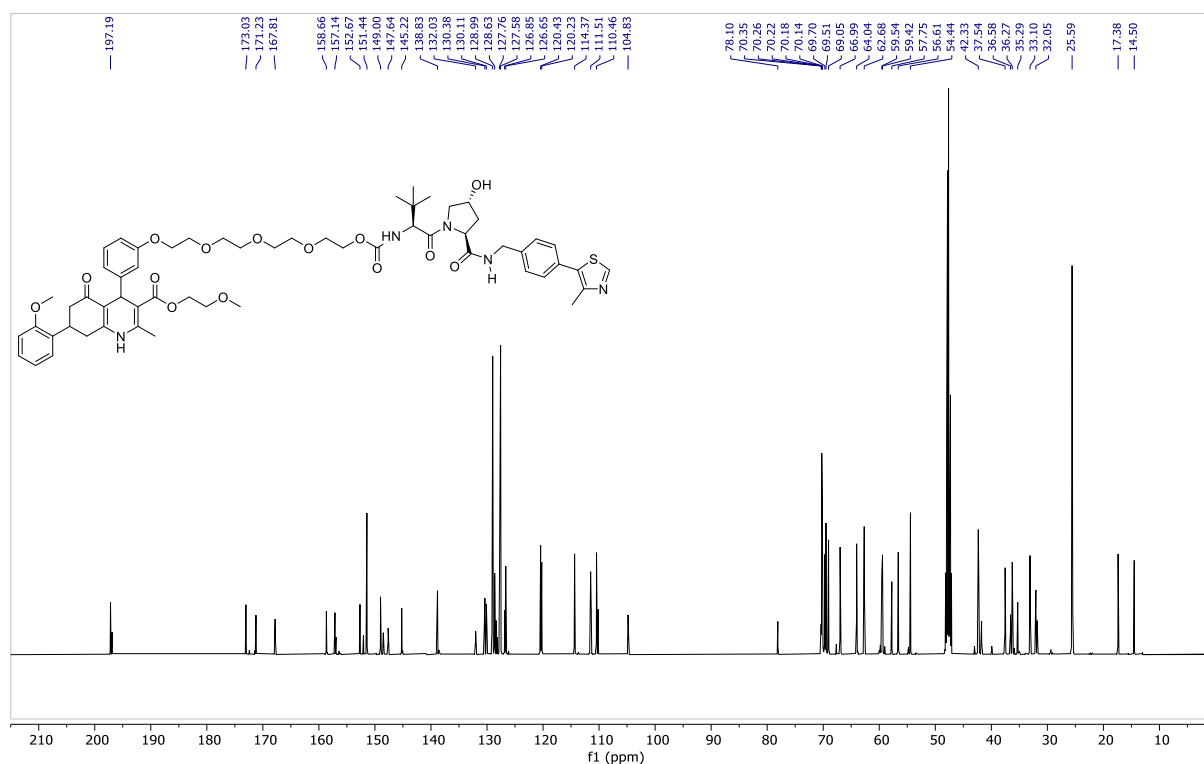

Supplementary Fig. 45. ^{13}C NMR (126 MHz, CD_3OD) of **HPP-6**.

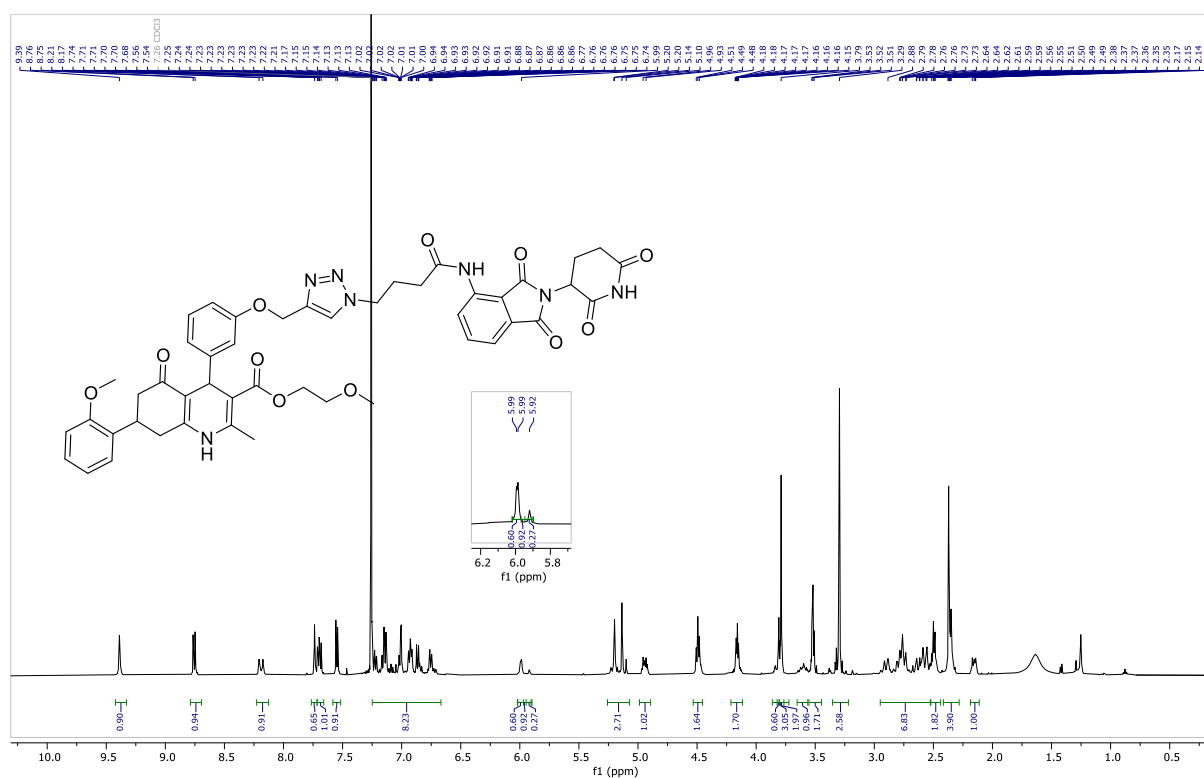

Supplementary Fig. 46. ^1H NMR (500 MHz, CDCl_3) of **HPP-7**. Diastereomeric pair ratio 3:1.

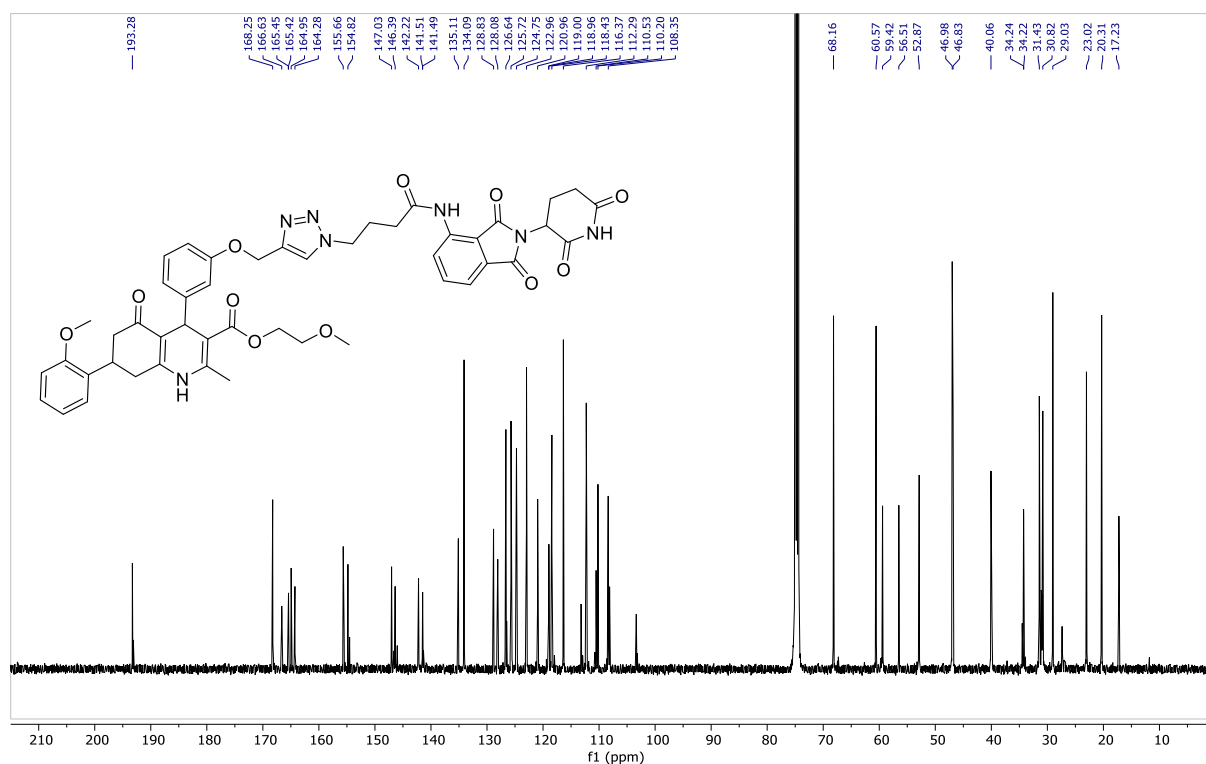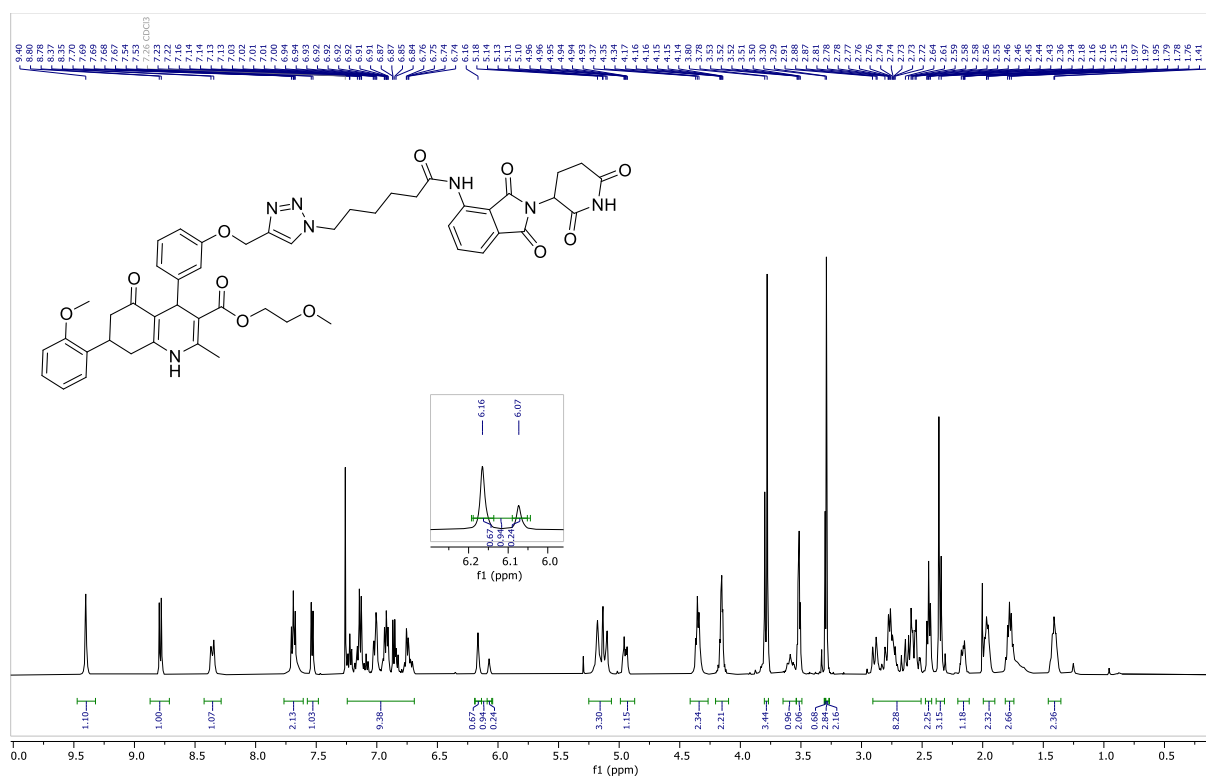

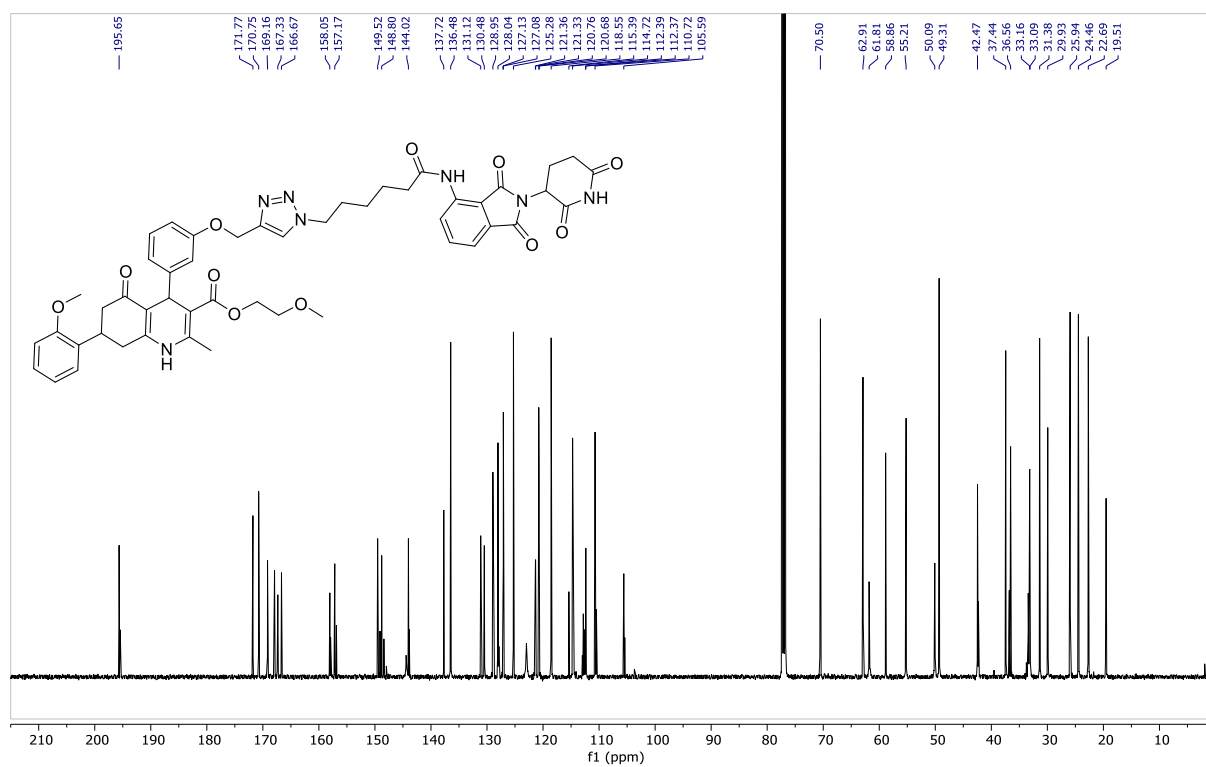

Supplementary Fig. 49. ^{13}C NMR (126 MHz, CDCl_3) of HPP-8.

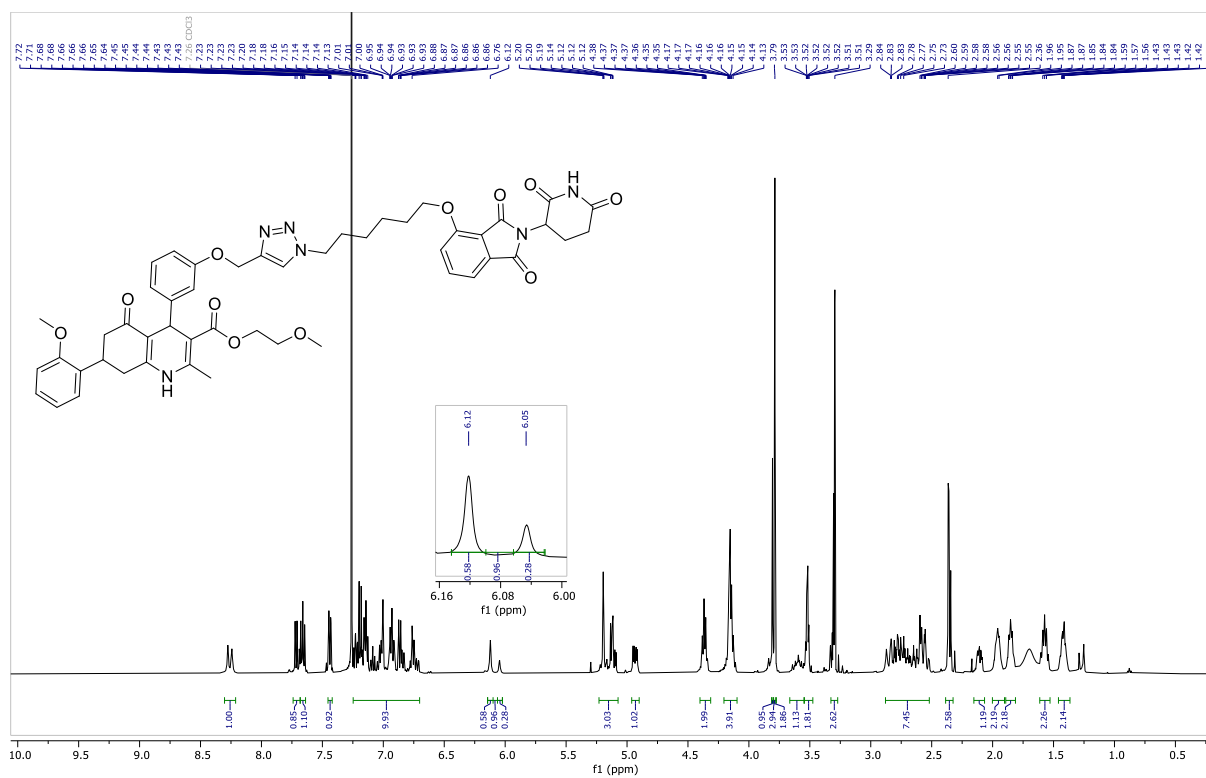

Supplementary Fig. 50. ^1H NMR (500 MHz, CDCl_3) of HPP-9. Diastereomeric pair ratio 2:1.

Supplementary Fig. 51. ^{13}C NMR (126 MHz, CDCl_3) of **HPP-9**.

Chemical structure of the compound is shown above the spectrum. The structure is a complex molecule featuring a central benzene ring substituted with a methoxy group, a 4-methoxyphenyl group, and a 4-methoxyphenyl group. The central benzene ring is also substituted with a 4-methoxyphenyl group. The structure includes a 4-methoxyphenyl group, a 4-methoxyphenyl group, and a 4-methoxyphenyl group. The structure is a complex molecule featuring a central benzene ring substituted with a methoxy group, a 4-methoxyphenyl group, and a 4-methoxyphenyl group. The central benzene ring is also substituted with a 4-methoxyphenyl group. The structure includes a 4-methoxyphenyl group, a 4-methoxyphenyl group, and a 4-methoxyphenyl group.

¹³C NMR spectrum (ppm):

- 199.72
- 171.48
- 167.85
- 167.34
- 166.11
- 159.49
- 159.16
- 157.85
- 157.30
- 156.66
- 152.73
- 148.52
- 143.96
- 143.74
- 136.74
- 133.94
- 129.92
- 129.29
- 128.41
- 127.52
- 123.76
- 121.60
- 119.48
- 119.00
- 115.99
- 113.99
- 113.06
- 112.57
- 107.26
- 70.60
- 69.17
- 63.04
- 61.44
- 58.93
- 58.31
- 51.15
- 49.99
- 41.64
- 36.68
- 33.48
- 33.07
- 29.93
- 29.59
- 29.41
- 26.00
- 23.36
- 19.46

Chemical structure of compound 10: COCCOC(=O)c1c(C)c2[nH]c3c(c2C(=O)c4ccccc4OC)c5ccc(OCC6=CN=CN6COCCOC(=O)c7ccccc7)cc5

¹H NMR spectrum (CDCl₃) of compound 10. The spectrum shows peaks from 1.0 to 10.5 ppm. An inset zooms in on the 2.30-2.40 ppm region, showing two peaks at 2.36 and 2.35 ppm. The chemical structure of compound 10 is shown above the spectrum.

Supplementary Fig. 54. ^1H NMR (500 MHz, CDCl_3) of **HPP-10**. Diastereomeric pair ratio 4.2:1.

Supplementary Fig. 55. ^{13}C NMR (126 MHz, CDCl_3) of **HPP-10**.

Supplementary Fig. S6. ^1H NMR (500 MHz, CDCl_3) of HPP-11. Diastereomeric pair ratio 3.6:1.

Supplementary Fig. 57. ¹³C NMR (126 MHz, CDCl₃) of HPP-11.

4. LC-MS Spectra

Supplementary Fig. 58. LC-MS of HPP-1.

Supplementary Fig. 59. LC-MS of **HPP-2**.

Supplementary Fig. 60. LC-MS of **HPP-3**.

Supplementary Fig. 61. LC-MS of **HPP-4**.

Supplementary Fig. 62. LC-MS of **HPP-5**.

Supplementary Fig. 63. LC-MS of **HPP-6**.

Supplementary Fig. 64. LC-MS of **HPP-7**.

Supplementary Fig. 65. LC-MS of **HPP-8**.

Supplementary Fig. 66. LC-MS of **HPP-9**.

Supplementary Fig. 67. LC-MS of **HPP-9-inact**.

How the deposited data were processed for this re-analysis (not part of the article)

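RNA was measured in SHH-GFP mouse fibroblasts under 6 conditions with 2 libraries each: DMSO for 8 h without ShhN, and, all with ShhN, DMSO, 10 µM HPI-1, 1 µM HPP-9 or 1 µM dBet6 for 8 h and 1 µM HPP-9 for 24 h. The labels and the paper give the same numbers for the doses, although 1 field of the labels writes them in mM. The labels number the libraries of each condition 1 and 2, and the paper describes 2 independent experiments. The authors made the counts that were deposited: reads of 3′ mRNA libraries were trimmed with cutadapt, aligned to mm10 with STAR and counted per gene with featureCounts. The versions of these tools, the annotation release and the strand setting are not named in the paper's text. The deposited values are whole-number counts per gene, without normalization, for 55487 genes, of which 29766 had no count in any library. Supplementary Data 3 lists raw counts, of which 1999 genes were at hand, and for all 1999 the counts in the 4 libraries of HPP-9 were equal to the deposited ones. Gene positions are those the table gives, and 55141 of its gene identifiers were also in GENCODE's annotation of the same genome build, from which overlaps with other genes were taken.

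Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with low counts were left out by edgeR's filter by condition, which left 14039 genes. TMM factors averaged 0.481 with dBet6 and between 1.06 and 1.23 in the other conditions. All 12 libraries were fitted together with a mean per condition and no block, since the paper names no covariate, and each comparison was tested with edgeR's quasi-likelihood test. The compared pairs were ShhN against none, each compound with ShhN against DMSO + ShhN, HPP-9 against HPI-1, dBet6 against HPP-9, and 24 h against 8 h of HPP-9. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 1.5, the paper's thresholds. The error of a fold change is its standard error from the fit or, mainly for the BET genes and for differences between groups, a 95% interval. Where all libraries of a group were at 0, a fold was computed as a bound against 3 counts over the group's libraries. Intervals and bounds cover counting and replicate error between 2 libraries only.

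Total counts per library were between 3583923 (HPI-1, replicate 1) and 20076038 (DMSO + ShhN, replicate 1). To see whether the replicate numbers pair the libraries, the deviation of replicate 1 from its condition mean was correlated across genes between conditions. All 15 pairs of conditions had a correlation over 0.1 (median 0.510). The fit with the replicate number as a block is given beside the one without it. The common biological coefficient of variation was 0.287 without the block and 0.135 with it. Malat1 took between 1.34% and 2.46% of the counts in replicate 1 and between 0.228% and 0.391% in replicate 2.

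The pipeline was tested on simulated data made from the counts. In the libraries of HPP-9 at 8 h, 100 of 14039 genes were changed by 1 on the log2 scale and 100 others by 2. The simulation took its replicate effect and spread from the fit with the block, which favors fits with the block. At a log2 change of 1 edgeR recovered 3% and at 2 it recovered 42%, with 0 false calls. With the replicate block it recovered 60% and 83%, with 7 false calls. DESeq2 recovered 26% and 72% with 0 false calls, and with the block 58% and 81% with 4.

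Gene lists covered the BET family, BET inhibition markers, Hedgehog targets and pathway components, the primary cilium, pro-apoptotic and anti-apoptotic genes, targets of p53, NRF2, NF-κB, Wnt and BMP signaling, the integrated stress response, immediate early, interferon-stimulated, and TGF-β and YAP responsive genes, collagens and matrix, transcription elongation, cell cycle, replication-dependent histones, ribosomal proteins, mitochondrially encoded and nuclear genes of oxidative phosphorylation, C2H2 zinc finger genes, markers of macrophages, endothelium, epithelium, adipocytes, osteochondral cells and muscle, and the proteomic hits other than BET proteins. The last list was chosen by the study on protein data. The counts of genes that passed were adjusted over all genes and over the list alone. Lists with at least 5 tested genes were also compared with all other genes by camera in limma 3.58.1, with a preset correlation of 0.01 and with the correlation estimated from the data, and fry was run as an alternative.

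Genes were named by a rule. In each comparison with DMSO + ShhN, these were the 8 protein-coding genes with the largest rise and the 8 with the largest fall among those called, if both treated libraries lay beyond both controls and the mean was at least 5 cpm in the higher group. To these were added every gene that the paper's text, Fig. 5f or Supplementary Figs. 17 to 19 name, whose values in those figures had been seen, and up to 4 members of each list with the largest change. The text names a part of them. H3c4 with HPI-1 and Siva1 and Bnip3l with dBet6 fall outside the rule and were named after their values were seen.

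The alternatives were DESeq2 1.42.0 (the paper's tool) with all libraries or only the 4 compared, edgeR on only the 4 compared, scaling by library size alone or by upper quartiles, no filter on low counts or a minimum of 50 counts in 2 libraries, no fold threshold or a fold over 2, the replicate block, and leaving out each library of a comparison. DESeq2 with the block, and leaving out libraries of other conditions, were added after seeing the data. Principal components were computed from log2 cpm after TMM (prior count 2) of the 500 genes with the largest variance. Correlations of fold changes between compounds were compared with 20 simulated draws of unchanged groups that shared the 2 control libraries, and were also computed with a different control library for each compound.

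No deposited sample was left out. The qPCR, western blot, proteomic, binding and chromatin experiments have no deposited counts and were not analysed, and the reads themselves were not realigned.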

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

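The tests of scaling and of S phase genes for the histone transcripts, of long-lived transcripts for dBet6, and of length and GC content as the whole cause of the replicate pattern were chosen after the result was seen, and the test of shared histone counts was reworded after its value was seen.

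Direct tests found genes whose response differed between groups with the same control. Between 24 h and 8 h of HPP-9, 12 genes differed, 10 lower and 2 higher at 24 h, and 279 with the replicate block. The number was 0 without HPP-9 8 h replicate 1 or either library of HPP-9 24 h, and 2 without HPP-9 8 h replicate 2, by edgeR, with 724 genes at an unadjusted p under 0.05 and 89 genes by DESeq2. Between HPP-9 and HPI-1 at 8 h, 2 genes differed, and 692 with the block. The number was 0 without HPI-1 replicate 2, 1 without HPI-1 replicate 1 or HPP-9 8 h replicate 2, and 4 and 5 without dBet6 replicates 1 and 2.

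The other results listed here are changes in gene groups that the paper does not discuss. Of 25 replication-dependent histone genes, 4 rose with HPP-9 for 8 h, 7 with HPP-9 for 24 h and 21 with dBet6. Of 31 immediate early genes, 6 rose with HPP-9 for 8 h and 9 for 24 h. Both lists leaned lower in the control, DMSO + ShhN, than with DMSO alone. The median log2 fold change was −0.32 for histones and −0.51 for immediate early genes, and no gene of either list passed there. Of 31 interferon-stimulated genes, 4 fell with HPP-9 for 24 h. With dBet6, 181 of 303 C2H2 zinc finger genes fell and 81 of 83 ribosomal protein genes rose, of which 54 rose with library size alone.

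Histone transcripts from replication-dependent genes, most of which lack a poly(A) tail, were higher with HPP-9 and dBet6 in libraries primed on poly(A). Scaling does not account for it, since the smaller of the medians at 8 h was still 1.16 on the log2 scale with library size alone. More cells in S phase would raise the other S phase genes too. But the median of 12 such genes was −0.11 with HPP-9 for 8 h (interquartile range divided by 2: 0.111) and −0.10 for 24 h (0.195). The median of all 35 cell cycle genes was nevertheless 0.69 at 24 h. With dBet6 the S phase median was −0.45 (0.508). Most transcripts took a smaller share of the counts with dBet6, so that value cannot decide on S phase. Of the histone genes that rose with dBet6, 100% had counts not near-equal to those of another listed gene (correlation over 0.99 and totals within 10%), which argues against reads shared evenly between near-identical genes. Reads shared unevenly, a larger share of transcripts with a poly(A) tail and a rise in transcription were not tested, and each may hold.

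Most transcripts took a smaller share of the counts with dBet6, and 81.5% of the tested genes were lower with library size alone. Ribosomal RNA, mitochondrial and ribosomal protein genes do not account for all of this. The median log2 fold change with library size alone was −1.50 with them and still −1.12 without them. Other abundant genes were not left out, so a larger share of those remains possible. Library size does not account for it either, since the median was −1.63 in 10563 genes after thinning all libraries to the shallowest. A loss of transcription that leaves longer-lived transcripts is a candidate explanation. With library size alone the median was −2.92 for zinc finger genes, whose transcripts are short-lived. It was 0.93 and 0.08 for ribosomal protein and nuclear oxidative phosphorylation genes, a difference of at least 3.00. The median of mitochondrially encoded genes was 1.00, but these are not transcribed in the nucleus and do not bear on it. Transcript lifetimes and RNA per cell were not measured in these libraries, and death of a part of the cells was not tested.

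Libraries with the same replicate number differed alike in every condition. Depth does not account for it, since the median correlation between conditions was 0.428 after thinning to equal total counts. Without the 28 ribosomal RNA, mitochondrial and Malat1 genes the lowest correlation was 0.289. So few of 14039 genes carry little weight in a correlation across genes. This value therefore cannot decide on a cause that also changed their share. The mean difference between the replicates had a Spearman's rho of −0.348 with GC content and 0.227 with transcript length across genes, so a bias of that kind may be part of it. It is not the whole, as the lowest correlation was 0.237 after both trends were removed. Neither the labels nor the paper name a batch, and no biological explanation was tested.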

How the results depend on the processing

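DESeq2 with the replicate block and leaving out libraries of conditions outside a comparison were chosen after seeing the data. Counts of called genes with dBet6 (6964) and between dBet6 and HPP-9 (6630) stayed within 1.5 times under all alternatives, at 5222 to 8944 and 4930 to 8223, and leaving out 1 library gave 5222 to 7108 and 4930 to 6700. The smaller counts moved with the fit, and the cause was not tested. They are given in the order ShhN (1), HPI-1 (29), HPP-9 8 h (82), HPP-9 24 h (296), HPP-9 against HPI-1 (2) and HPP-9 24 h against 8 h (12). DESeq2 called 7, 182, 495, 691, 126 and 89 genes, DESeq2 on the 4 libraries compared 4, 89, 344, 498, 30 and 42, edgeR without a filter on low counts 21, 176, 430, 607, 95 and 83, edgeR with the replicate block 54, 566, 1464, 1565, 692 and 279, and DESeq2 with the block 88, 597, 1351, 1458, 734 and 330. All 29, 82, 296, 2 and 12 genes called with HPI-1, with HPP-9 and between the groups were also called with the block and by DESeq2. On the 4 libraries alone, edgeR called 0 genes with HPI-1 (929 at an unadjusted p under 0.05), 3 and 137 with HPP-9 for 8 h and 24 h, and 0 in the last pair of comparisons (1010 and 701). Library size alone gave 1 gene between HPP-9 and HPI-1. Other scalings, the 50-count minimum and the fold thresholds kept these counts within 1.5 times.

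Leaving out 1 library, with the filter on low counts run again (14875 to 15059 genes tested instead of 14039), so that both changed together, gave 0 to 1 genes with ShhN, 0 to 41 with HPI-1, 6 to 195 with HPP-9 for 8 h, 39 to 457 for 24 h, 0 to 5 between HPP-9 and HPI-1 and 0 to 14 between 24 h and 8 h. ShhN gave 0 without any library of DMSO, DMSO + ShhN, HPI-1 or HPP-9 24 h. HPI-1 gave 0 without any library of DMSO, DMSO + ShhN, HPI-1 or HPP-9 24 h and 1 without either of HPP-9 8 h. HPP-9 8 h gave 10 and 6 without DMSO + ShhN replicates 1 and 2, 10 and 7 without its own, 39 and 38 without those of DMSO, 38 and 37 without those of HPP-9 24 h, and 194 and 195 without those of dBet6. HPP-9 24 h gave 100 and 50 without DMSO + ShhN replicates 1 and 2, 49 and 39 without its own, and 457 without dBet6 replicate 1.

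The 59 genes shared by HPP-9 8 h and dBet6 became 301 by DESeq2, 100 with library size alone, 884 with the block, 791 with both, and 5 to 124 without 1 library: 8 and 5 without DMSO + ShhN replicates 1 and 2, 10 and 7 without those of HPP-9 8 h, 31 and 30 without those of DMSO, 29 and 28 without those of HPP-9 24 h, and 124 and 117 without those of dBet6. The 9 shared by HPI-1 and HPP-9 became 93, 303 with the block, 302 with both, and 0 (without any library outside dBet6) to 18 and 19 (without dBet6 replicates 1 and 2). The first principal component held 57.7% of the variance with all tested genes and 86.2% with library size alone, against 78.1%. The 2 pro-apoptotic genes that rose with dBet6 became 0 with library size alone and stayed 2 without any 1 library. Those that fell numbered 21, but 12 without dBet6 replicate 1 and 14 without DMSO + ShhN replicate 2. Camera called 82 of 200 lists and comparisons, and 16 with an estimated correlation. Of 120 named values, 81 were called: 91 by DESeq2 (10 gained), 79 with library size alone (5 lost, 4 gained, 3 turned), 96 with the block (15 gained, none lost) and 50 (without DMSO + ShhN replicate 2) to 87 (without dBet6 replicate 1) without 1 library. Scaled by library size alone, Siva1 and Bnip3l turned and were no longer called, at −0.0442 and −0.23 with dBet6, and Brd2 turned and was called, at −0.93 for dBet6 against HPP-9. On simulated data with 2 libraries per condition, a log2 change of 1 was recovered for 3% of genes by edgeR and 26% by DESeq2. With the replicate block edgeR recovered 60%. In these data most changes of that size were thus missed without the block. The data were simulated with the replicate effect and spread of the block fit, which favors that fit. They do not show which fit is better for the real counts. Depth, with 3583923 counts in HPI-1 replicate 1, limits rarer transcripts, and a condition left with 1 library was taken to vary like the others.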

Differences from the paper's values

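The paper's counts of changed genes were set beside those from edgeR at the paper's thresholds, a fold over 1.5 and an adjusted p under 0.05. With HPI-1, the paper reports 99 changed genes and edgeR called 29; the numbers printed in the volcano plot of Supplementary Fig. 17 for this comparison add up to slightly more than those 99. Among the alternatives fixed before the data were examined, DESeq2 on the 4 libraries compared (89) came within 1.5 times of the paper's number, whereas DESeq2 on all libraries (182), the replicate block (566), no filter (176), library size alone (25), upper quartiles (28), the 50-count minimum (32), a fold over 2 (29), no fold threshold (29), edgeR on 4 libraries (0) and leaving out any 1 library compared (0) did not. With HPP-9 for 8 h, the paper reports 351 and edgeR called 82. DESeq2 (495), DESeq2 on 4 libraries (344) and no filter (430) came within it, whereas the replicate block (1464), library size alone (109), upper quartiles (89), the 50-count minimum (105), a fold over 2 (81), no fold threshold (82), edgeR on 4 libraries (3) and leaving out any 1 library compared (6 to 10) did not. With HPP-9 for 24 h, the paper reports 554 and edgeR called 296. DESeq2 (691), DESeq2 on 4 libraries (498) and no filter (607) came within it, whereas the replicate block (1565), library size alone (357), upper quartiles (316), the 50-count minimum (355), a fold over 2 (272), no fold threshold (296), edgeR on 4 libraries (137) and leaving out any 1 library compared (39 to 100) did not. Leaving out dBet6 replicate 1 (457) or replicate 2 (441) also came within it, but was chosen after seeing the values.

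With ShhN, the paper's Supplementary Fig. 17a shows about 5 changed genes, read by eye, and edgeR called 1. DESeq2 (7) and DESeq2 on 4 libraries (4) came within it. The replicate block (54), no filter (21), library size alone, upper quartiles, the 50-count minimum, both fold thresholds and edgeR on 4 libraries (1 each), and leaving out any 1 library compared (0) did not.

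The paper's Supplementary Fig. 17d marks Brd3 at a log2 fold change of about −0.6 with dBet6, read by eye, and edgeR gave −1.36. It marks Ptch1 at about −1.3, read by eye, and edgeR gave −0.70, so each marked position lies close to the value computed for the other gene. Among the alternatives fixed before the data were examined, none came within the error of the paper's position for Brd3: −1.19 by DESeq2, −1.34 with the replicate block, −2.71 with library size alone, and −1.23, −1.58, −1.29 and −1.50 without DMSO + ShhN or dBet6 replicates 1 and 2. For Ptch1, leaving out dBet6 replicate 1 (−1.11) came within it, whereas DESeq2 (−0.53), the replicate block (−0.72), library size alone (−2.06) and leaving out DMSO + ShhN replicates 1 and 2 (−0.89 and −0.61) or dBet6 replicate 2 (−0.44) did not. The cpm of Brd3 in Supplementary Fig. 18 matched those computed here within the replicate SD.

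The paper states that dBet6 induced genes of the apoptotic pathway, without naming the genes or set, and the list used here was compiled by hand and need not hold the same genes. Of 35 pro-apoptotic genes 21 fell and 2 rose with edgeR, 16 fell and 2 rose by DESeq2 and with upper quartiles, 21 fell and 2 rose with the replicate block, and 32 fell with library size alone. The paper states that Brd2 rose with HPI-1; its log2 fold change was 0.86 and did not pass edgeR's test (adjusted p = 0.157), but passed with the replicate block (adjusted p = 0.00239) and by DESeq2 (adjusted p = 0.00676), and did so with HPP-9 at both times by edgeR.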

Other observations

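The tests of 16 h longer in ShhN and of protein-coding genes outside 4 lists were chosen after the result was seen. Genes of other groups went both ways with dBet6, against DMSO + ShhN, and none of the groups in this paragraph passed limma's camera test at the preset correlation (smallest adjusted p = 0.152, for NF-κB targets; the BET family was too small to test). Of all 14039 genes, 6964 were called. Of 34 genes of the primary cilium, the organelle that Hedgehog signaling needs, 8 fell and 5 rose (7 and 5 when adjusted over the list alone), but 24 fell and 0 rose with library size alone. Among those that fell was Kif3b, a motor of ciliary transport (log2 fold change −2.53, standard error 0.23, adjusted p = 3.35e-05 from edgeR's quasi-likelihood test). Of 20 genes of Hedgehog pathway components, 8 fell and 2 rose (8 and 3 when adjusted over the list alone), against 17 and 0 with library size alone. Of 22 genes of the integrated stress response, 6 rose and 4 fell (the same when adjusted over the list alone), turning to 2 and 12 with library size alone. Of 21 NF-κB targets, 7 rose and 3 fell (8 and 3 when adjusted over the list alone), turning to 6 and 11. Of 9 BMP targets, 4 rose and 3 fell, turning to 2 and 4, and of 7 Wnt targets, 1 rose and 2 fell, with 0 and 5 (both the same when adjusted over the list alone). Of 35 cell cycle genes, 6 rose and 5 fell (5 and 4 when adjusted over the list alone), turning to 1 and 16. Of 4 genes of the BET family, 1 rose and 2 fell (the same when adjusted over the list alone), and of 5 markers of BET inhibition, 2 rose and 1 fell (the same when adjusted over the list alone). Of the 20 proteomic hits, which the study chose on HPP-9, 4 rose and 8 fell with dBet6 (5 and 9 when adjusted over the list alone), or 0 and 15 with library size alone.

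Other trends did not pass the test over all genes. At 8 h, against the same 2 control libraries and so not independent of each other, interferon-stimulated genes had a median log2 fold change of −0.60 with HPI-1 and −0.76 with HPP-9 (31 genes each); by edgeR none passed with either compound, 6 and 10 had an unadjusted p under 0.05, 2 and 1 fell when adjusted over the list alone, 1 and 2 fell by DESeq2, and 5 and 8 fell with the replicate block. In the camera test they had adjusted p = 0.0814 with an estimated correlation for HPI-1 and 0.0501 for HPP-9. Of 35 cell cycle genes none passed with HPP-9 for 24 h by edgeR over all genes or over the list alone, although their median log2 fold change was 0.69, with an unadjusted p under 0.05 for 8 genes higher and 1 lower, and 10 genes higher and 1 lower with the replicate block (adjusted p = 0.485 with an estimated correlation). Also with HPP-9 for 24 h, 2 of 26 p53 targets rose (2 when adjusted over the list alone) and 1 of 34 cilium genes fell (1 when adjusted over the list alone).

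A block of elongation might lower long genes more, although it need not depend on length. Across 14039 genes, which are not independent, the log2 fold change with dBet6 had a Spearman's rho of −0.135 with the genomic span. It was close to that with HPP-9 for 8 h (−0.143), so the test did not decide. HPP-9 also degrades BET proteins and is not an unaffected reference. The median log2 fold change with dBet6 was 0.71, −0.13, −0.38, −0.44 and −0.17 in groups of genes of equal number with median spans of 1.98, 8.56, 18.9, 38.5 and 106 kb. In 11308 protein-coding genes outside the ribosomal protein, oxidative phosphorylation, histone and zinc finger lists the rho was −0.0176. This argues against a fall with length in those genes. It cannot decide on a block of elongation that acts alike on short and long genes.

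Ptch1 had a log2 fold change of 1.08 with HPP-9 for 24 h against DMSO + ShhN at 8 h, and may be higher because the cells had 16 h longer in ShhN. Gli1 was higher at 24 h than at 8 h of HPP-9 by 1.13 on the log2 scale (95% interval 0.08 to 2.17), but 3 of 9 other Hedgehog targets were higher, with a median of −0.23. Time and compound cannot be told apart for Ptch1, since no DMSO library was taken at 24 h.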
